# The biphasic and age-dependent impact of klotho on hallmarks of aging and skeletal muscle function

**DOI:** 10.7554/eLife.61138

**Published:** 2021-04-20

**Authors:** Zachary Clemens, Sruthi Sivakumar, Abish Pius, Amrita Sahu, Sunita Shinde, Hikaru Mamiya, Nathaniel Luketich, Jian Cui, Purushottam Dixit, Joerg D Hoeck, Sebastian Kreuz, Michael Franti, Aaron Barchowsky, Fabrisia Ambrosio

**Keywords:** skeletal muscle, hallmarks of aging, klotho, muscle stem cells, sarcopenia, adeno-associated virus, Mouse

## Abstract

Aging is accompanied by disrupted information flow, resulting from accumulation of molecular mistakes. These mistakes ultimately give rise to debilitating disorders including skeletal muscle wasting, or sarcopenia. To derive a global metric of growing ‘disorderliness’ of aging muscle, we employed a statistical physics approach to estimate the state parameter, entropy, as a function of genes associated with hallmarks of aging. Escalating network entropy reached an inflection point at old age, while structural and functional alterations progressed into oldest-old age. To probe the potential for restoration of molecular ‘order’ and reversal of the sarcopenic phenotype, we systemically overexpressed the longevity protein, Klotho, via AAV. Klotho overexpression modulated genes representing all hallmarks of aging in old and oldest-old mice, but pathway enrichment revealed directions of changes were, for many genes, age-dependent. Functional improvements were also age-dependent. Klotho improved strength in old mice, but failed to induce benefits beyond the entropic tipping point.

## Introduction

Aging is a universal process, and decades of research have gone into understanding the cellular mechanisms underlying aged tissue phenotypes. With the goal of conceptualizing common molecular and cellular mechanisms that underlie the effect of time’s arrow on mammalian tissue health, López-Otín et al. described nine ‘Hallmarks of Aging’ (López-Otín et al., 2013). These hallmarks are: epigenetic alterations, cellular senescence, altered intercellular communication, telomere attrition, nutrient sensing deregulation, mitochondrial dysfunction, stem cell exhaustion, loss of proteostasis, and genomic instability. A criterion in the identification of these hallmarks was that aggravation or attenuation of the biological process results in an accelerated aging or more youthful phenotype, respectively. These hallmarks, therefore, have the potential to pave the way toward the development of therapeutic approaches to counteract the effect of aging on organismal health.

Numerous longitudinal aging studies have positively associated skeletal muscle health with healthspan and longevity, and skeletal muscle strength has even been shown to be a reliable predictor of biological age and mortality (Bell et al., 2019; Voisin et al., 2020; Metter et al., 2002; Frontera et al., 2000). Furthermore, an age-related loss of skeletal muscle mass and function (i.e., sarcopenia) is associated with loss of mobility and increased fall risk (Kinney, 2004; Landi et al., 2012; Imagama et al., 2011; Goodpaster et al., 2006). Tissue-level features of sarcopenia have been described extensively, and include a decreased myofiber size, increased intramuscular fat accumulation, a preferential atrophy of type II (fast-twitch) muscle fibers, and compromised function (Doherty, 2003; Morley et al., 2014; Miljkovic et al., 2015). However, our understanding of the cellular mechanisms underlying sarcopenia is still lacking, a shortcoming that has hindered the development of targeted and specific interventions (Marzetti et al., 2017; Dhillon and Hasni, 2017; Woo, 2017; Wang et al., 2019). Currently, approaches to the treatment and prevention of sarcopenia largely focus on the prescription of physical activity and dietary modifications, strategies that have shown moderate success (Morley, 2018; Waters et al., 2010; Taaffe, 2006). Furthermore, proven pharmacological interventions for sarcopenia do not exist, although drugs such as vitamin D, insulin-like growth factors, testosterone, cetylpyridinium chloride (CPC2), as well as monoclonal antibody treatments have entered advanced clinical trials (Woo, 2017; Drescher et al., 2016; Rolland et al., 2011; Becker et al., 2015; Bauer et al., 2015; https://clinicaltrials.gov/ct2/show/NCT01963598, https://clinicaltrials.gov/ct2/show/NCT02333331, https://clinicaltrials.gov/ct2/show/NCT02575235). Interestingly, many of the drugs currently being tested also act on pathways associated with the longevity protein, α-Klotho (Klotho).

Klotho is best known for its role in delaying age-related pathologies in various organ systems, including skeletal muscle (Kurosu et al., 2005; Kuro-o et al., 1997). The pro-longevity effects of Klotho have been partially attributed to modulation of fibroblast growth factor 23 (FGF23), Wnt, and mTOR pathways (Hu et al., 2013; Liu et al., 2007; Zhao et al., 2015), several of which have also been a targets in sarcopenia research (Woo, 2017; Becker et al., 2015; Yoshida et al., 2019; D'Antona and Nisoli, 2010). With age, circulating Klotho levels gradually decline, and epidemiological studies have revealed that decreased circulating Klotho levels are associated with an accelerated loss of skeletal muscle mass and strength (Yamazaki et al., 2010; Semba et al., 2016). Similarly, mice deficient for Klotho display significant muscle wasting, which is hypothesized to be caused by increased mitochondrial reactive oxygen species (ROS) (Sahu et al., 2018; Phelps et al., 2013). These findings are consistent with the observation that mitochondrial accumulation of ROS leads to a decline in muscle mass and decreased regenerative potential (Sahu et al., 2018; Leduc-Gaudet et al., 2015). Taken together, these studies suggest an unexplored mechanistic link between sarcopenia and a decline of Klotho with increasing age.

In this study, we first thoroughly characterize and compare structural, functional, and transcriptomic changes in skeletal muscle across the lifespan in mice. In order to derive a global metric of the loss of molecular fidelity over time, we used an information-based calculation of network entropy from muscle RNA-﻿seq data. A higher network entropy means a probabilistically greater degree of disorganization, or randomness, in the system. We found that network entropy increases from young (4–6 months) to old (21–24 months) mice, but then plateaus in the oldest-old mice (27–29 months). We then tested the ability of AAV-mediated Klotho delivery (AAV-Kl) to attenuate these changes and counteract sarcopenia in old and oldest-old mice. The impact of AAV-Kl was age-dependent, and whereas old mice displayed a significant improvement in function, AAV-Kl failed to induce a benefit in the oldest-old mice. Furthermore, AAV-Kl regulated a multitude of genes associated with all hallmarks of aging. Unexpectedly, however, the direction of change in response to treatment was, for many genes, dependent on the age of the host. Taken together, these results suggest Klotho enhances skeletal muscle structure and function at the early stages of sarcopenia, but the beneficial effects are lost after the entropic inflection point.

## Results

### Sarcopenic changes are subtle until mice reach an advanced age

To thoroughly describe the trajectory of sarcopenic alterations according to sex and over time, we characterized muscle structure and function in young (3–6 months), middle-aged (10–14 months), old (21–24 months), and oldest-old (27–29 months) male and female C57BL/6J mice. Age groups were selected to parallel stratifications commonly used in epidemiological studies and correspond, roughly, to individuals aged 20–30, 38–47, 56–69, and 78 + years (Dutta and Sengupta, 2016; Cruz-Jentoft et al., 2019; Sayer et al., 2013). As expected, a progressive decline in tibialis anterior (TA) wet weight (normalized to body weight) was observed over time for both males and females, though the percent decrease at the oldest-old age was significantly greater in male mice (34%) when compared to females (17%; Figure 1A). A decline in TA weight was concomitant with a decline in physiological cross-sectional area (CSA, Figure 1—figure supplement 1A). Bulk decreases in size and cross-sectional area were accompanied by a decrease in individual myofiber cross-sectional area for both sexes, though declines were greater in female mice (Figure 1B,C, Figure 1—figure supplement 1C). The total number of muscle fibers did not change with age (Figure 1—figure supplement 1B).

Myofiber typing was quantified by staining for myosin heavy chain markers of the dominant fiber types in mouse TA muscles. A decrease in the percentage of the more oxidative Type IIA and IIX muscle fibers was observed in the oldest-old, but not old, age group for both sexes (Figure 1C,D, Figure 1—figure supplement 1C). These changes were accompanied by an increase in the percentage of the glycolytic Type IIB phenotype and a decrease in fiber area of all fiber types in oldest-old groups (Figure 1C, Figure 1—figure supplement 1C–G). These results are consistent with a loss of oxidative fiber types with age observed in previous murine studies (Augusto et al., 2017; Giacomello et al., 2020). We also observed increased intramuscular collagen deposition in the oldest-old age groups of both sexes (Figure 1C,E, Figure 1—figure supplement 1C). Unexpectedly, there was no age-related increase in intermuscular lipid accumulation in either sex (Figure 1C; Figure 1F). This contrasts with clinical reports of muscle quality in older individuals (Doherty, 2003; Morley et al., 2014). We did observe a small increase in intramuscular lipid only in old male mice (Figure 1G). Finally, given that denervation commonly accompanies a sarcopenic profile in clinical populations, we probed transcript levels of common markers of muscle denervation (*Musk*, *Ncam1*, *Runx1*) (Aare et al., 2016) in young, middle-aged, old, and oldest-old skeletal muscle RNA-seq data that is publicly available through the Tabula Muris Senis (TMS) database (Schaum et al., 2020). *Musk* and *Runx1* displayed increased expression in oldest-old mice, although sex differences could not be determined due to inadequate power (Figure 1—figure supplement 2).

**Figure 1.**
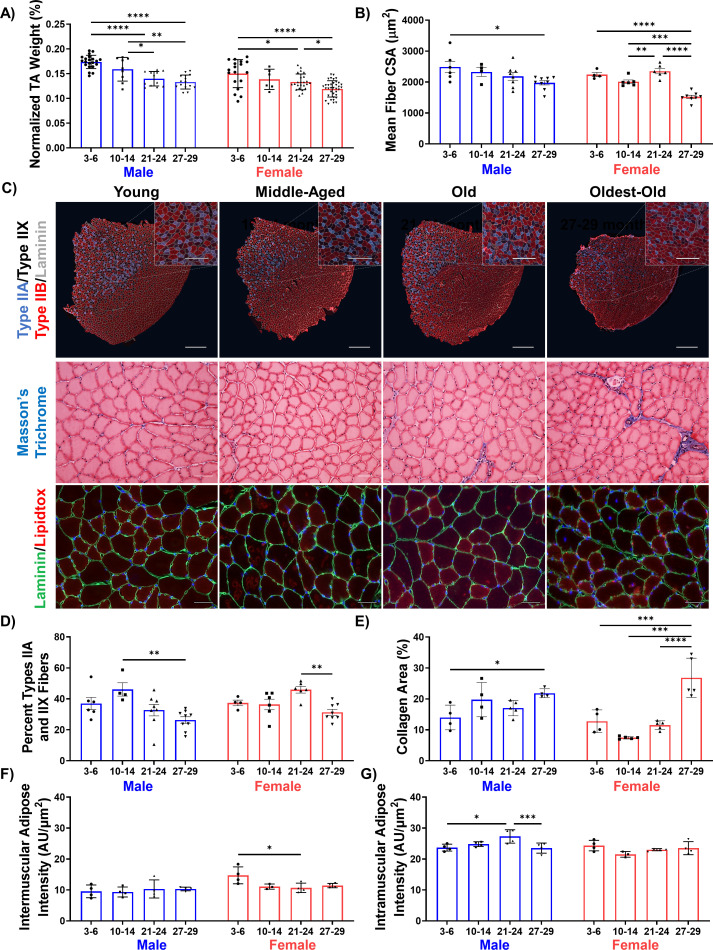
Declines in muscle structure are subtle until advanced age. (**A**) Tibialis anterior (TA) muscle weight as a percentage of whole-body weight in young (3–6 months), middle-aged (10-14 months), old (21-24 months), and oldest-old (27-29 months) male (N = 57) and female mice (N = 78, one-way ANOVAs). (**B**) Average fiber cross-sectional area of uninjured male (N = 27) and female (N = 24) mouse TAs across age groups (one-way ANOVAs). (**C**) Representative images of TA sections stained for laminin (gray), type IIA (purple), type IIX (black/unstained), and type IIB (red) fibers (top, main scale bars = 500 μm, inset scale bars = 250 μm ); Masson’s trichrome staining (middle, 50 µm); and lipidtox staining (bottom, lipidtox = red, laminin = green, scale bars = 50 µm). (**D**) Percentage of IIA and IIX fibers in the whole TA cross-section of male (N = 27) and female (N = 24) mice (one-way ANOVAs). (**E**) Collagen area of TA sections across ages and sexes (male N = 17, female N = 19) quantified by Masson’s Trichrome staining (one-way ANOVAs). (**F**) Intermuscular lipid accumulation in the TA across ages and sexes (male N = 16, female N = 15) quantified by lipidtox staining (one-way ANOVA). (**G**) Intramuscular lipid accumulation in the TA across ages and sexes (male N = 16, female N = 15) quantified by lipidtox staining (one-way ANOVA). All data presented as mean ± SD (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Figure 1—source data 1.Raw Data for Figure 1A-B, D-G, and Figure 1—figure supplement 1A-B, D-G and Figure 1—figure supplement 2.

**Figure 1—figure supplement 1.**
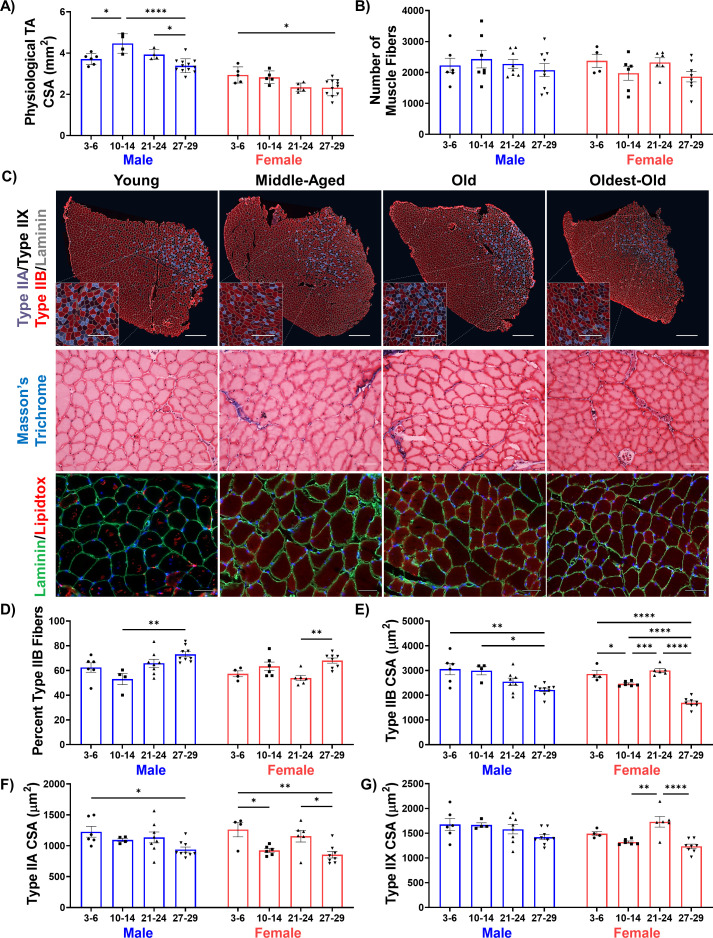
Characterization of sarcopenic changes in male mice. (**A**) Physiological TA cross-sectional area (CSA) estimated from length and mass measurements in young (3–6 months), middle-aged (10-14 months), old (21-24 months), and oldest-old (27-29 months) male (N = 26) and female (N = 26) C57BL/6J mice across ages and sexes (one-way ANOVAs). (**B**) Total number of TA muscle fibers in whole TA sections across ages and sexes (male N = 27, female N = 24). (**C**) Representative images of male uninjured TA muscles showing fiber type staining for type IIA (purple), type IIX (black/unstained), type IIB (red), and laminin (gray, main scale bars = 500 μm, inset scale bars = 250 μm), and Masson’s trichrome staining. (**D**) Percentage of type IIB muscle fibers in whole TA muscle sections (male N = 27, female N = 24, one-way ANOVA). (**E**) Type IIB fiber CSA (male N = 27, female N = 24, one-way ANOVA). (**F**) Type IIA fiber CSA (male N = 27, female N = 24, one-way ANOVA). (**G**) Type IIX fiber CSA (male N = 27, female N = 24, one-way ANOVA). All data presented as mean ± SD (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Figure 1—figure supplement 2.**
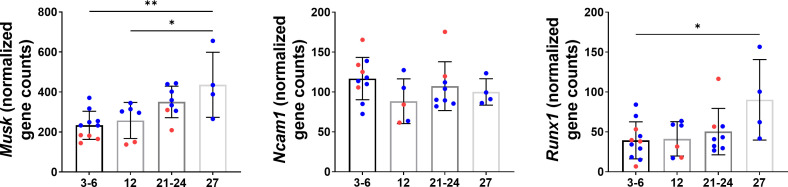
Denervation gene expression in mice across age groups for *Musk* (N = 28), *Ncam1* (N = 27), and *Runx1* (N = 29). Data collected from the Tabula Muris Senis database. Blue dots represent male data. Red dots represent female data (one-way ANOVAs). All data presented as mean ± SD (*p<0.05, **p<0.01).

Whole-body muscle strength, as measured by the four-limb hang test, gradually declined with increasing age for both male and female mice (Figure 2A). However, in vivo contractile testing of the TA muscle revealed a significant decline in muscle strength only in the oldest-old mice, regardless of sex (Figure 2B,C,D). Changes in temporal characteristics of the muscle contraction profile, including increased time to peak twitch contraction and half relaxation time, were also most prominent in the oldest-old female group (Figure 2E,F). These temporal changes are consistent with the decreased area of fast-twitch fiber phenotypes and coincide with clinical reports (Miljkovic et al., 2015; Larsson et al., 1978; Lexell and Taylor, 1991). Taken together, these data suggest that old mice display a mild sarcopenic profile and that common features associated with clinical metrics of sarcopenia only become evident in oldest-old mice.

**Figure 2.**
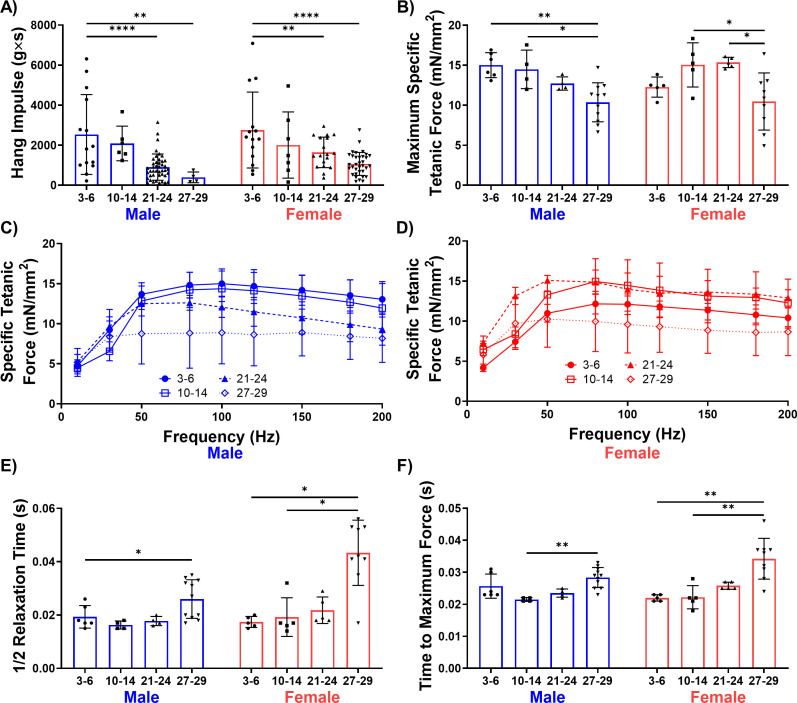
Male and female mice display a progressive loss of muscle function over time. (**A**) Whole-body endurance of young (3–6 months), middle-aged (10-14 months), old (21-24 months), and oldest-old (27-29 months) male (N = 67) and female (N = 77) mice measured by the four-limb hang test (one-way ANOVA). 'g'= gravity and 's'=seconds. (**B**) Peak specific tetanic force production in male (N = 25) and female (N = 24) TA muscles (one-way ANOVAs). (**C**) Force frequency curves for TA stimulation in male mice (N = 25). (**D**) Force frequency curves for TA stimulation for female (N = 24) mice. (**E**) Half relaxation time of the TA muscle following single twitch stimulation across ages and sexes (male N = 25, female N = 24, Kruskal-Wallis tests). (**F**) Time to maximum force following single twitch stimulation of the TA muscle (male N = 25, female N = 24, Kruskal-Wallis tests). All data presented as mean ± SD (*p<0.05, **p<0.01, ****p<0.0001). Figure 2—source data 1.Raw Data for Figure 2.

### Aging drives a progressive disruption in genes associated with hallmarks of aging

Structural and functional findings across age groups revealed exaggerated phenotypic changes between old and oldest-old female mice. 

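RNA was sequenced from the gastrocnemius muscle of female mice, a muscle of the calf. The groups compared across ages are called young GFP (3–6 months), old GFP (21–24 months) and oldest-old GFP (27–29 months), with 4 mice and 1 library per mouse in each. These mice had received an adeno-associated virus carrying green fluorescent protein, the vector control of the Klotho experiment. The authors aligned the reads to the mouse genome GRCm38 with STAR and deposited, for each library, the number of reads that STAR counted on each of 55385 genes, without normalization. STAR counts each read both with and without regard to strand. The first of its strand columns held between 49.8% and 50.4% of the reads counted by strand in each library, and the counts without regard to strand were used. Between 42194363 and 53266529 reads per library were counted on genes in young GFP mice, with a median of 45267698.5. In old GFP mice the range was 36415886 to 57976771 reads, with a median of 50347417. Oldest-old GFP libraries held 41661107 to 59733985 reads on genes, with a median of 50172155.5. In all of these libraries 74.7% to 76.4% of the reads were counted on a gene. Genes were compared between groups with edgeR's quasi-likelihood test on counts normalized by the TMM method. A single fit took in the 20 libraries of the age groups and of the Klotho experiment, over the 17465 genes that passed edgeR's filter on low counts. The paper's comparisons used DESeq2 and a p-value under 0.05, and because its text does not say whether that p-value was adjusted for the number of genes, both counts are given. The choice of scaling changed directions more than numbers of genes. With the size factors of DESeq2 in place of TMM, the share of genes with an unadjusted p-value under 0.05 that were higher in oldest-old GFP than in young GFP mice went from 56.9% to 49.2%.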

To investigate corresponding molecular-level changes in the muscles of young, old, and oldest-old female hindlimb muscle, we performed RNA-seq analysis from gastrocnemius muscle lysates (Figure 3A). We excluded middle-aged muscles from the analyses since this age group was phenotypically similar to old mice. Principal Component Analysis (PCA) revealed distinct gene expression profiles according to age, with young muscle segregating from the old and oldest-old muscle profiles, the latter of which slightly overlapped (Figure 3B). These findings are consistent with previous transcriptomic studies of human skeletal muscle in which the bulk of gene expression changes occur between young and old age, after which time they plateau (Cellerino and Ori, 2017; Byrne et al., 2019).

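Principal components were computed from the log2 CPM (counts scaled to library size) of the 500 genes with the highest variance across the 12 GFP libraries, out of 16593 genes past the filter. The first component held 33.3% of the variance, the second 24.1% and the third 11.8%. Distances between groups of libraries were measured by a pseudo-F, the variance between the groups over the variance within them, computed from these 500 genes. It was 2.84 between young and old GFP libraries (exact permutation test, p = 0.0286, the smallest value that 4 libraries against 4 allow). Between young and oldest-old GFP libraries it was 3.36 (exact permutation test, p = 0.0286). The distance between old and oldest-old GFP libraries was 1.505, within what regrouping the 8 libraries gave (exact permutation test, p = 0.114). On DESeq2's variance stabilizing scale the same distance was 1.94 (exact permutation test, p = 0.0286). From the positions of the libraries on the first components, the paper states that young profiles are separate from old and oldest-old profiles and that the latter overlap slightly.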

**Figure 3.**
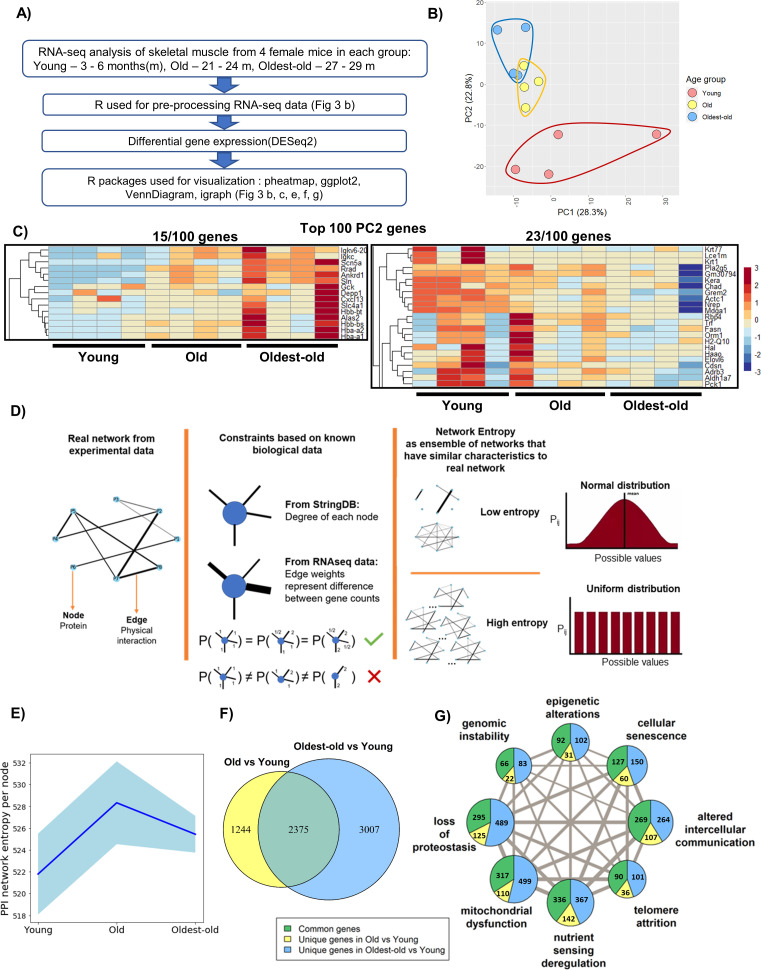
Network entropy increases from young to old mice, after which time it plateaus. (**A**) RNA-seq analysis workflow. (**B**) Principle component analysis (PCA) showing overall gene expression patterns in young (3–6 months), old (21-24 months), and oldest-old (27-29 months) mice (N = 12). (**C**) Heatmap showing genes associated with aging progression derived from the 100 genes with the highest PC2 loadings. The two highlighted sections show 15/100 genes that have an increasing trend and 23/100 genes that have a decreasing trend. (**D**) Schematic description of network entropy computation and interpretation. PPI networks were generated based on RNA-seq data. We capture the degree sequence and the edge weights from the network obtained from experimental data in the form of constraints. The ensemble of networks that follow these constraints have similar network features. If the probability distribution is skewed, then it has a low network entropy and, if not, then it is has a high network entropy. (**E**) Protein-protein interaction (PPI) network entropy computed from transcriptomic data indicates an increase in molecular disorder of hallmarks of aging genes. A non-parametric Kruskal Wallis test (p=0.0741) and Dunn’s post-hoc test were performed. Entropy of young to old changed with p=0.07. Blue shaded portion indicates standard deviation (n = 4). (**F**) Venn Diagram showing the number of differentially expressed (DE) genes between groups old vs. young, and oldest-old vs. young mice. (**G**) Network plot denotes the total number of DE genes per hallmark and the corresponding proportion of DE genes that are unique to old and oldest-old, when compared to young counterparts for each hallmark of aging. Edge weights denote the number of genes that are common between the two hallmarks the edge connects. The node sizes are proportional to the number of genes that fall into each hallmark. Figure 3—source data 1.Raw Data for Figure 3—figure supplement 4.

**Figure 3—figure supplement 1.**
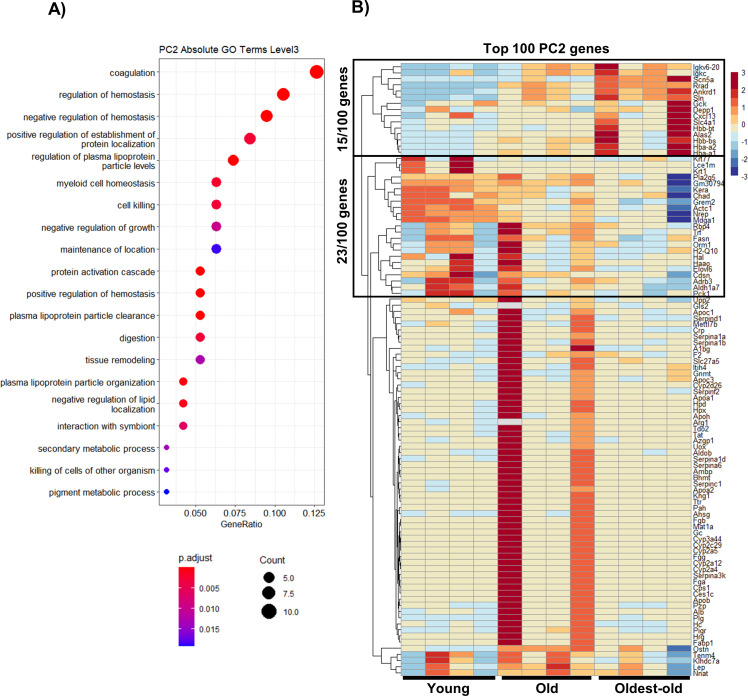
Transcriptomic changes in the context of hallmarks of aging genes. (**A**) Gene Ontology enrichment of top 100 genes PC2 loadings that characterize aging progression. The majority of these level 3 GO terms fall under altered intercellular communication and nutrient-sensing deregulation. (**B**) Full heatmap showing genes associated with aging progression derived from the top 100 genes with the highest PC2 loadings.

**Figure 3—figure supplement 2.**
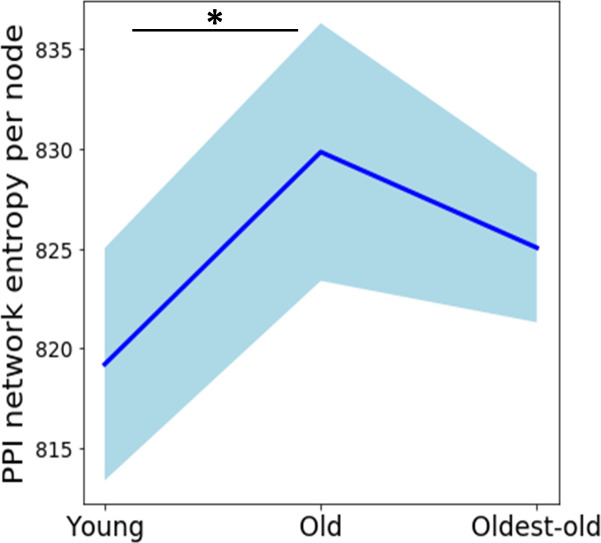
Network entropy with all genes. Network entropy trend with all genes considered in the PPI network. A non-parametric Kruskal Wallis test (p=0.056) with Dunn’s post-hoc test was performed. Blue shaded portion indicates standard deviation (n = 4).

**Figure 3—figure supplement 3.**
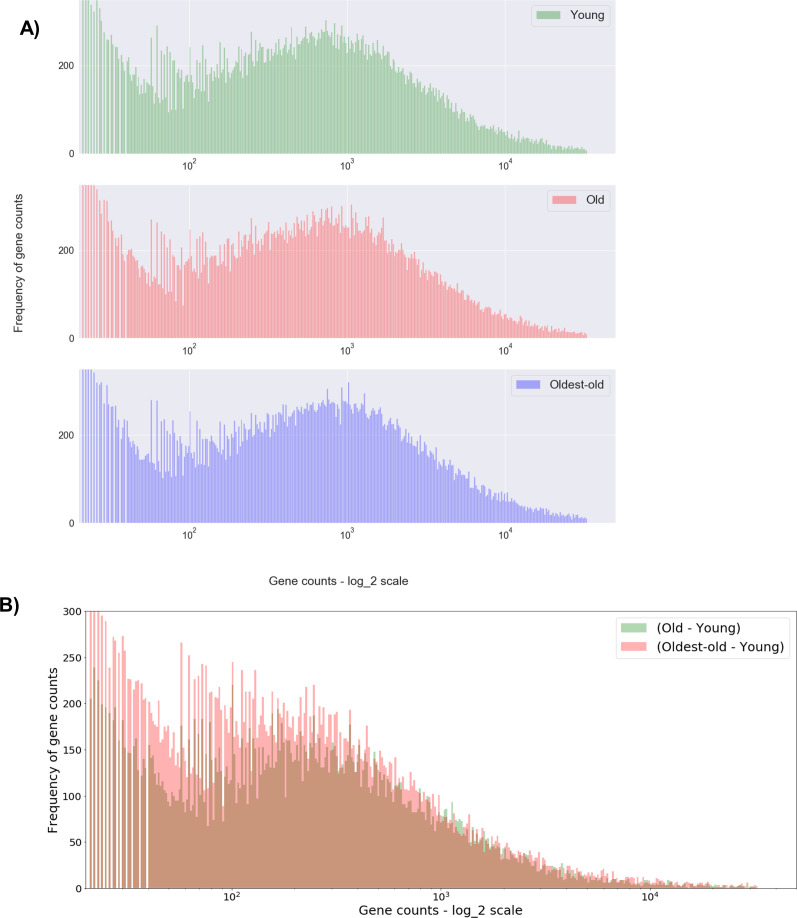
Histogram of all gene counts across young, old, and oldest-old age groups. (**A**) Histogram of all gene counts (concatenated values from four animals from each age group). ​(**B**) Histogram that shows the difference between age groups, with the green (Old - Young) histogram right-shifted compared to red (Oldest-old – Young).

**Figure 3—figure supplement 4.**
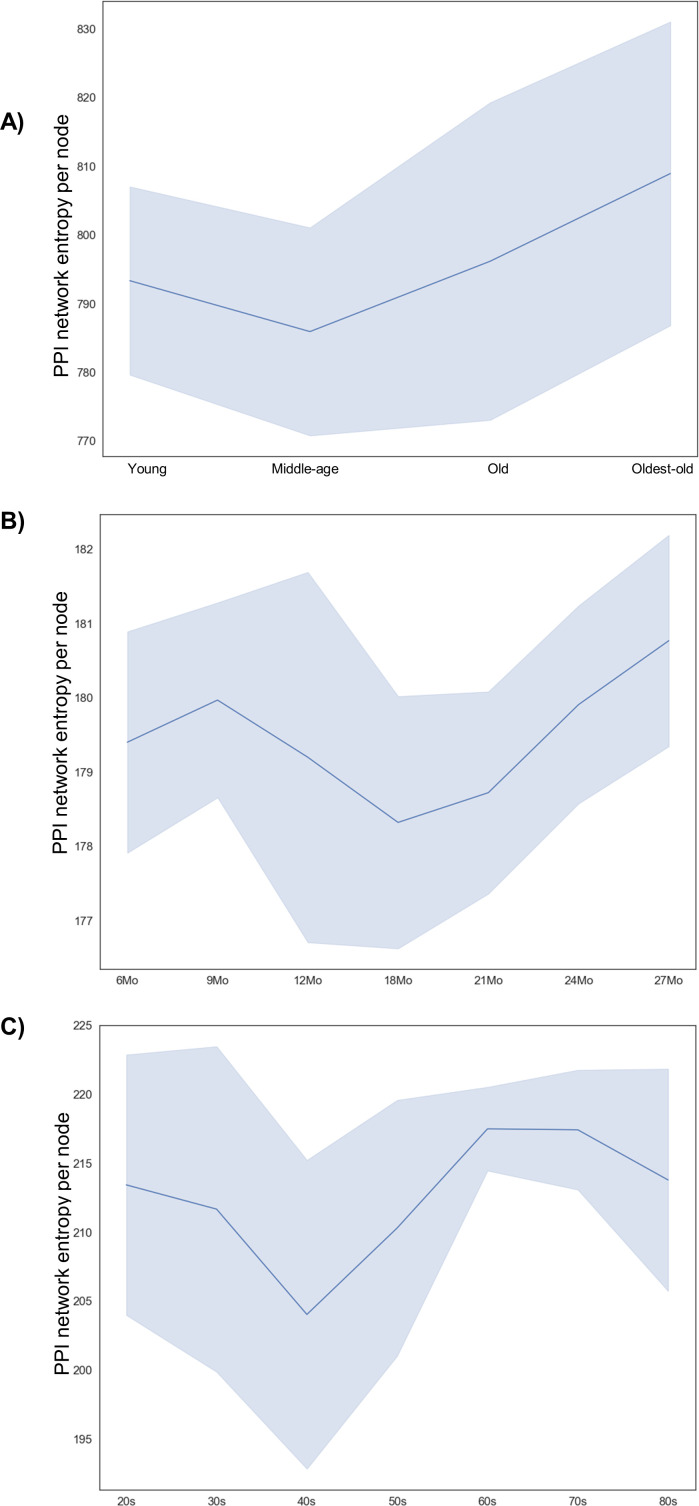
Validation of network entropy trends in other samples and species. (**A**) ​PPI network entropy obtained from all genes in male mice with ages ranging from young (3–6 months), middle-age (12–15 months), old (21–24 months), and oldest-old (27 months). The blue shaded region denotes standard deviation (n = 6, 7, 6, and 4, respectively). One 21-month-old male sample was excluded since the number of nodes was 33% lower than the mean of rest of the samples. (**B**) ​PPI network entropy obtained from all genes in male rats with ages ranging from young to old (6, 9, 12, 18, 21, 24, and 27 months). The blue shaded region denotes standard deviation (n = 7, 7, 8, 7, 7, 8, and 8, respectively ). (**C**) PPI network entropy obtained from all genes in human males with ages ranging from young to middle-aged to old to oldest-old, grouped as decades, namely, 20–29 years, 30–39 years, and so on to >80 years old. The blue shaded region denotes standard deviation (n = 4, 7, 4, 5, 4, 7, and 4, respectively).

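On the first component, whose sign is arbitrary, the mean score of old GFP libraries differed from that of young GFP libraries by -32.7 (two-sided exact permutation test, p = 0.0286). Oldest-old GFP libraries differed there from young GFP libraries by -37.4 (exact permutation test, p = 0.0286) and from old GFP libraries by -4.66 (exact permutation test, p = 0.229). On the second component, old GFP libraries differed from young GFP libraries by 3.95 (exact permutation test, p = 0.8286). The second component differed by 4.76 between young and oldest-old GFP libraries (exact permutation test, p = 0.743) and by 0.81 between old and oldest-old GFP libraries (exact permutation test, p = 0.857). The difference between old and oldest-old GFP libraries on the third component was 16.4 (exact permutation test, p = 0.0286), and the exact p rose to 0.0857 without marker genes, 0.114 with the stranded counts and 0.286 with all filtered genes. The third component of the variance stabilizing scale, whose axis was not compared with this one, differed by only -0.092 between these groups. On the variance stabilizing scale, the first component separated old from oldest-old GFP libraries, by -6.36 (exact permutation test, p = 0.0286). The second component of that scale is another axis, since the absolute correlation of its scores with those of the second component here was 0.090, and on it young and old GFP libraries differed by 5.91 (exact permutation test, p = 0.0286). Among the 100 genes with the largest weights on the second component were Dsp, Krt10, Krt5, Krt77 and Lor, from a list of 10 genes of keratinocytes, the cells of the epidermis. These 5 genes were also among the 100 with the largest weights on the first component. The mean log2 CPM of the keratinocyte list were 3.48 and 5.17 in young GFP mice 1 and 3, above those of the other young GFP mice. On the second component, however, young GFP mice 1 and 3 scored -5.46 and 37.5. Without marker genes that component still held 24.3% of the variance, and the absolute correlation of its scores with those here was 0.987.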

Given that distinction across age clusters was most evident for PC2, we probed for the top 100 genes in PC2 that varied according to age. Of these, 59 out of 100 genes were associated with hallmarks of aging and, most prominently, genes associated with altered intercellular communication and nutrient-sensing deregulation. 

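The heatmap names 38 genes, of which 15 rise and 23 fall from young to oldest-old mice. All 15 rising genes passed the filter, and the mean log2 CPM increased at each step of age for 14 of them. For the falling genes, 20 passed the filter and 9 decreased at each step. From young to oldest-old GFP mice, 15 of the rising genes and 19 of the falling genes moved in the direction of the heatmap. In 6 genes of each kind, the 4 oldest-old libraries lay apart from the 4 young libraries (exact permutation test, p = 0.0286). Since the heatmap was drawn from these libraries, this count does not test its genes on other mice. Ankrd1, which encodes an ankyrin repeat protein of striated muscle, had a mean of 2.50 log2 CPM in young, 4.62 in old and 5.95 in oldest-old GFP mice. Sln, which encodes sarcolipin, rose from 0.04 in young through 2.74 in old to 4.66 in oldest-old GFP mice. Actc1, which encodes cardiac alpha-actin, fell from 9.75 in young through 7.65 in old to 6.58 in oldest-old GFP mice. The 38 genes also include genes of other cells. Among the rising genes are Slc4a1, from a list of red blood cell genes, and Igkc, from a list of immunoglobulin genes. Krt77, from the keratinocyte list, is among the falling genes.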

The heatmap shows some PC2 genes displayed a steady trend with aging progression (Figure 3C). Gene Ontology enrichment confirmed that the top 100 genes for PC2 are associated with cellular homeostasis, cellular structure, and intercellular communication (Figure 3—figure supplement 1A,B).

To date, most RNA-seq studies in skeletal muscle have used a bottom-up approach, focusing on differentially expressed (DE) genes and their corresponding pathways. Whereas this approach is valuable for identifying specific signaling pathways that may contribute to sarcopenia, it does not give an integrative view of underlying pathogenic mechanisms. Therefore, we employed a top-down approach, whereby we constructed interactomes according to muscle transcriptional profiles over time. It has been proposed that ‘the common denominator that underlies all modern theories of aging is change in molecular structure and, hence, function.’ (Hayflick, 2007) Although the entropy theory of aging has existed for centuries, entropy has generally been considered in the context of thermodynamics (i.e., ‘dissipation’ of energy at the biomolecular level). While theoretically intriguing, this form of entropy is challenging to quantify. Given that the essence of entropy is a loss of information in a system, we estimated network entropy as described by Menichetti et al., 2015; Menichetti and Remondini, 2014. To do this, protein-protein interaction (PPI) networks were generated from RNA-seq data across young, old, and oldest-old age groups. Given our focus on age-related alterations, only those genes associated with the hallmarks of aging were included in the analysis (López-Otín et al., 2013). In the network, nodes represent the corresponding proteins, edges represent the physical interaction of proteins, and edge weights represent the differential gene expression (Figure 3D). Genes associated with ‘stem-cell exhaustion’ largely overlapped with all other hallmarks, and, hence, were excluded from our analysis.

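A gene whose count was 0 in a sample was not a node of that sample's network, and the numbers of genes detected in the libraries were compared. With 4 mice per group, 24064.5 ± 1063 genes (SD) had at least 1 read in young GFP mice, 24720 ± 678 in old GFP mice and 25134.8 ± 713 in oldest-old GFP mice. The difference between young and old GFP mice was 655.5 genes (exact permutation test, p = 0.4), and that between old and oldest-old GFP mice was 414.75 genes (exact permutation test, p = 0.4). When each mouse was left out in turn, the first difference lay between 398 and 1177 genes and the second between 94.4 and 695 genes. When every library was randomly reduced to 36415886 reads on genes, the depth of the smallest, the differences were 525 genes (exact permutation test, p = 0.2) and 293 genes (exact permutation test, p = 0.114). The protein interactions that the network was built on were not used here, and the entropy itself was not recomputed. The paper's values of entropy per node for the hallmark genes were 521.8 ± 3.71 (SD, n = 4) in young, 528.3 ± 3.798 in old and 525.4 ± 1.68 in oldest-old mice. An exact permutation test on the paper's values gave p = 0.0571 for the difference of 6.54 between young and old mice and p = 0.257 for the difference of -2.89 between old and oldest-old mice. From these values the paper concludes that entropy rose most between young and old mice.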

Consistent with PCA findings, but contrary to phenotypic changes, we observed the greatest increase in network entropy between young and old groups, with little difference between the old and the oldest-old (Figure 3E). This suggests that gene expression changes likely precede the observed functional deficits in oldest-old mice (Figure 2). 

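With 10 or more reads required, the number of genes detected per library differed by 274 between young and old GFP mice (exact permutation test, p = 0.629) and by 294 between old and oldest-old GFP mice (exact permutation test, p = 0.543). The paper's values of entropy per node for the network of all genes were 819.2 ± 5.83 (SD, n = 4) in young, 829.8 ± 6.47 in old and 825.0 ± 3.74 in oldest-old mice. For the difference of 10.6 between young and old mice, an exact permutation test on the paper's values gave p = 0.0571. The difference of -4.81 between old and oldest-old mice had p = 0.286 in the same exact test. The paper's numbers of nodes were 15361.5 ± 375 in young, 15682.5 ± 196 in old and 15670.8 ± 157 in oldest-old mice (SD, n = 4 each).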

The same entropy trend emerged even when all genes were considered, suggesting that the subset of genes associated with the hallmarks of aging captures the overall tissue transcriptomic profile without loss of information (Figure 3—figure supplement 2). Furthermore, we found that the increase in entropy between young and old muscles was driven by a relatively small pool of genes that displayed a large magnitude of change (Figure 3—figure supplement 3). In contrast, there were many more DE genes when comparing old and oldest-old muscles, although the magnitudes of change were generally low (Figure 3—figure supplement 3). This suggests a loss of specific changes and a broadening of gene expression alterations across the genome in the oldest-old age group. 

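Between young and old GFP mice, 3103 of the 17465 tested genes had an unadjusted p-value under 0.05, of which 1800 were higher and 1303 lower in old mice. After Benjamini-Hochberg adjustment, 606 genes were under 0.05, with 418 higher and 188 lower. About 873 genes would pass the unadjusted threshold by chance. In 15.3% of all tested genes every old library lay on one side of every young library, against the 2.857% that chance gives with 4 libraries per group. The median absolute log2 fold change of the 3103 genes was 0.50, and for 716 of them it was above 1. Among genes with an adjusted p-value under 0.05 and separate groups, those with the largest increases were Plg, Serpina1d and Pzp, which encode plasma proteins made by the liver. Plg (ENSMUSG00000059481.5) lies on chromosome 17 of GRCm38 from 12378608 to 12419385 and had 122 ± 172 normalized counts (SD, n = 4) in old GFP mice and 0 in every young GFP mouse, with an adjusted p of 0.0408 in edgeR. Serpina1d had 335 ± 539 normalized counts (SD) in old GFP mice and 0.52 ± 0.61 in young GFP mice (edgeR, adjusted p = 0.0233), and Pzp had 283 ± 425 against 0.87 ± 1.11 (edgeR, adjusted p = 0.0309). Their spread among old mice was larger than their mean, and a list of 20 liver genes averaged 4.53 and 1.94 log2 CPM in old GFP mice 1 and 4 but -2.64 and -3.92 in old GFP mice 2 and 3. The largest decreases were those of AC103597.1, a processed pseudogene on chromosome 18 from 13130675 to 13131561, with 0.88 ± 1.26 normalized counts (SD, n = 4) in old and 14.2 ± 3.29 in young GFP mice (edgeR, adjusted p = 0.00548), and of AC153155.2, a noncoding transcript on chromosome 18 from 61470225 to 61484607, with 3.34 ± 1.38 against 37.7 ± 2.57 (edgeR, adjusted p = 0.00760). AC154912.3 (ENSMUSG00000117294.1), a transcript on chromosome 17 from 28457484 to 28461095, had the third largest decrease, with 8.87 ± 5.46 normalized counts (SD, n = 4) in old and 66.6 ± 16.6 in young GFP mice, a log2 fold change of -2.91 (standard error 0.53, adjusted p = 0.00546 in edgeR).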

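Between old and oldest-old GFP mice, 1852 genes had an unadjusted p-value under 0.05, with 1030 higher and 822 lower in oldest-old mice, and 0 had an adjusted p-value under 0.05. With the size factors of DESeq2 in place of TMM, 897 genes were higher and 933 lower. Of all tested genes, 5.81% had every oldest-old library on one side of every old library. The genes that passed the unadjusted threshold had a median absolute log2 fold change of 0.34, and 266 of them changed by more than 1. Over all tested genes, passing or not, the median absolute log2 fold change was 0.138 between old and oldest-old and 0.157 between young and old GFP mice, and the 90th percentiles were 0.515 and 0.727. With DESeq2 in place of edgeR, 2151 genes had an unadjusted p-value under 0.05 between old and oldest-old GFP mice, with 984 higher and 1167 lower, and 97 had an adjusted p-value under 0.05. The list of 20 liver genes differed by -3.72 log2 CPM between these groups (exact permutation test, p = 0.143). With the libraries' liver gene score as a covariate in edgeR, 803 genes had an unadjusted p-value under 0.05, below the 873 that chance gives. Since the score averaged lower in oldest-old than in old mice, the covariate may also remove differences of age. The lower count thus does not show that no difference remains. Of the 35 splits of these 8 libraries, only the real one gave at least 1852 genes, and the highest number in another was 1767.

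**Figure D1:**
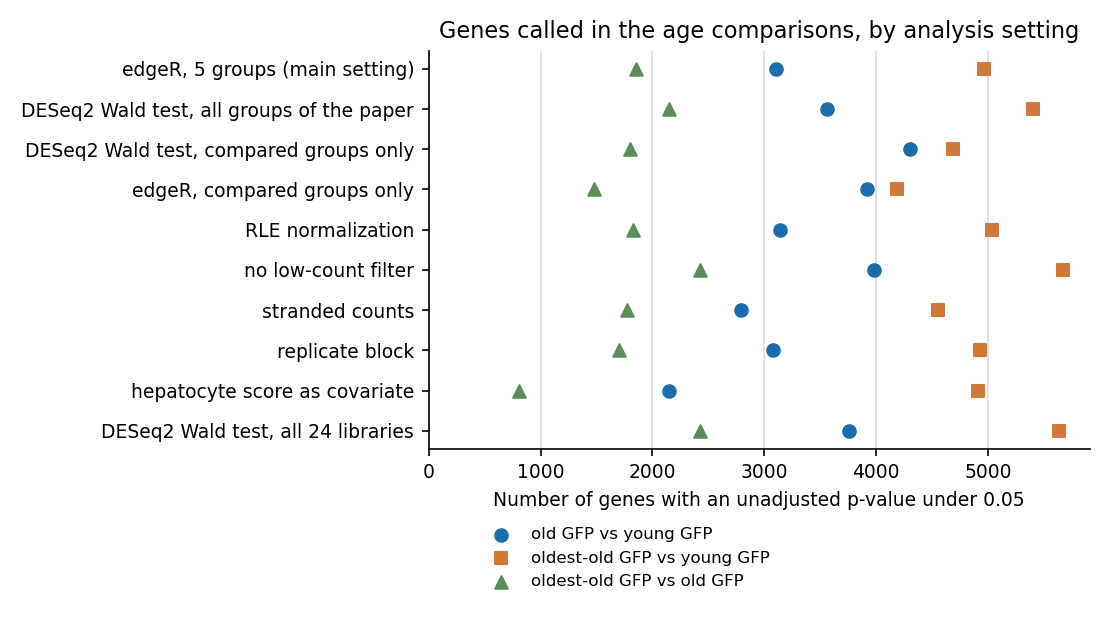
Number of genes with an unadjusted p-value under 0.05 (horizontal axis) in the comparisons of old with young, oldest-old with young and oldest-old with old GFP mice, for each analysis setting (vertical axis). The comparison of oldest-old with old mice gave the fewest genes in every setting drawn, from 803 to 2429, including the DESeq2 fit of all 24 libraries, which was chosen after seeing the data.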

We cross-checked entropy trends in skeletal muscle of young, middle-aged, old, and oldest-old male mice using RNA-seq data available through the TMS database (Schaum et al., 2020). Unlike females, we saw that entropy continued to increase from old to oldest-old timepoints (Figure 3—figure supplement 4A), which we found interesting considering that male mice showed less severe sarcopenic declines at the oldest-old age (Figures 1 and 2). Also interesting, entropy was lowest at the middle-aged timepoint, then gradually increased.

To probe the translational potential of the network entropy approach, we used open-source RNA-seq data from aging male rats and humans (SRA: PRJNA516151 and GSE164471) (Shavlakadze et al., 2019; Tumasian et al., 2021). We did not present female data for either species due to a lack of sufficient sample sizes. In rats, entropy decreased from young to middle-age, after which time it increased into old age, consistent with the aforementioned trend observed in male mice (Figure 3—figure supplement 4B). Oldest-old muscles were not available in rats. Entropy in humans similarly decreased from young adulthood into the fourth decade of life, after which time it increased, reaching a tipping point in the sixth decade of life, then decreasing slightly (Figure 3—figure supplement 4C). It is interesting to note that the entropic nadir in humans coincides with the commonly observed onset of sarcopenic declines in the fourth decade of life (Walston, 2012; Yazar and Olgun Yazar, 2019). With the goal of providing the broader research community an easily accessible tool for estimating network entropy from transcriptomic and proteomic datasets, we created an open-source Python streamlit web-app (https://network-entropy-calculator.herokuapp.com/). Preprocessing steps are detailed on the Github link (https://github.com/sruthi-hub/sarcopenia-network-entropy).

We next probed for ‘weakest links’ among the hallmarks of aging in which the effect of aging may become manifest prior to the others. 

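Between young and oldest-old GFP mice, 4968 genes had an unadjusted p-value under 0.05, with 2828 higher and 2140 lower in oldest-old mice, and 2236 had an adjusted p-value under 0.05, with 1319 higher and 917 lower. This is 1.60 times the number of genes found between young and old mice, a ratio that lay between 1.07 and 2.29 over the other analysis settings. Of the genes called in either comparison, 946 were called only in old mice, 2811 only in oldest-old mice and 2157 in both. If the 2 lists were independent, about 883 genes would overlap, and 2 of the shared genes changed in opposite directions. Both comparisons use the same 4 young GFP libraries, whose variation enters both lists and can raise the overlap and the agreement in direction. The value of 883 is therefore not the overlap that chance gives here. The lists of hallmark genes were not used here, and the numbers are given over all genes. Gm10718 (ENSMUSG00000095186.1), on chromosome 9 from 3023547 to 3025218, had 14.1 ± 6.66 normalized counts (SD, n = 4) in oldest-old GFP mice and 0 in every young GFP mouse (adjusted p = 0.000523 in edgeR), and its sequence is close to that of other genes. Igkv6-20, an immunoglobulin gene segment on chromosome 6 from 70335841 to 70336507, had 119 ± 119 normalized counts (SD, n = 4) against 0.45 ± 0.90 (edgeR, adjusted p = 0.0156). Gm2619, a transcribed pseudogene on chromosome 1 from 85156809 to 85327306, had 8.62 ± 6.09 normalized counts (SD, n = 4) and 0 in every young GFP mouse (edgeR, adjusted p = 0.0102). AC103597.1 and AC153155.2 had the largest decreases here too, with 0.26 ± 0.53 and 1.88 ± 2.75 normalized counts (SD, n = 4) in oldest-old GFP mice (edgeR, adjusted p = 0.000615 and 0.00111). The lowest count of C130080G10Rik, an antisense transcript on chromosome 2 from 114054335 to 114064868, was 18.0 normalized counts in young GFP mice, and its highest in oldest-old GFP mice was 2.33 (edgeR, adjusted p = 0.000234).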

Unexpectedly, we found that all of the hallmarks were similarly affected when considering changes between young and old mice and young and the oldest-old mice, although roughly twice as many genes changed in the oldest-old mice (Figure 3F,G). This further implies a dysregulation of the transcriptomic profile in the oldest-old mice, a finding that is consistent with previous reports (Cellerino and Ori, 2017).

### AAV-Klotho administration improves muscle regeneration after severe, but not exercise-induced, injury in old mice

Given that a criterion in the identification of aging hallmarks is a susceptibility to interventions that may aggravate or attenuate age-related declines, we next tested whether the declines in muscle function and structure observed in aged mice could be attenuated through Klotho supplementation. As a first step, we confirmed that circulating Klotho gradually declines with age in mice, consistent with human findings (Yamazaki et al., 2010; Figure 4A). In both sexes, we also observed a stepwise increase in circulating fibroblast growth factor-23 (FGF23), a known co-factor for Klotho signaling and a key hormone in the regulation of mineral ions and vitamin D (Chen et al., 2018; Figure 4B). It was interesting to note that circulating FGF23 levels in the oldest-old females clustered into two different groups, with approximately 40% of the population displaying very high levels compared to the more linearly increasing levels of the remaining mice. This variation may be a result of varied hormonal status across the cohort. Although hormone levels were not measured here, it has previously been shown that 20–40% of female mice spontaneously regenerate follicles after menopause (Diaz Brinton, 2012), which is relevant given that estrogen levels have been shown to regulate circulating FGF23 in both rodents and humans (Ix et al., 2011; Saki et al., 2020).

**Figure 4.**
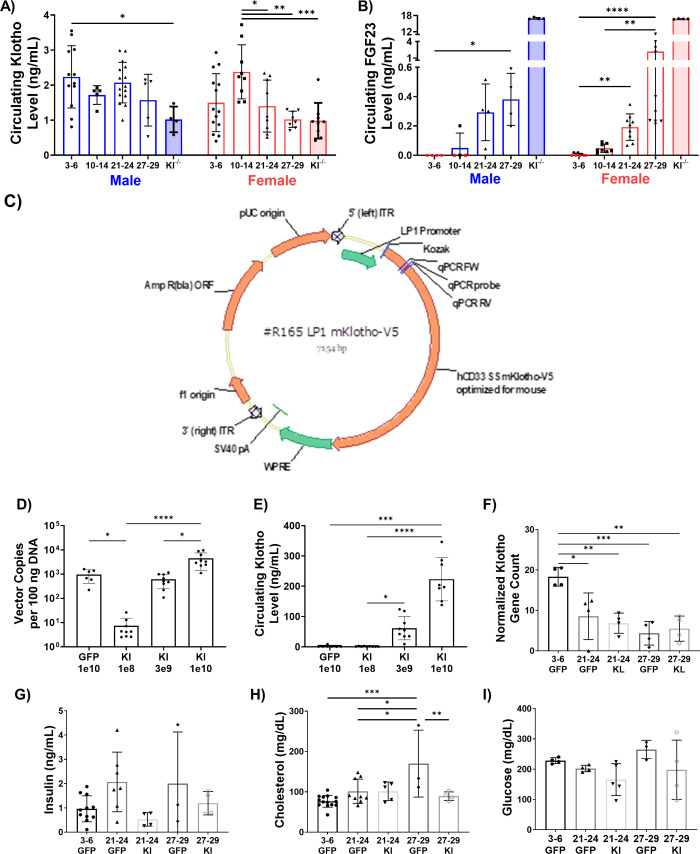
Development and validation of an AAV approach for systemic delivery of Klotho. (**A**) Changes in circulating Klotho levels measured via ELISA in young (3–6 months), middle-aged (10-14 months), old (21-24 months), and oldest-old (27-29 months) male (N = 41), and female (N = 47) mice (one-way ANOVAs). (**B**) Changes in circulating FGF23 levels in male (N = 20) and female (N = 39) mice. Red symbols represent undetectable levels and were set to zero (Kruskal-Wallis tests, KO values were excluded from statistical analysis). (**C**) Schematic of the AAV-Klotho plasmid design. (**D**) Liver expression of AAV vector genomes quantified via qPCR (N = 33, Kruskal-Wallis test). (**E**) Circulating Klotho levels measured via MSD-ELISA in young female (N = 33) mice injected with AAV-Klotho at varying doses (Kruskal-Wallis test). (**F**) Gene count normalized to library size for Klotho in the gastrocnemius muscle of female mice treated with GFP and AAV-Kl (N = 20, one-way ANOVA). (**G,H,I**) Serum concentration levels for insulin (N = 29), cholesterol (N = 35), and glucose (N = 20) in GFP- and Kl-treated female mice (one-way ANOVA). All data presented as mean ± SD (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Figure 4—source data 1.Raw Data for Figure 4A-B, D-I, and Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
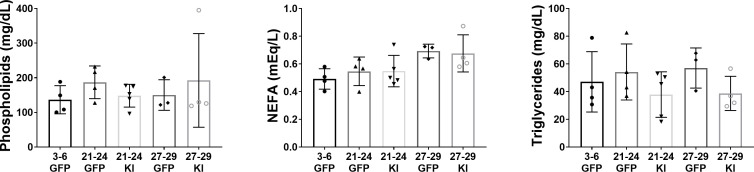
Quantification of circulating lipid metabolites in mice receiving AAV-Kl treatment versus controls. Circulating phospholipids (N = 20), NEFA (N = 20), and triglycerides (N = 20) in young (3–6 months), old (21-24 months), and oldest-old (27-29 months) female mice receiving AAV-GFP or AAV-Kl​.

Next, an AAV vector carrying a liver-specific promoter and mouse Klotho full-length cDNA (AAV-Kl) was constructed and administered via tail vein injection (Figure 4C). Three weeks after administration, qPCR confirmed that the vector was inserted into the genome in the liver and replicated (Figure 4D). Meso Scale Discovery-Enzyme-linked Immune Sorbent Assay (MSD-ELISA) conducted on serum further confirmed a dose-dependent increase in circulating Klotho levels (Figure 4E). Klotho transcript levels in the gastrocnemius muscles of old and oldest-old mice were unaffected by AAV-Kl administration, consistent with use of a liver-specific promoter (Figure 4F). 

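Kl (ENSMUSG00000058488.7), the gene of Klotho, lies on chromosome 5 of GRCm38 from 150952607 to 150993817. Its transcript was near the lower limit of what these libraries show. Counts were normalized by DESeq2's size factors over the 20 libraries. In old mice 14 days after injection of 3e8 vector genomes per mouse, the mean was 6.79 ± 2.48 normalized counts (SD, n = 4) with AAV-Kl and 8.49 ± 5.74 with GFP. The log2 fold change was -0.36 (standard error 0.60), and an exact permutation test on the normalized counts gave p = 0.6. Oldest-old mice had 5.46 ± 3.09 normalized counts (SD, n = 4) with AAV-Kl and 4.29 ± 2.90 with GFP. There the log2 fold change was 0.39 (standard error 0.65; exact permutation test, p = 0.543). Neither difference was larger than the spread between mice. The vector's Klotho sequence was codon-optimized, and the reads were aligned to the mouse genome. Counts on Kl may therefore miss vector transcripts, and they do not test whether the vector was expressed in muscle. Young GFP mice had 18.2 ± 2.32 normalized counts (SD, n = 4), more than any old or oldest-old GFP mouse (exact permutation test, p = 0.0286 in both comparisons), with log2 fold changes of -1.03 in old mice (adjusted p = 0.354 in edgeR) and -2.10 in oldest-old mice (adjusted p = 0.0302).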

Lastly, the AAV expression of Klotho had no significant effects on non-fasting serum insulin, glucose, cholesterol, or other circulating lipids (Figure 4G,H,I; Figure 4—figure supplement 1).

As a means to confirm the physiological effect of AAV-Kl administration, we tested whether AAV-Kl administration could replicate data from a previous report demonstrating improved regeneration following supplementation with recombinant Klotho protein (Sahu et al., 2018). AAV-Kl (1 × 10^10^ vector genomes/animal) or an equal titer AAV-GFP control was administered via tail vein injections to old male mice 5 days before bilateral injuries to the tibialis anterior (TA) muscles with cardiotoxin. Histological analysis and in vivo contractile testing was performed 14 days after injury (19 days after AAV injection) (Figure 5A). There was no difference in myofiber cross-sectional area in the injured TAs of animals treated with AAV-Kl when compared to control counterparts (Figure 5B). However, fibrosis was significantly decreased in the TAs of AAV-Kl-treated mice, as evidenced by decreased collagen deposition (Figure 5C,D,E). This decrease in fibrosis was concomitant with a decreased number of fibroadipogenic progenitor cells (FAPs) with AAV-Kl treatment, as quantified by flow cytometry and following a previously published protocol (Yi and Rossi, 2011; Liu et al., 2015; Figure 5F). In the light of previous work demonstrating that Klotho supplementation enhances mitochondrial ultrastructure in aged myogenic cells (Sahu et al., 2018), we also performed TEM and compared mitochondrial integrity in muscles across experimental groups. Indeed, AAV-Kl administration significantly increased the percentage of healthy mitochondria in aged regenerating muscle (Figure 5G,H).

**Figure 5.**
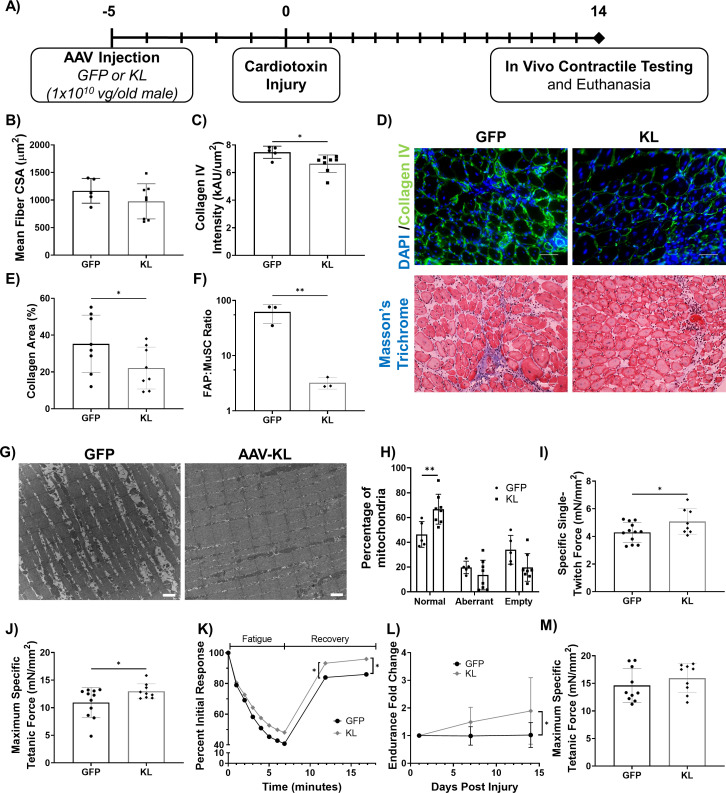
Gene delivery of Klotho enhances functional muscle regeneration following an acute injury. (**A**) Experimental design using old (21–24 months) male mice. (**B**) Quantification of TA average myofiber cross-sectional area (N = 13). (**C**) Collagen IV expression in the TA muscle of GFP- versus KL-treated mice (one-tailed Mann-Whitney test, N = 13). (**D**) Top: Representative images of injured TA muscles stained for collagen IV (green) and DAPI (blue, scale bars = 50 µm). Bottom: Masson’s Trichrome staining of the TA (scale bars = 50 µm). (**E**) Collagen area percentage in the TA quantified from Masson’s Trichrome staining (one-tailed student’s t-test, N = 16). (**F**) FAPs to MuSCs ratio in injured TA muscles, as determined by flow cytometry (N = 6, one-tailed student’s t-test). (**G**) Representative TEM images showing mitochondria in the TA muscle fibers of AAV-GFP vs. KL-treated mice. Aberrant and empty mitochondria show abnormal shape and high proportion of white space respectively (scale bars = 1μm). (**H**) Quantification of the quality of mitochondria (two-way ANOVA, N = 13). (**I**) TA specific twitch force produced 14 days post-injury (dpi) (one-tailed Student’s t-test, N = 20). (**J**) TA maximum specific tetanic force 14 dpi (one-tailed Student’s t-test, N = 20). (**K**) Change in force production of the TA over time as mice underwent a fatigue protocol consisting of repeated TA stimulation for a total of 7 min, followed by recovery over two 5-min intervals (two-way ANOVA, N = 19). (**L**) Fold change in whole body endurance compared to one day post injury hang impulse score (Mixed-effects analysis, N = 16). (**M**) TA peak tetanic specific force for mice 7 days after an eccentric injury treadmill protocol (N = 19). All data presented as mean ± SD (*p<0.05, **p<0.01). Figure 5—source data 1.Raw Data for Figure 5B-C, E-F, H-M, and Figure 5—figure supplement 1C, E.

**Figure 5—figure supplement 1.**
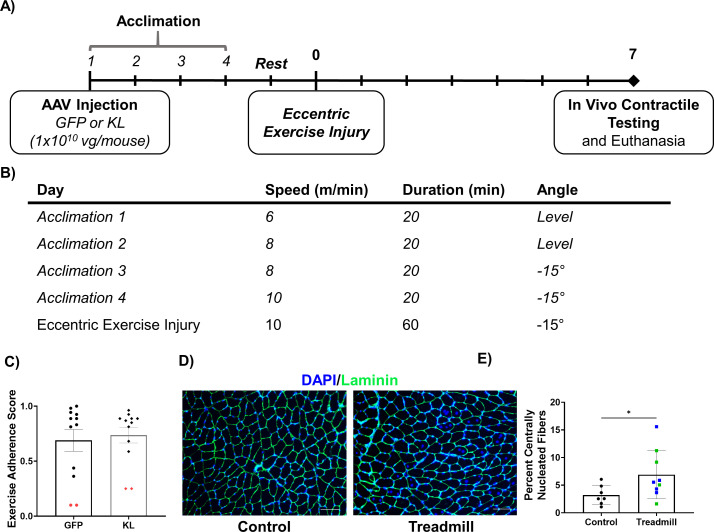
Validation of the eccentric exercise injury model. (**A**) Experimental design for the eccentric exercise injury model using old (21–24 months) male mice. (**B**) Summary of parameters for the acclimation period and injury protocol. (**C**) Assessment of adherence to the exercise protocol showing similar performance between mice receiving AAV-GFP and AAV-Kl (N = 24). Red symbols represent underperforming animals that were removed from further analysis (N = 2 per group). (**D**) Representative images in the TA showing the extent of injury induced by the exercise protocol, scale bars = 100 microns. (**E**) Percent of fibers with central nuclei in control vs. mice completing the treadmill protocol (N = 19, green = GFP group, blue = KL group, student’s one-tailed t-test). All data presented as mean ± SD (*p<0.05).

Structural improvements were consistent with functional outcomes, and mice receiving AAV-Kl also displayed increased specific twitch and maximum specific tetanic force production (Figure 5I,J). Resistance to a fatiguing protocol was not affected by treatment, although force recovery following completion of the fatiguing protocol was significantly enhanced in mice treated with AAV-Kl (Figure 5K). Additionally, whole-body strength improved almost twofold over 14 days for mice treated with AAV-Kl; control mice showed no improvement (Figure 5L). These results confirmed that systemically elevated Klotho levels enhance skeletal muscle regeneration, similar to a previous report using intraperitoneal injection of recombinant Klotho (Sahu et al., 2018).

To assess the efficacy of Klotho overexpression in a second, less severe, injury model, we evaluated the ability of AAV-Kl administration to enhance recovery following an exercise-induced injury. To this end, we conducted an eccentric exercise protocol adopted from Armand et al., 2003; Figure 5—figure supplement 1A,B. This downhill running model has been shown to induce eccentric muscle injury in tibialis anterior and soleus muscles (Armand et al., 2003; Parise et al., 2008; Breen and Phillips, 2011). Briefly, old male mice that received either AAV-Kl or GFP, as above, were acclimated to treadmill running for 4 days. On the fifth day, mice were placed on a treadmill to run for 60 min at 10 m/min on a 15-degree decline. We assessed exercise adherence according to a previous report in order to confirm that animals in both groups were similarly able to complete the protocol (Ríos-Kristjánsson et al., 2019; Figure 5—figure supplement 1C). Mice with an adherence score of less than 0.30 were excluded from the analysis (n = 2 per group; Figure 5—figure supplement 1C). We also confirmed that the protocol induced TA muscle injury using histological analysis (Figure 5—figure supplement 1D,E). In vivo contractile testing performed 7 days after injury revealed that animals treated with AAV-Kl displayed no significant increase in muscle performance (Figure 5M).

### Intravenous AAV-Klotho administration enhances muscle structure and function in old, but not in the oldest-old, mice

We next asked whether AAV-Kl administration could reverse age-related declines in muscle quality and function even in the absence of injury. Female mice received either AAV-Kl or AAV-GFP at a titer of 3 × 10^8^ vg/mouse via tail vein injection. This dose was chosen because it provided the greatest improvement in muscle strength, as determined over the course of a preliminary dose-testing study performed in old mice (Figure 6—figure supplement 1A). Fourteen days after injection, mice were euthanized and endpoints collected (Figure 6A). A challenge of studying sarcopenia in mouse models is the high rate of mortality and the onset of confounding pathologies in very old animals. Of the 51 old and oldest-old mice included, only 30 mice were included in final analyses due to incidental morbidity and mortality, with most of these losses occurring prior to randomization (Figure 6B).

**Figure 6.**
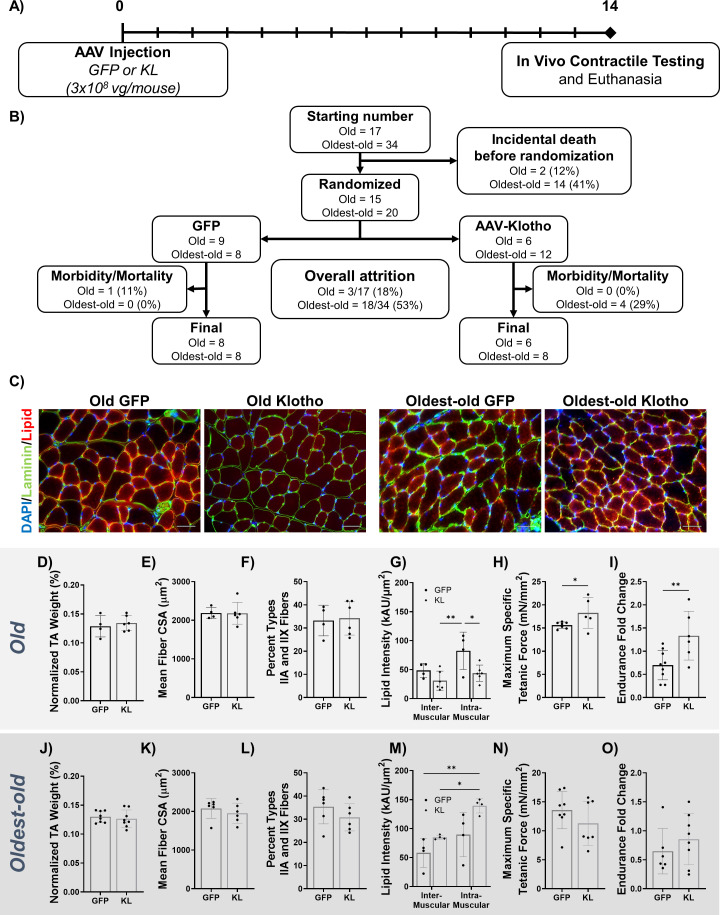
AAV-Klotho enhances muscle function in old, but not oldest-old, mice. (**A**) Experimental design and timeline using old (21–24 months) and oldest-old (27-29 months) female mice. (**B**) Animal inclusion flow chart. Mortality describes mice that died over the course of the experiment. Morbidity describes mice in whom pathology was found at the time of euthanasia . These mice were subsequently excluded from analyses. (**C**) Representative images showing TA myofiber area (Laminin; green), lipid (red), and DAPI (blue) of the TA 14 dpi in old and oldest-old female mice treated with GFP or Kl. Scale bars = 50 µm. (**D**) TA wet weight (as a percent of total body weight) of old female mice treated with AAV-GFP or AAV-Kl (N = 10). (**E**) Quantification of TA muscle-fiber cross-sectional area (CSA) for old female mice (N = 10). (**F**) Percentage of type IIA and IIX muscle fibers in whole TA cross-sections of old female mice (N = 10). (**G**) Inter- and intramuscular lipid intensity in TA cross-sections of old female TAs (two-way ANOVA, N = 10). (**H**) Old female TA maximum specific tetanic force production (one-tailed Student’s t-test, N = 12). (**I**) Hang-test performance 14 days after injection of AAV-Kl or AAV-GFP, calculated relative to baseline performance (one-tailed Student’s t-test, N = 15). (**J**) TA wet weight (as a percent of total body weight) of oldest-old female mice treated with AAV-GFP or AAV-Kl (N = 16). (**K**) Quantification of TA muscle-fiber CSA for oldest-old female mice (N = 12). (**L**) Percentage of type IIA and IIX muscle fibers in whole TA cross-sections of oldest-old female mice (N = 12). (**M**) Inter- and intramuscular lipid intensity in TA cross-sections of oldest-old female TAs (two-way ANOVA, N = 8). (**N**) Oldest-old female TA maximum specific tetanic force production (N = 15). (**I**) Hang-test performance 14 days after injection, calculated relative to baseline performance (N = 14). All data presented as mean ± SD (*p<0.05, **p<0.01). Figure 6—source data 1.Raw Data for Figure 6D-O, and Figure 6—figure supplement 1A-D.

**Figure 6—figure supplement 1.**
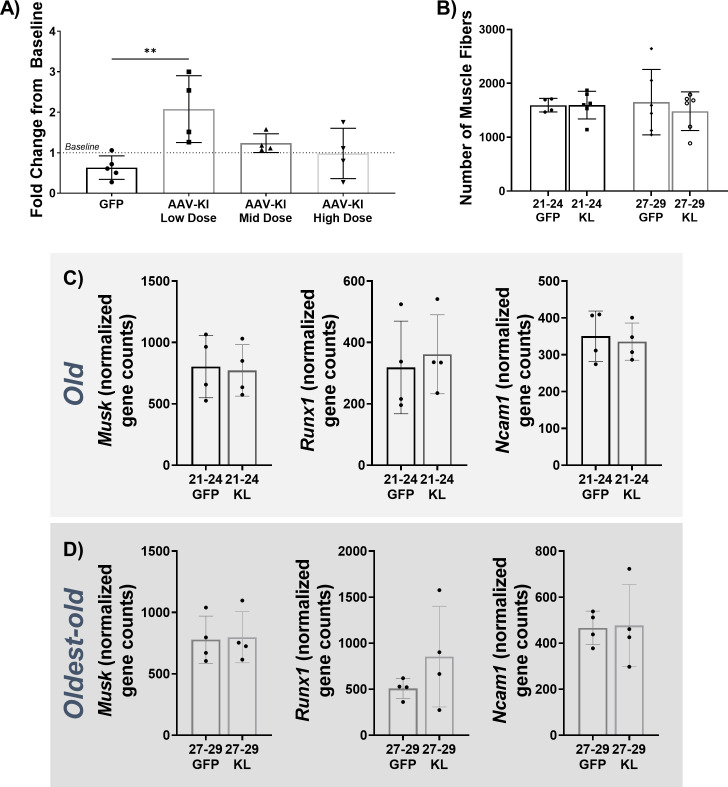
AAV-Administration in uninjured female Mice. (**A**) The ratio of whole-body endurance of old (21–24 months) female mice 14 days after receiving GFP or AAV-Kl at three different doses (3 × 10^8^ vg/mouse (low dose), 1 × 10^9^ vg/mouse (mid dose), and 3 × 10^9^ vg/mouse (high dose), N = 17, one-way ANOVA). (**B**) Total number of muscle fibers in the TA cross-sections of old and oldest-oldest (27–29 months) female mice treated with GFP or AAV-Kl (old N = 10, oldest-old N = 12). (**C**) Transcript reads of denervation-related genes in old mice (N = 8). (**D**) Transcript reads of denervation-related genes in oldest-old mice (N = 8). Data presented as mean ± SD error bars (**p<0.01).

Histological analysis of old muscles revealed no improvement in the muscle weight, myofiber cross-sectional area, fiber number, or percentage of type IIA/X fibers with AAV-Kl treatment (Figure 6C,D,E,F, Figure 6—figure supplement 1B). 

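Musk, Ncam1 and Runx1 are expressed more highly when a muscle fiber loses its nerve. Musk (ENSMUSG00000057280.15), on chromosome 4 from 58285960 to 58374303, had 768 ± 207 normalized counts (SD, n = 4) in old AAV-Kl mice and 798 ± 252 in old GFP mice, a log2 fold change of -0.05 (standard error 0.27; exact permutation test, p = 0.8). Ncam1 (ENSMUSG00000039542.16), on chromosome 9 from 49502136 to 49798925, had 334 ± 49.8 normalized counts (SD, n = 4) against 348 ± 67.6, a log2 fold change of -0.06 (standard error 0.21; exact permutation test, p = 0.771). Runx1 (ENSMUSG00000022952.17), on chromosome 16 from 92601466 to 92826149, had 360 ± 128 normalized counts (SD, n = 4) against 316 ± 150, a log2 fold change of 0.18 (standard error 0.41; exact permutation test, p = 0.571). The sign of all of these changed when single mice were left out, and that of Musk also when mice of the same replicate number were compared within pairs, where its log2 fold change was 0.01. Over a list of 8 denervation genes, the mean log2 CPM was 0.21 higher with AAV-Kl (exact permutation test, p = 0.571; Benjamini-Hochberg adjusted p = 0.866 over 147 comparisons of lists).

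**Figure D2:**
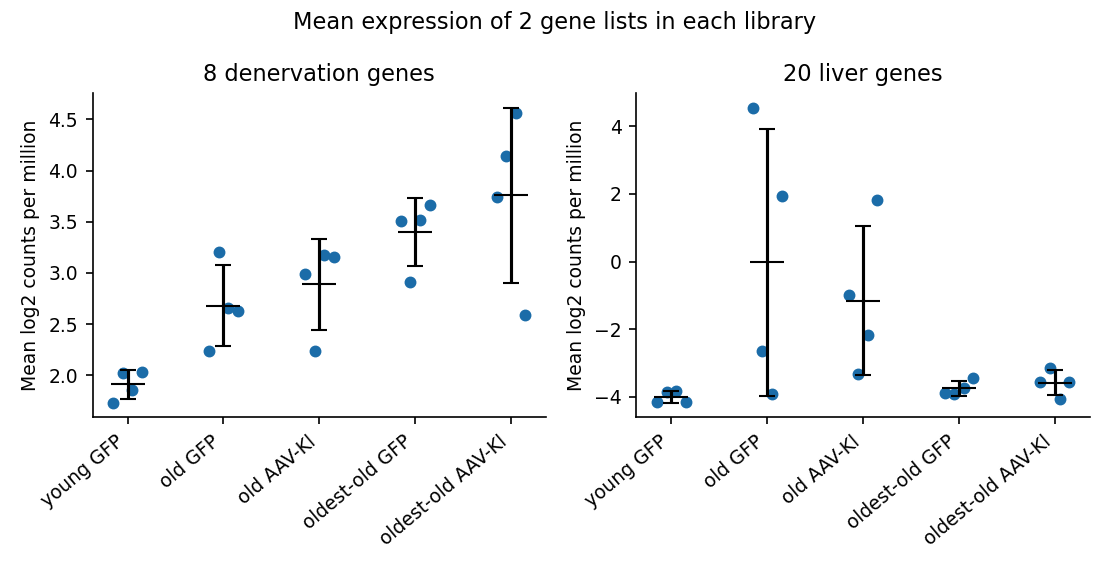
Mean log2 CPM of 8 denervation genes and of 20 liver genes in each library (points), with the group mean and SD (bars). Denervation genes average 2.68 in old GFP and 2.89 in old AAV-Kl mice, and the liver genes of old mice range from -3.92 to 4.53.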

There was also no change in expression of the previously mentioned denervation genes with Klotho treatment (Figure 6—figure supplement 1C). However, intramuscular lipid accumulation was significantly decreased following treatment (Figure 6C,G). AAV-Kl enhanced muscle function in old female mice. Specifically, maximum specific force production improved by 17% (Figure 6H), and whole-body endurance measured via four-limb hang test was 60% greater when compared to control counterparts (Figure 6I). Encouraged by the results in old mice, we then administered AAV-Kl or AAV-GFP to a cohort of oldest-old female mice, which displayed a more severe sarcopenic phenotype (Figures 1 and 2). 

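In oldest-old mice, Musk had 793 ± 206 normalized counts (SD, n = 4) with AAV-Kl and 771 ± 190 with GFP, a log2 fold change of 0.03 (standard error 0.27; exact permutation test, p = 0.8). Ncam1 had 474 ± 177 normalized counts (SD, n = 4) against 462 ± 71.7, a log2 fold change of 0.03 (standard error 0.20; exact permutation test, p = 0.943) whose sign depended on the strand column and on pairing the mice. Runx1 had 848 ± 542 normalized counts (SD, n = 4) against 503 ± 106, a log2 fold change of 0.74 (standard error 0.40; exact permutation test, p = 0.257). The list of 8 denervation genes averaged 0.36 log2 CPM higher with AAV-Kl (exact permutation test, p = 0.486; adjusted p = 0.811). This difference was smaller than the SD of 0.85 among oldest-old AAV-Kl mice and slightly larger than the SD of 0.33 among oldest-old GFP mice.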

Unlike old mice, there was no improvement in any of the metrics evaluated (Figure 6C,J–O, Figure 6—figure supplement 1B,D). In fact, AAV-Kl administration significantly *increased* overall lipid accumulation (Figure 6C,M). These findings suggest that systemic upregulation of Klotho induces therapeutic benefits in old mice, but not in mice of more advanced age.

### Klotho affects hallmark of aging genes across age groups, but oldest-old mice exhibit a dysregulated response

To understand the benefit of Klotho in the old group and lack of benefit in the oldest-old group, we revisited the transcriptomic profiles across experimental groups according to the hallmarks of aging. 

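The transcriptomes of Klotho-treated mice came from the gastrocnemius muscle of 4 old and 4 oldest-old female mice that had received AAV-Kl, an adeno-associated virus carrying the Klotho gene, 14 days earlier at 3e8 vector genomes per mouse. They are called old AAV-Kl and oldest-old AAV-Kl, and each group was compared with the GFP mice of the same age. The authors deposited raw counts of reads per gene for these libraries, as for the age groups. Between 45738616 and 50485633 reads were counted on genes in old AAV-Kl libraries, with a median of 48617521, and between 49748856 and 55792382 in oldest-old AAV-Kl libraries, with a median of 52050642. The contrasts between AAV-Kl and GFP were taken from the single fit of 20 libraries, and the difference of the contrasts between ages was tested in it as an interaction. Libraries of different groups share replicate numbers, and whether equal numbers mark mice handled together is not stated. The correlation across genes between same-numbered libraries, after the group means were removed, was 0.009 between the old groups and -0.16 between the oldest-old groups, where pairs of other numbers gave 0.056.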

When comparing age-matched control and AAV-Kl treatment groups, we observed approximately three times more DE genes in the oldest-old group treated with Klotho as compared to the old group (Figure 7A). 

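In old mice, 317 genes had an unadjusted p-value under 0.05 between AAV-Kl and GFP, of which 173 were higher and 144 lower with AAV-Kl, and 0 had an adjusted p-value under 0.05. In oldest-old mice, 1246 genes had an unadjusted p-value under 0.05, with 624 higher and 622 lower, and 2 had an adjusted p-value under 0.05. Chance alone would bring about 873 genes under the unadjusted threshold in each comparison. The ratio of the numbers of genes, oldest-old over old, was 3.93. It was lowest, at 1.87, when DESeq2 was fitted to the compared groups alone, and it lay between 2.27 and 5.39 when each mouse was left out in turn. When mice of the same replicate number were treated as a replicate block, 245 genes were called in old mice and 1246 in oldest-old mice, of which 2 had an adjusted p-value under 0.05, although same-numbered oldest-old libraries had the negative correlation of -0.16. Of the 35 ways to split the 8 old libraries into groups of 4, the real one included, 34 gave at least 317 genes. Of the 35 splits of the 8 oldest-old libraries, 19 gave at least 1246 genes. The paper states from Figure 7A that the number of DE genes was larger in oldest-old mice.

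**Figure D3:**
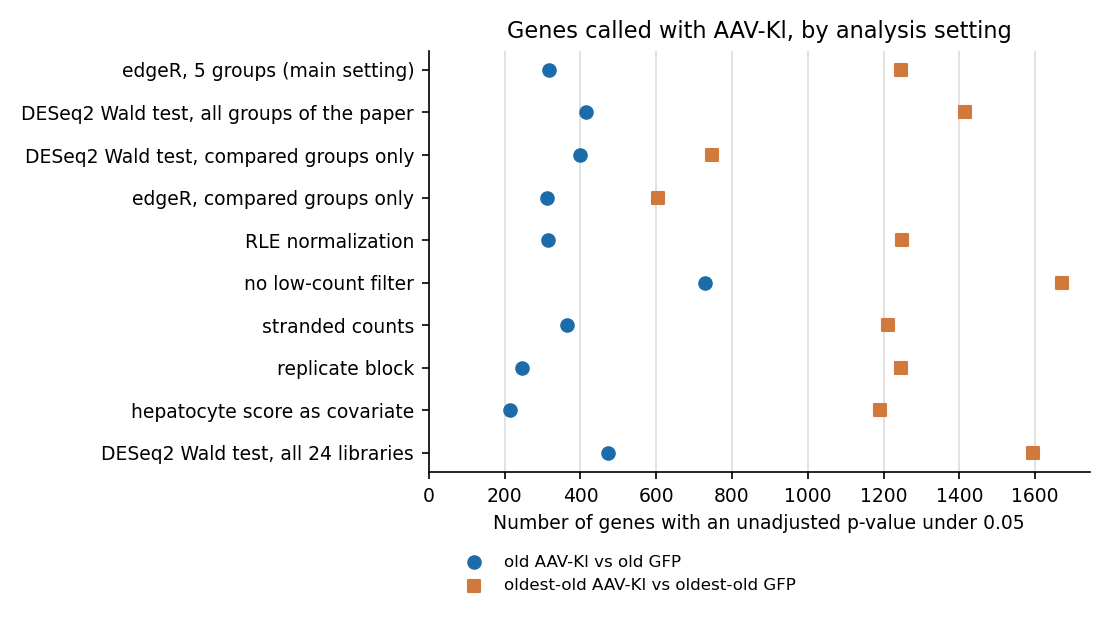
Number of genes with an unadjusted p-value under 0.05 between AAV-Kl and GFP mice (horizontal axis), in old and in oldest-old mice, for each analysis setting (vertical axis). The number is larger in oldest-old mice in every setting drawn, from 606 to 1671 genes against 215 to 728, including the DESeq2 fit of all 24 libraries, which was chosen after seeing the data.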

Existing literature suggests that Klotho attenuates hallmarks associated with mitochondrial dysfunction, telomere attrition, and cellular senescence (Sahu et al., 2018; Kuro-o, 2008; Ullah and Sun, 2019; Frenk and Houseley, 2018). However, we found that AAV-Kl affected all the hallmarks similarly (Figure 7B).

**Figure 7.**
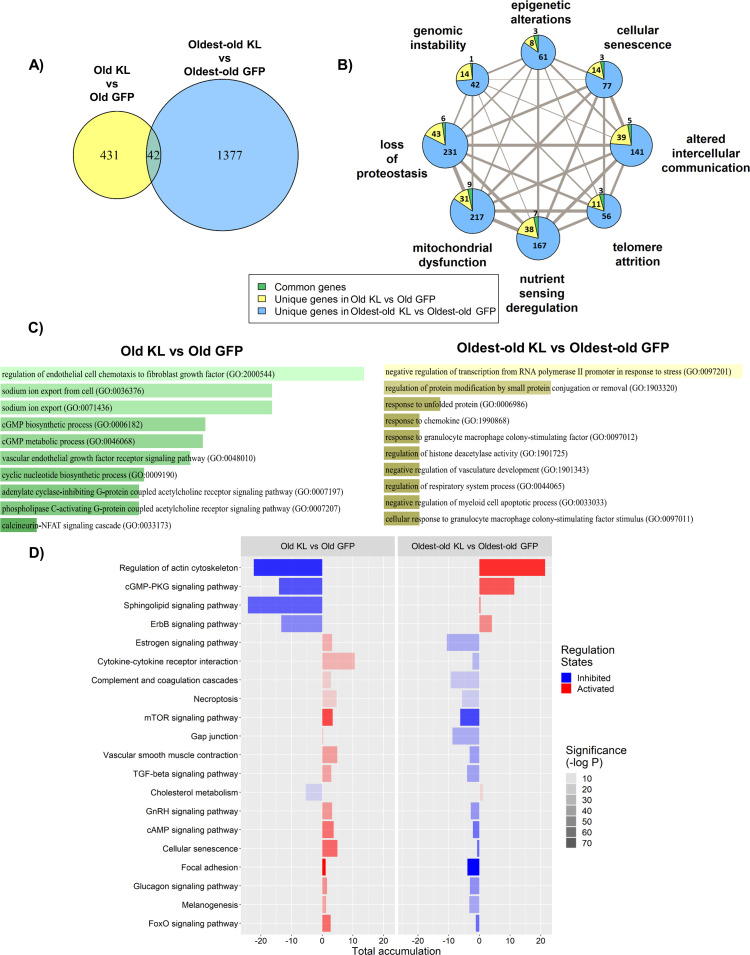
The effect of AAV-Kl administration on genes associated with hallmarks of aging is age-dependent. (**A**) Venn Diagram showing the number of differentially expressed (DE) genes between groups treated with AAV-Kl (n = 4) vs AAV-GFP (n = 4) mice. (**B**) Network plot with each node as a pie chart that denotes the total number of DE genes in that hallmark, and the wedges denote the proportion of DE genes between groups treated with AAV-Kl vs AAV-GFP for each hallmark of aging. The edge weights denote the number of genes that are common between the two connected hallmarks. The node sizes are proportional to the number of genes that fall into each hallmark. (**C**) Barplots showing GO terms associated with old vs old klotho (green), and oldest-old vs oldest-old klotho (yellow) DE genes. (**D**) Bar plot showing the top 20 KEGG pathways that change oppositely between old and oldest-old groups after AAV-Kl treatment ranked by largest absolute difference in total accumulation. Total accumulation is a measure of gene perturbation. Figure 7—source data 1.Raw Data for Figure 7—figure supplement 1A-C.

**Figure 7—figure supplement 1.**
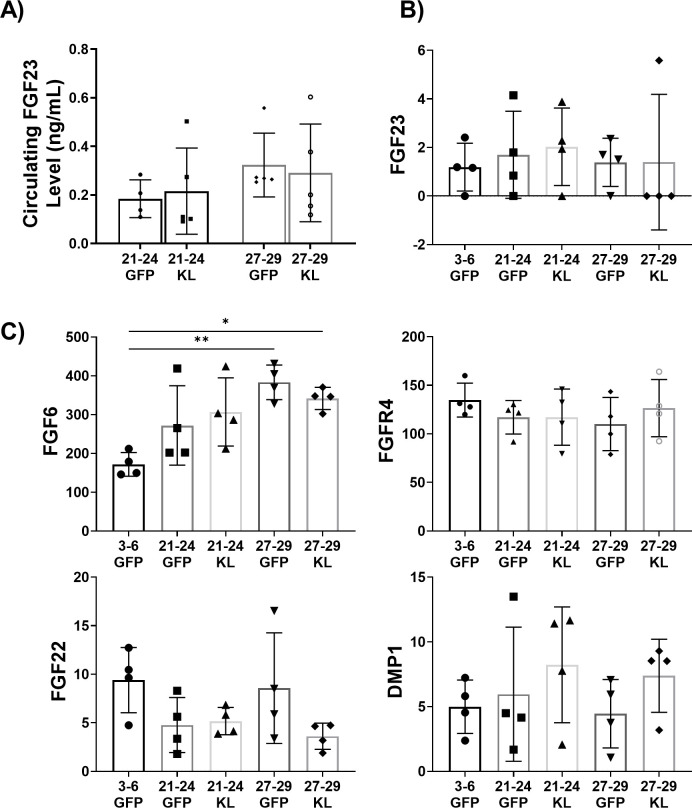
Investigation of the Klotho-FGF23 interaction in uninjured female mice with AAV-Kl treatment. (**A**) Circulating FGF23 in the serum of old (21–24 months, N = 9) and oldest-old (27-29 months N = 10) female mice treated with GFP or AAV-Kl. (**B**) Gene count normalized to library size for FGF23 in the gastroc of old and oldest-old female mice treated with GFP or AAV-Kl compared to young (3–6 months) female mice treated with GFP (N = 20). (**C**) Gene count normalized to library size for primary interactors of FGF23 (N = 20, one-way ANOVA). All data presented as mean ± SD (*p<0.05, **p<0.01).

**Figure 7—figure supplement 2.**
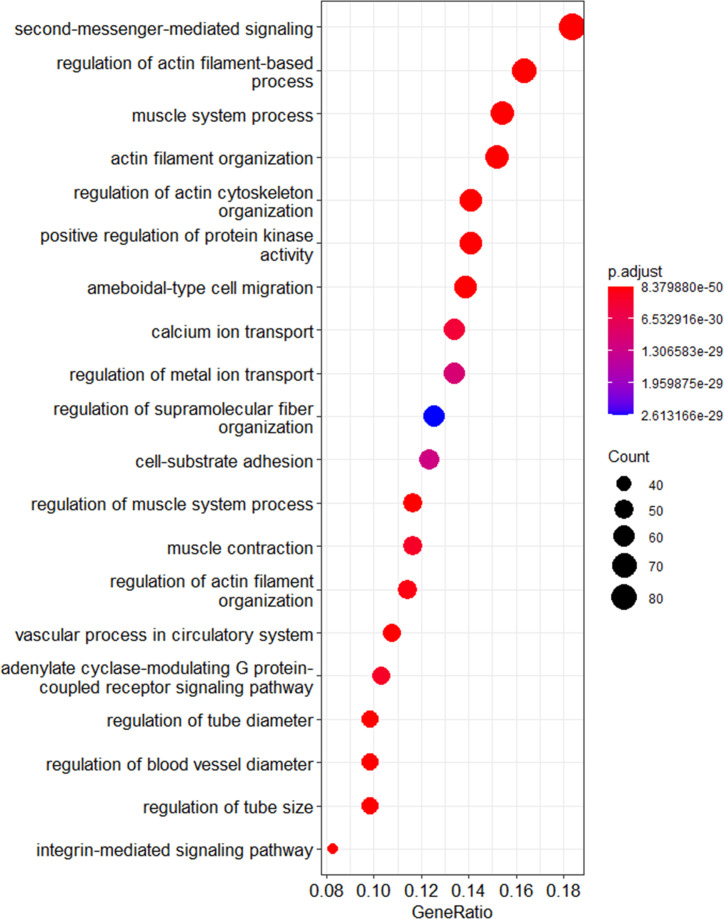
Dot plot of GO terms showing age-dependency of calcium ion transport and signaling with Klotho intervention. These are GO terms associated with top three pathways differently perturbed between old and oldest-old mice with AAV-Kl intervention. The size of the circle represents the number of genes that are associated with each of the GO term.

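In oldest-old mice, the 2 genes with an adjusted p-value under 0.05 were Impact and Gm43605. Impact (ENSMUSG00000024423.6), on chromosome 18 from 12955852 to 12992950, encodes a regulator of translation. It had 1855 ± 335 normalized counts (SD, n = 4) with AAV-Kl and 958 ± 47.9 with GFP, a log2 fold change of 0.94 (standard error 0.11, adjusted p = 0.00245 in edgeR). Without each mouse in turn its log2 fold change was between 0.85 and 1.03. Gm43605 (ENSMUSG00000105762.1), an unclassified transcript on chromosome 5 from 51510868 to 51514293, had 17.9 ± 4.94 normalized counts (SD, n = 4) with AAV-Kl. Its highest count with GFP was 2.33, and its adjusted p was 0.0287 in edgeR, which rose above 0.05 in each of the 8 fits that left out a mouse. In old mice the lowest adjusted p over all genes was 0.99973, so genes called there rest on the unadjusted p-value.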

To improve resolution between the hallmarks, we probed for pathways associated with the 473 and 1419 DE genes in Klotho-treated old and oldest-old mice relative to their age-matched controls. 

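A list of 9 genes of calcineurin and NFAT, with all 9 past the filter, was scored in each library by its mean log2 CPM. Transcript levels of these genes or of Fgfr4 do not measure signaling activity. The paper's enrichment of pathways among DE genes was not recomputed, so the values below do not test it. The score was 6.07 ± 0.12 (SD, n = 4) in old AAV-Kl mice and 6.12 ± 0.09 in old GFP mice. The difference of -0.05 was smaller than the spread between mice (exact permutation test, p = 0.543; adjusted p = 0.849) and changed sign when single mice were left out. Fgfr4 (ENSMUSG00000005320.9), on chromosome 13 from 55152640 to 55168759, had 117 ± 28.7 normalized counts (SD, n = 4) in old AAV-Kl mice and 116 ± 17.2 in old GFP mice, a log2 fold change of 0.00 (standard error 0.21; exact permutation test, p = 1.0).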

DE genes responsive to Klotho therapy in old mice were associated with pathways related to inhibition of FGFR4/calcineurin/NFAT signaling. These findings are consistent with previous reports demonstrating that overexpression of Klotho reverts pathogenic FGF23 signaling to more normal tissue homeostasis (Xiao et al., 2019; Ho and Bergwitz, 2021). Intriguingly, however, FGFR4/calcineurin/NFAT signaling did not rise to the top of gene expression changes in response to Klotho treatment in the oldest-old mice (Figure 7C). 

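In oldest-old mice, the score of the calcineurin and NFAT genes was 6.15 ± 0.13 (SD, n = 4) with AAV-Kl and 6.07 ± 0.10 with GFP, a difference of 0.08 (exact permutation test, p = 0.343; adjusted p = 0.775). The difference between the responses of old and oldest-old mice was 0.14 (permutation test within ages, p = 0.230; adjusted p = 0.614). Fgfr4 had 126 ± 29.2 normalized counts (SD, n = 4) with AAV-Kl and 109 ± 27.3 with GFP, a log2 fold change of 0.20 (standard error 0.21; exact permutation test, p = 0.457) that was -0.06 with the stranded counts. As in old mice, these transcript levels do not measure signaling activity.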

Of note, neither circulating FGF23 protein levels, nor FGF23 transcript levels, nor the transcript levels of FGF23 and Klotho primary interactors were affected by Klotho treatment in either age group (Figure 7—figure supplement 1). 

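Fgf23 (ENSMUSG00000000182.9), on chromosome 6 from 127072902 to 127081408, was close to absent from the muscle and did not pass the filter on low counts. It had 2.02 ± 1.59 normalized counts (SD, n = 4) in old AAV-Kl and 1.68 ± 1.78 in old GFP mice (exact permutation test, p = 0.8). In oldest-old mice it had 1.39 ± 2.78 normalized counts (SD, n = 4) with AAV-Kl, all of them in 1 mouse, and 1.38 ± 0.99 with GFP (exact permutation test, p = 1.0). A change in Fgf23 was not detectable at this depth. Fgf22 and Dmp1 also fell below the filter. Fgf22 had 3.59 ± 1.34 normalized counts (SD, n = 4) in oldest-old AAV-Kl mice and 8.50 ± 5.64 in oldest-old GFP mice (exact permutation test, p = 0.114). Dmp1 had 7.34 ± 2.80 normalized counts (SD, n = 4) against 4.41 ± 2.62 (exact permutation test, p = 0.2). Fgf6 (ENSMUSG00000000183.6), on chromosome 6 from 127015586 to 127028187, was well above the filter. Its mean was 305 ± 87.2 normalized counts (SD, n = 4) in old AAV-Kl and 270 ± 102 in old GFP mice (exact permutation test, p = 0.514), and 340 ± 28.0 in oldest-old AAV-Kl and 380 ± 43.9 in oldest-old GFP mice (exact permutation test, p = 0.2). The response to AAV-Kl did not differ between ages for any of the 9 genes that the paper measured singly, of which Fgf22 had the lowest p-value (permutation test, p = 0.131).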

The data suggest that the gain in Klotho may revert pathogenic FGF23 signaling through FGFR4 in old, but not oldest-old, mice (Ho and Bergwitz, 2021).

To better understand the differing responses to Klotho treatment between the old and the oldest-old groups, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. 

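The paper lists 31 genes under regulation of actin cytoskeleton, cGMP-PKG signaling and sphingolipid signaling, 4 of them for old and 27 for oldest-old mice. Of these, 30 passed the filter and were compared in both ages. At an unadjusted p-value under 0.05, 2 of them, F2 and Kng2, changed with AAV-Kl in old mice and 19 in oldest-old mice, all in the direction that the paper prints, and 0 changed in both ages. Since the paper's list was drawn from the same libraries, these counts do not show stability. Fitting DESeq2 or edgeR to the compared groups alone left 7 or 6 of the 31 genes past that threshold. With DESeq2 on all groups of the paper, 3 of the 4 genes of old mice and 23 of the 27 of oldest-old mice passed it, and all 31 did with DESeq2 on all 24 libraries, a fit chosen after seeing the data. Over all genes the adjusted p-values of these genes were 0.462 or higher. Over the list alone 2 of the 27 genes of oldest-old mice had an adjusted p-value under 0.05, against 12 with DESeq2 on all groups, 0 with edgeR on the compared groups and 27 with DESeq2 on all 24 libraries. Because the list came from these same libraries, this adjustment does not correct for the search over all genes. It passes every gene when all unadjusted p-values of the list are under 0.05. The log2 fold changes of old and oldest-old mice had opposite signs for 15 of the 30 genes. Among the 22 genes of the actin pathway that were tested, 8 had opposite signs, and so did 7 of 12 genes of cGMP-PKG signaling and 4 of 8 of sphingolipid signaling. The difference between the responses, tested as an interaction, had an unadjusted p-value under 0.05 for 5 genes (Bcar1, Dgke, Sgpp1, Pla2g4e and Cyth1) and an adjusted p-value under 0.05 for 0 genes over the list. The paper ranks these pathways among those whose response to Klotho was opposed between the ages.

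**Figure D4:**
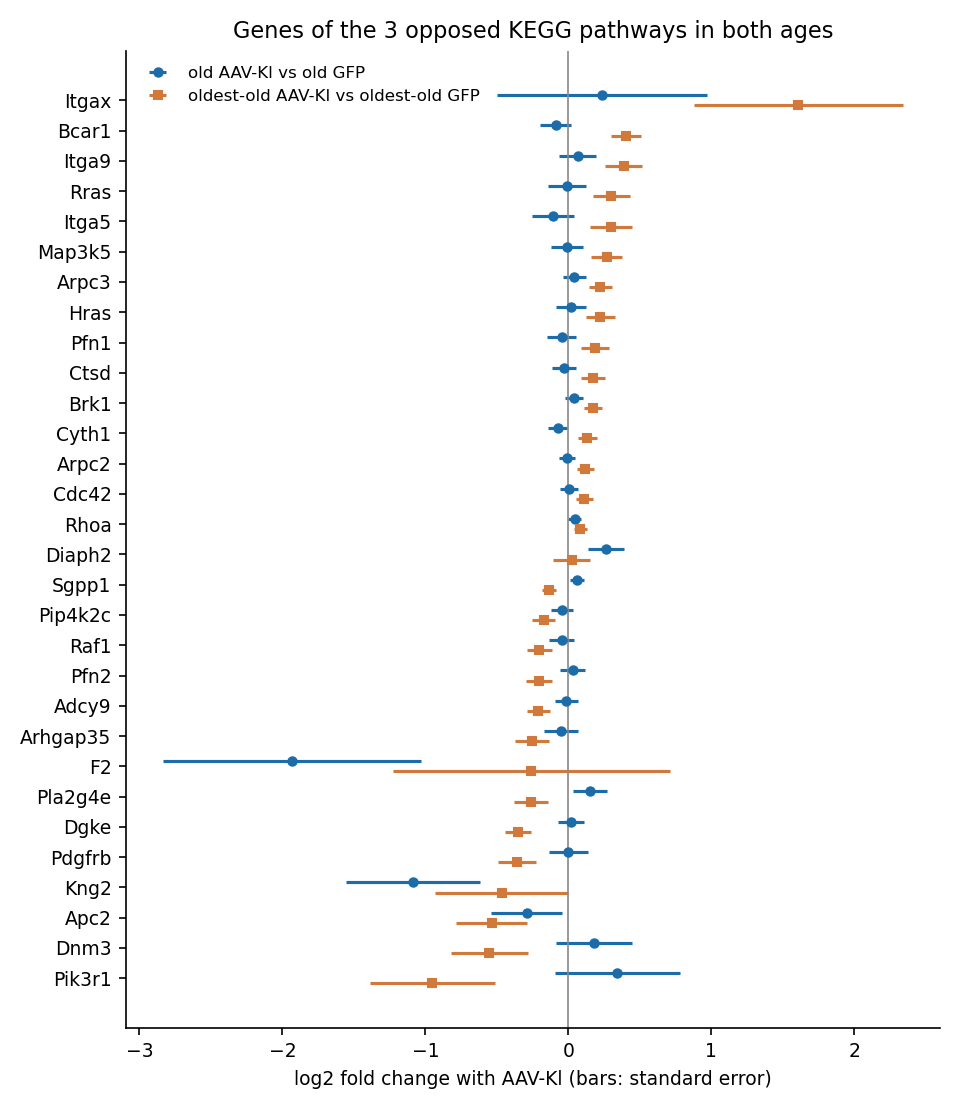
Log2 fold change with AAV-Kl (horizontal axis) of the 30 tested genes of the 3 pathways (vertical axis), in old and in oldest-old mice, with bars of 1 standard error. The change in old mice is -1.93 for F2 and -1.09 for Kng2, and the other genes of old mice lie between -0.29 and 0.34.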

Regulation of actin cytoskeleton, cGMP-PKG signaling pathway, and sphingolipid signaling pathway were among the top pathways in which the gene response to Klotho was opposed in the old versus oldest-old mice (Figure 7D, Figure 7—figure supplement 2, Table 1). A full list of affected KEGG pathways is included as Supplementary file 1. 

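Over the 8 genes that the paper lists under sphingolipid signaling, the mean log2 CPM was 4.86 ± 0.14 (SD, n = 4) in old AAV-Kl mice and 4.92 ± 0.12 in old GFP mice. The difference of -0.06 was within the spread between mice (exact permutation test, p = 0.514; adjusted p = 0.822). It was 0.03 with the median of the genes in place of the mean and 0.01 with the stranded counts. For old mice the paper lists only Kng2 under this pathway, and the other genes for oldest-old mice. The mean in old mice therefore does not test the paper's list for old mice.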

Significantly, the reversal of sphingosine/ceramide signaling by Klotho may have facilitated the reduction of intramyocellular lipid accumulation observed in old animals (Figure 6C; Hamrick et al., 2016). This reversal was absent in the Klotho-treated oldest-old mice, suggesting that a dysfunctional metabolism prevails with extreme aging. 

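In oldest-old mice, the same 8 genes averaged 4.87 ± 0.06 log2 CPM (SD, n = 4) with AAV-Kl and 4.94 ± 0.16 with GFP, a difference of -0.07 (exact permutation test, p = 0.486; adjusted p = 0.811). The paper prints both rises and falls for these genes in oldest-old mice, and opposed changes may cancel in their mean. Sgpp1 (ENSMUSG00000021054.6), which encodes a phosphatase of sphingosine-1-phosphate and lies on chromosome 12 from 75714249 to 75735729, had 1032.5 ± 18.2 normalized counts (SD, n = 4) with AAV-Kl and 1126 ± 30.3 with GFP in oldest-old mice. Its log2 fold change was -0.13 (standard error 0.05, adjusted p = 0.644 in edgeR), against 0.06 (standard error 0.05) in old mice.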

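In old mice, the 22 genes listed under regulation of actin cytoskeleton averaged 4.29 ± 0.05 log2 CPM (SD, n = 4) with AAV-Kl and 4.36 ± 0.14 with GFP, a difference of -0.07 (exact permutation test, p = 0.486; adjusted p = 0.811). The 13 genes of cGMP-PKG signaling averaged 3.92 ± 0.11 (SD, n = 4) against 3.87 ± 0.18, a difference of 0.06 (exact permutation test, p = 0.6; adjusted p = 0.875) that was -0.04 with the stranded counts. The paper lists most genes of both pathways for oldest-old mice only, so these means do not test its list for old mice. Of the genes that the paper lists for old mice, F2 (ENSMUSG00000027249.15), the gene of prothrombin on chromosome 2 from 91625320 to 91636414, had 40.3 ± 42.5 normalized counts (SD, n = 4) with AAV-Kl and 153 ± 219 with GFP. Its log2 fold change had a standard error of 0.90 and lay between -3.005 and -0.163 when each mouse was left out in turn. Kng2 (ENSMUSG00000060459.14), the gene of a kininogen on chromosome 16 from 22985854 to 23029482, had 23.7 ± 8.96 normalized counts (SD, n = 4) against 50.2 ± 43.9. Both proteins are made chiefly by the liver, and with the libraries' liver gene score as a covariate the unadjusted p-values in edgeR were 0.303 for F2 and 0.142 for Kng2. Diaph2 (ENSMUSG00000034480.18), the gene of a formin on chromosome X from 129749742 to 130465834, had 407 ± 83.1 normalized counts (SD, n = 4) with AAV-Kl and 339 ± 28.3 with GFP, with an adjusted p of 0.99973 in edgeR. Lpar3, on chromosome 3 from 146220963 to 146286186, had 5.30 ± 2.27 normalized counts (SD, n = 4) against 1.45 ± 1.53 and fell below the filter.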

Further scrutiny of the top three pathways for mechanisms of Klotho’s action revealed cytoskeletal regulation and calcium ion transport as sensitive to Klotho regulation in old mice (Figure 7—figure supplement 2). These are all tightly linked to pathogenic, non-canonical FGF23 signaling (Xiao et al., 2019; Ho and Bergwitz, 2021). In contrast, Klotho overexpression in the oldest-old mice disrupted pathways regulating cell structure, cell membrane integrity, and intercellular communication, which is consistent with the observed decreased contractile capacity (Figure 6N).

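In oldest-old mice, the genes listed under regulation of actin cytoskeleton averaged 4.35 ± 0.09 log2 CPM (SD, n = 4) with AAV-Kl and 4.33 ± 0.08 with GFP, a difference of 0.02 (exact permutation test, p = 0.771; adjusted p = 0.930) whose sign changed when single mice were left out. The genes of cGMP-PKG signaling averaged 3.75 ± 0.09 (SD, n = 4) against 3.91 ± 0.20, a difference of -0.16 (exact permutation test, p = 0.2; adjusted p = 0.577). Both lists hold genes that the paper prints as rising and as falling in oldest-old mice, and opposed changes may cancel in each mean. Bcar1 (ENSMUSG00000031955.10), which encodes an adaptor of focal adhesions and lies on chromosome 8 from 111710474 to 111743809, had 1106 ± 105 normalized counts (SD, n = 4) with AAV-Kl and 833 ± 128 with GFP, a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.462 in edgeR). Dgke (ENSMUSG00000000276.11), which encodes a diacylglycerol kinase and lies on chromosome 11 from 89035179 to 89066850, had 349 ± 21.8 normalized counts (SD, n = 4) against 443 ± 46.1, a log2 fold change of -0.35 (standard error 0.09, adjusted p = 0.462 in edgeR). Rhoa (ENSMUSG00000007815.13), which encodes a GTPase that acts on actin and lies on chromosome 9 from 108306129 to 108337934, had 4382.5 ± 117 normalized counts (SD, n = 4) against 4116 ± 112, a log2 fold change of 0.08 (standard error 0.05, adjusted p = 0.721 in edgeR).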

**Table 1.** The top 25 GO terms associated with DE genes from old vs. old AAV-KL treated mice.

Term	P-value	Adjusted P-value	Odds Ratio	Combined Score
regulation of endothelial cell chemotaxis to fibroblast growth factor (GO:2000544)	8.17E-10	1.51332E-08	266.631818	5579.371
sodium ion export from cell (GO:0036376)	7.41E-15	2.92305E-13	149.472477	4863.183
sodium ion export (GO:0071436)	7.41E-15	2.92305E-13	149.472477	4863.183
cGMP biosynthetic process (GO:0006182)	1.79E-21	1.98668E-19	90.9116279	4343.159
cGMP metabolic process (GO:0046068)	1.41E-23	2.15989E-21	82.1943925	4324.53
vascular endothelial growth factor receptor signaling pathway (GO:0048010)	2.24E-39	2.73359E-36	47.4914842	4226.557
cyclic nucleotide biosynthetic process (GO:0009190)	6.81E-18	4.38219E-16	97.8152425	3866.443
adenylate cyclase-inhibiting G-protein coupled acetylcholine receptor signaling pathway (GO:0007197)	3.18E-08	4.17609E-07	221.689342	3827.416
phospholipase C-activating G-protein coupled acetylcholine receptor signaling pathway (GO:0007207)	3.18E-08	4.17609E-07	221.689342	3827.416
calcineurin-NFAT signaling cascade (GO:0033173)	8.94E-12	2.35047E-10	119.031963	3028.225
cellular potassium ion homeostasis (GO:0030007)	8.32E-13	2.71081E-11	100.657895	2799.85
cellular sodium ion homeostasis (GO:0006883)	7.48E-14	2.64978E-12	89.6743119	2710.338
cellular monovalent inorganic cation homeostasis (GO:0030004)	6.58E-15	2.68262E-13	82.3862069	2690.261
cellular response to forskolin (GO:1904322)	3.21E-09	5.4068E-08	133.309091	2607.271
response to forskolin (GO:1904321)	3.21E-09	5.4068E-08	133.309091	2607.271
transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169)	1.92E-67	4.69774E-64	16.4566607	2528.075
ceramide metabolic process (GO:0006672)	4.51E-24	7.3577E-22	45.96	2470.574
regulation of cardiac conduction (GO:1903779)	1.84E-30	4.49925E-28	35.7165215	2445.428
peptidyl-serine dephosphorylation (GO:0070262)	2.96E-10	6.14116E-09	103.915718	2279.845
cyclic purine nucleotide metabolic process (GO:0052652)	3.13E-19	2.38927E-17	51.9335548	2212.838
calcineurin-mediated signaling (GO:0097720)	2.63E-11	6.62923E-10	89.2694064	2174.732
cAMP biosynthetic process (GO:0006171)	2.28E-12	6.89002E-11	80.5221968	2158.455
positive regulation of protein kinase B signaling (GO:0051897)	1.97E-36	1.20529E-33	22.916681	1884.074
regulation of myosin-light-chain-phosphatase activity (GO:0035507)	1.09E-07	1.28925E-06	110.839002	1776.808
cyclic nucleotide metabolic process (GO:0009187)	1.16E-15	5.76736E-14	48.8926097	1681.61
					

## Discussion

In this study, we evaluated phenotypic and gene expression trajectories across the lifespan of mice. Although declines in structure and function were observed in old mice and more prominently in oldest-old mice, alterations in the expression of genes linked to the hallmarks of aging displayed a non-linear trajectory, with the most significant changes in gene expression profiles occurring between young and old mice. We also evaluated the ability of AAV-Kl to attenuate a sarcopenic phenotype in both old and oldest-old mice. These studies were performed only in female mice, which we found to display age-associated declines in muscle quality and function that are more comparable to clinical indices of sarcopenia when compared to male counterparts. Interestingly, we found that Klotho overexpression enhanced muscle function in the old mice. Notably, Klotho overexpression in old mice reduced pathogenic expression of genes involved with cell structure, ion homeostasis, and signaling for muscle adiposity. Unfortunately, the beneficial effects of Klotho were lost in the animals of most advanced age (Figure 8).

**Figure 8.**
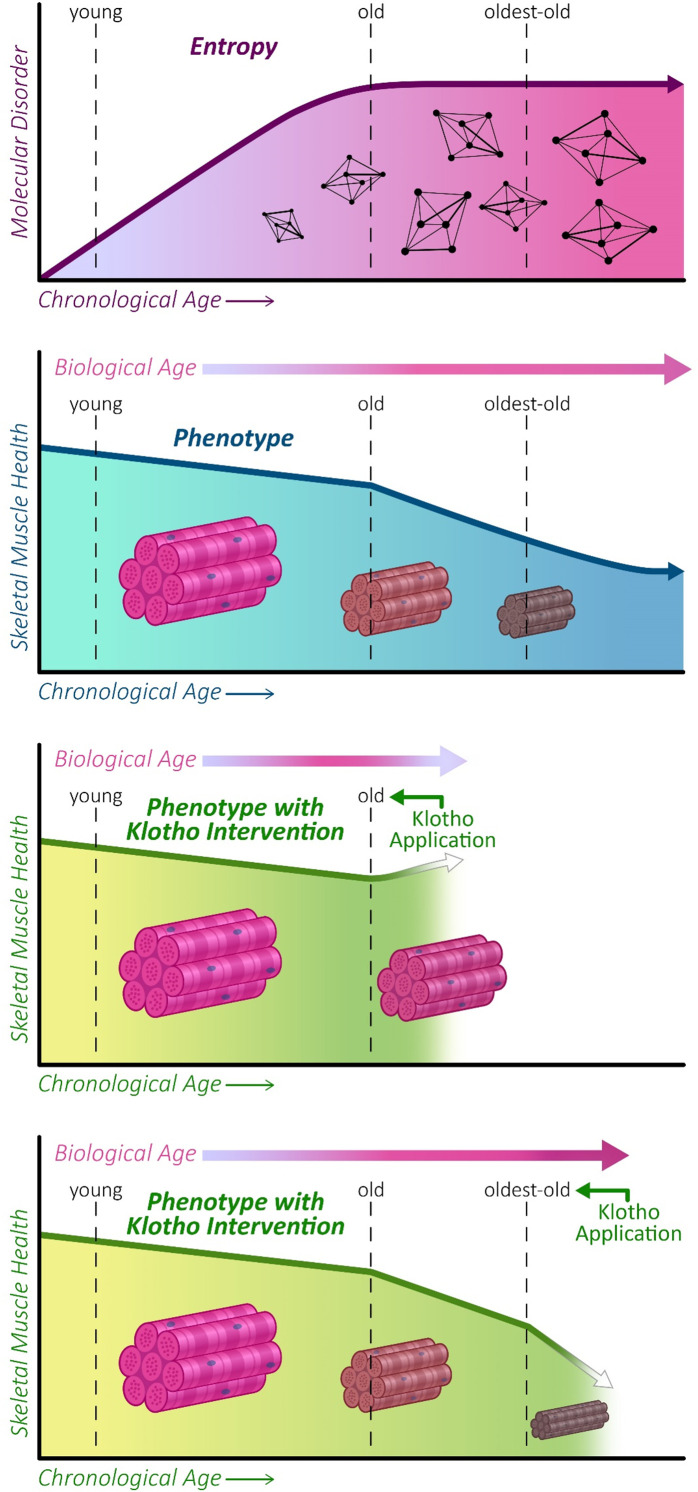
Graphical abstract. Entropy increases with increasing age before plateauing at old age (21–24 months) in mice (top panel). This is concomitant with a decline in skeletal muscle function, which continues to progress into oldest-old age (second panel). We show that AAV-Kl administration can rescue muscle functional declines when administered to old mice (third panel), but this effect is lost when AAV-Klotho is delivered to oldest-old (27–29 months) mice (bottom panel).

The onset of sarcopenia in mice over time and according to sex has not been well-documented (Romanick et al., 2013; Argilés et al., 2015), as studies of sarcopenia in animal models often exclude the oldest-old cohort (Romanick et al., 2013; Uchitomi et al., 2019; van Dijk et al., 2017). We found that decreased muscle mass and function – two classical markers of sarcopenia – become prominent in the oldest-old group, whereas muscle declines in old mice are relatively modest. Additionally, the onset of sarcopenia in mice appears to be sexually dimorphic, with females displaying slightly accelerated functional declines. These findings are in agreement with one previous clinical report suggesting that sarcopenia progresses more rapidly in females (Masanes et al., 2012), although other studies demonstrated minimal differences between males and females (Morley et al., 2014; Tay et al., 2015). Future studies are needed to elucidate potential mechanisms by which the progression and severity of sarcopenia may be mediated by sex.

Clinical studies performed in older adults have suggested that loss of muscle function is predominantly a result of a loss of muscle quality, as opposed to a loss of muscle mass (Goodpaster et al., 2006). Likewise, in our study, age-related functional declines were not accompanied by a significant loss of muscle mass. Instead, muscle mass and myofiber area were, for the most part, preserved over time. Although muscle mass decreased by only approximately 10% between the old and oldest-old age groups, the accompanying decrease in peak force production was over two-fold greater.

Several transcriptional studies using functional enrichment of differentially expressed genes have reported that age-related changes play a key role in the progression of sarcopenia (Shavlakadze et al., 2019; Barns et al., 2014; Zahn et al., 2006). In the current study, we built on the previous body of work by using an information-based approach to describe integrative changes in gene expression over time, as defined by network entropy. Although an aging system is not necessarily closed (a now overturned criteria for an entropic system) (Hayflick, 2007; Samaras, 1974), evaluation of the interconnectedness of the PPI interactome allows for a single, integrative metric to estimate the ‘disorderliness’ of the system (Menichetti et al., 2015; Menichetti and Remondini, 2014). We chose to use PPI network given that the network edges are based on experimentally validated interactions. As such, the PPI network allows visualization of the functional relationship between genes, an approach that has been used in several studies that explore the mechanism of complex diseases (Zahn et al., 2006; Samaras, 1974; Shannon, 1948; Teschendorff and Enver, 2017). In contrast, gene co-expression networks contain edges that are based on correlation coefficients between gene expression values. Despite the advantages, limitations in the PPI network include the fact that mapping of genes to proteins is not necessarily one-to-one in the PPI network. Moreover, there are a number of proteins for which PPI information has not been documented.

In our study, ‘disorderliness’ of the gene expression profiles over time is represented by the probability of a network connection, mathematically analogous to Shannon, 1948 entropy. Similar to a previous report using microarray gene data from human circulating T-lymphocytes, we observed that network entropy increased from young to old mice (Menichetti et al., 2015). Comparable to entropy change estimates in the context of stem cell differentiation, cancer, and aging (Menichetti et al., 2015; Teschendorff and Enver, 2017; Kannan et al., 2020; Park et al., 2016; Conforte et al., 2019), the absolute magnitude of entropy change in our study is small. Mathematically, this is not surprising given that the spatial network entropy represents the total number of possible configurations (i.e. the flexibility of the system), which has a magnitude on the order of 10^6^. The entropy of the network is dependent on the network architecture, which includes the number of nodes, the number of edges, and the edge weights (i.e. the difference in gene expression). Since fundamental features of network architecture remain relatively stable over time, the change in the magnitude of network entropy represents only a small fraction of all possible configurations (1.1%). However, this small percentage captures the change in expression of a large number of genes (~7600 genes), each of which has the potential to elicit a cascade of downstream phenotypic changes. Indeed, from a physiological perspective, there is growing evidence that very small-scale mRNA changes can lead to extreme changes at the level of protein expression and cellular phenotype (Ruzycki et al., 2015; Cheng et al., 2016). 

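Over the comparisons among young, old and oldest-old GFP mice, 6452 of 17465 tested genes had an unadjusted p-value under 0.05 in at least 1 comparison. After adjustment within each comparison, 2368 genes did.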

In the context of cancer, for example, a single base mutation led to extensive cell remodeling that extended well beyond the predicted downstream responses, a so-called ‘butterfly effect’ (Hart et al., 2015). Others have similarly shown that cells display a sensitive dependence to initial conditions (in this case, gene expression), and that very small changes in transcriptional regulation and equilibrium may exert potent – perhaps even chaotic – impacts on disease progression (Desi and Tay, 2019; Dorn, 2013).

Whereas T-lymphocytes displayed a sharp decline in entropy in the oldest-old group, potentially suggestive of a ‘survival effect’ (Menichetti et al., 2015), we observed a plateau in entropy after old age (Hayflick, 2007; Menichetti et al., 2015; Samaras, 1974). The data suggest that this peak then plateau may result from a small subset of genes that display highly specific changes from young to old age, followed by a large number of small, non-specific changes between old and oldest-old ages. Our observation that network entropy in mice peaks at old age but that phenotypic changes are not prominent until later in life supports the hypothesis that phenotypic alterations are a lagging indicator of gene expression changes (Frenk and Houseley, 2018). Evaluation of entropy at additional time points across the lifespan would be valuable to better identify an optimal therapeutic window for sarcopenia. A therapeutic challenge lies in how to promote healthier aging and best address the root of these gene expression changes before a sarcopenic phenotype develops. Moreover, although here we focused on quantification of entropy at the gene-level, given the progressive loss of histological and functional muscle integrity, it would be interesting to determine whether entropy at the proteomic level (e.g. using mass spectrometry) is able to capture entropic changes even into very old age.

Given the aforementioned observations, we tested whether modulation of genes associated with the hallmarks of aging is capable of restoring a more youthful skeletal muscle profile. For this, we chose systemic overexpression of Klotho via AAV. AAV allows for consistent modulation of Klotho levels without the need for frequent re-administration and without the challenges of recombinant Klotho protein administration (Cheikhi et al., 2019). Advanced clinical trials using a similar capsid construct are underway (George, 2017; Kishnani et al., 2019), demonstrating the potential translatability of this method. We found that AAV-Kl administration modulated all hallmarks of aging in old and oldest-old animals, although the magnitude of change was manifold times greater in the oldest-old mice. This enhanced response in oldest-old mice was not, however, accompanied by a greater therapeutic benefit. Instead, though we observed a significant increase in muscle function in old mice receiving AAV-Kl, intervention failed to produce a benefit in the oldest-old mice.

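Over all tested genes, the median absolute log2 fold change with AAV-Kl was 0.0821 in old and 0.125 in oldest-old mice, and the 90th percentile was 0.425 in old and 0.501 in oldest-old mice. Among the genes with an unadjusted p-value under 0.05, the median was 0.70 in old and 0.33 in oldest-old mice. Of these, 98 genes in old and 149 genes in oldest-old mice changed by more than 1 on the log2 scale. Of all tested genes, 1.67% in old and 2.74% in oldest-old mice had every AAV-Kl library on one side of every GFP library. Both shares are below the 2.857% that chance gives with 4 libraries per group.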

Observations of treatment resistance have been reported in advanced age and critically ill populations in other pharmaceutical treatment studies (Rennie, 2009; Burd et al., 2013). In humans, dieting and exercise intervention studies reveal blunted muscle protein synthesis in an older population (greater than 60 years old) (Breen and Phillips, 2011; Durham et al., 2010). Interestingly, this coincides with the same stage in which we observed a tipping point in network entropy (Figure 3—figure supplement 4C). The lack of beneficial response to treatment with increased age is hypothesized to stem from deficiencies in downstream anabolic pathways, that is ‘anabolic resistance’ (Burd et al., 2013; Glover et al., 2008; Burd et al., 2012). In order to identify potentially compromised signaling pathways in oldest-old mice that may preclude a therapeutic benefit of AAV-Kl administration, we compared KEGG pathway activation differences across treatment groups. Old and oldest-old mice displayed opposing responses to AAV-Kl in pathways associated with cellular structure, lipid membrane integrity, and intercellular communication. 

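Of the 1530 genes with an unadjusted p-value under 0.05 in either age, 284 were called only in old mice, 1213 only in oldest-old mice and 33 in both, where 22.6 would overlap by chance. Of the 33 shared genes, 21 changed in opposite directions and 12 in the same direction. The direction was opposite for 61.3% of the 1530 genes and for 53.5% of all tested genes. Among 80 regroupings of AAV-Kl and GFP libraries within each age, the real one included, 16 gave a share of opposite directions as large among the genes called. Across all tested genes, which are not independent replicates, the correlation of the log2 fold changes of old and oldest-old mice was 0.219 (Pearson) and -0.014 (Spearman). The interaction of age and AAV-Kl had an unadjusted p-value under 0.05 for 890 genes and an adjusted p-value under 0.05 for 0 genes.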

When we further probed age-dependent pathways that were responsive to Klotho treatment, we found that cytoskeletal signaling, calcium ion transport (cGMP-PKG signaling), and signaling for muscle adiposity (sphingolipid signaling) displayed biphasic effects (Figure 7D). 

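The response to AAV-Kl in oldest-old mice minus that in old mice was 0.09 log2 CPM for the listed genes of the actin cytoskeleton (permutation test within ages, p = 0.362; adjusted p = 0.778). For cGMP-PKG signaling this difference was -0.22 (permutation test within ages, p = 0.174; adjusted p = 0.556), and for sphingolipid signaling it was -0.01 (permutation test within ages, p = 0.944; adjusted p = 0.976). The paper prints both rises and falls among these genes, and opposed changes cancel in a mean. These means therefore cannot show whether single genes responded in opposite directions between the ages.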

Overwhelmingly, the top GO terms for genes that were decreased by Klotho therapy in the old mice are potentially affected by aberrant FGF signaling, including genes associated with calcineurin (Figure 7C, Table 2). Soluble Klotho binds FGF23 to increase its affinity for FGFR1 and prevents its interaction with FGFR4 to reduce expression of the pathogenic calcineurin/NFAT transcriptome (Ho and Bergwitz, 2021; Han et al., 2020). Indeed, FGF23/FGFR4 signaling is associated with muscle pathogenesis in the heart as well as renal fibrosis (Han et al., 2020; Hao et al., 2021), processes that, if active in skeletal muscle, could explain the decline in muscle quality over time. Our findings support the hypothesis that restoration of normal calcium signaling and calcineurin/NFAT interactome may be important in the development of therapeutics for sarcopenia. Although Klotho is well-known to regulate these pathways by promoting interactions with FGF23 and FGFR1 (70, 71), the age-dependency of Klotho treatment has not been shown.

**Table 2.** The top 25 GO terms associated with DE genes from old vs. old AAV-Kl treated mice.

Term	P-value	Adjusted P-value	Odds Ratio	Combined Score
negative regulation of transcription from RNA polymerase II promoter in response to stress (GO:0097201)	0.000331	0.09424241	13.1472045	105.3348
regulation of protein modification by small protein conjugation or removal (GO:1903320)	0.00023	0.07658759	9.8657932	82.66108
response to unfolded protein (GO:0006986)	5.3E-06	0.00896227	5.72185053	69.50717
response to chemokine (GO:1990868)	0.006044	0.307829996	13.1300353	67.07703
response to granulocyte macrophage colony-stimulating factor (GO:0097012)	0.006044	0.307829996	13.1300353	67.07703
regulation of histone deacetylase activity (GO:1901725)	0.006044	0.307829996	13.1300353	67.07703
negative regulation of vasculature development (GO:1901343)	0.006044	0.307829996	13.1300353	67.07703
regulation of respiratory system process (GO:0044065)	0.006044	0.307829996	13.1300353	67.07703
negative regulation of myeloid cell apoptotic process (GO:0033033)	0.006044	0.307829996	13.1300353	67.07703
cellular response to granulocyte macrophage colony-stimulating factor stimulus (GO:0097011)	0.006044	0.307829996	13.1300353	67.07703
regulation of microtubule nucleation (GO:0010968)	0.006044	0.307829996	13.1300353	67.07703
cellular response to chemokine (GO:1990869)	0.006044	0.307829996	13.1300353	67.07703
RNA stabilization (GO:0043489)	0.000787	0.169749244	7.17396343	51.27482
chaperone-mediated protein complex assembly (GO:0051131)	0.000787	0.169749244	7.17396343	51.27482
mitochondrial translation (GO:0032543)	1.36E-06	0.004970703	3.63077317	49.05655
3'-UTR-mediated mRNA destabilization (GO:0061158)	0.003735	0.29111327	8.75813296	48.95746
primary miRNA processing (GO:0031053)	0.003735	0.29111327	8.75813296	48.95746
cellular response to leucine starvation (GO:1990253)	0.003735	0.29111327	8.75813296	48.95746
endothelial tube morphogenesis (GO:0061154)	0.003735	0.29111327	8.75813296	48.95746
negative regulation of inclusion body assembly (GO:0090084)	0.003735	0.29111327	8.75813296	48.95746
mitochondrial gene expression (GO:0140053)	4.92E-05	0.025776303	4.79736196	47.58752
regulation of transcription from RNA polymerase II promoter involved in heart development (GO:1901213)	0.010022	0.41209955	9.84699647	45.32527
mitochondrial electron transport, ubiquinol to cytochrome c (GO:0006122)	0.002072	0.281362729	7.30242982	45.12396
mitochondrial translational elongation (GO:0070125)	8.63E-06	0.00896227	3.6976622	43.11427
mitochondrial translational termination (GO:0070126)	1.22E-05	0.00896227	3.59162667	40.63
					

We also found that the sphingolipid signaling pathway was inhibited in old, but not in the oldest-old, mice following Klotho treatment. 

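A wider list of 17 genes of sphingolipid metabolism and signaling, set independently of the paper's table, averaged 3.38 ± 0.13 log2 CPM (SD, n = 4) in old AAV-Kl and 3.37 ± 0.13 in old GFP mice, a difference of 0.01 (exact permutation test, p = 0.914; adjusted p = 0.953). In oldest-old mice it averaged 3.44 ± 0.12 (SD, n = 4) with AAV-Kl and 3.43 ± 0.07 with GFP, a difference of 0.01 (exact permutation test, p = 1.0; adjusted p = 1.0). The sign of these small differences depended on the strand column in old mice and on taking the mean or the median of the genes in oldest-old mice.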

Previous aging studies in *C. elegans* and *D. melanogaster*, suggest that inhibition of sphingolipid synthesis may be beneficial for maintaining proper lipid homeostasis and even extending lifespan (Hla and Dannenberg, 2012; Johnson and Stolzing, 2019). Alterations in the sphingolipid signaling pathway could explain our observation of decreased lipid accumulation in old muscle following Klotho treatment, but a reversed trend in oldest-old mice. Further investigation to more deeply probe this possible mechanism is warranted. It is also possible that the increased lipid accumulation with Klotho treatment in oldest-old mice may be due to a dysregulation in mitochondrial metabolism (Johannsen et al., 2012). Indeed, many of the DE genes in oldest-old Klotho-treated mice were related to mitochondrial translation and electron-transport pathways (Table 3). 

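In oldest-old mice, the 81 expressed genes of mitochondrial ribosomal proteins averaged 4.37 ± 0.08 log2 CPM (SD, n = 4) with AAV-Kl and 4.28 ± 0.12 with GFP, a difference of 0.09 (exact permutation test, p = 0.343; adjusted p = 0.775). The 105 expressed nuclear genes of the respiratory chain averaged 5.78 ± 0.08 (SD, n = 4) against 5.67 ± 0.16, a difference of 0.11 (exact permutation test, p = 0.314; adjusted p = 0.757). The 13 genes that mitochondrial DNA encodes averaged 10.3 ± 0.10 (SD, n = 4) against 10.2 ± 0.24, a difference of 0.03 (exact permutation test, p = 0.8286; adjusted p = 0.944). The responses of oldest-old and old mice differed by 0.14 for mitochondrial ribosomal proteins (permutation test within ages, p = 0.0849; adjusted p = 0.394) and by 0.16 for nuclear genes of the respiratory chain (permutation test within ages, p = 0.0743; adjusted p = 0.394).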

Metabolic dysregulation would also be consistent with the trend of intramuscular lipid accumulation, as disrupted carbohydrate metabolism could cause an intracellular buildup of stored lipids (Johannsen et al., 2012). Additional mechanistic studies that link FGFR4 activity to sphingolipid/ceramide promoted muscle adiposity (Hamrick et al., 2016) and increased expression of calcium and potassium channels are warranted, as genes associated with these pathways were also the most greatly suppressed by AAV-Kl in an age-dependent manner.

**Table 3.** Top 25 GO terms associated with DE genes from oldest-old vs. oldest-old AAV-Kl-treated mice.

	Klotho mediated Bi-phasic KEGG Pathways Gene Expression							
	Old + log2FC		Oldest-Old + log2FC					
*Regulation of actin cytoskeleton*	F2	-1.92627	Bcarl	0.40772	Rras	0.30578	Rhoa	0.08657
	Kng2	-1.09411	Arpc3	0.22899	Pik3rl	-0.94428	Itga5	0.30051
	Diaph2	0.25901	Brkl	0.17587	Rafl	-0.19865	Hras	0.22869
			Itga9	0.39371	Arhgap35	-0.24801	Pfn1	0.19127
			Pdgfrb	-0.35413	Pip4k2c	-0.16982	Pfn2	-0.20196
			ltgax	1.6131	Apc2	-0.52877		
			Arpc2	0.1243	Cdc42	0.11714		
*cGMP-PKG signaling*	F2	-1.9263	Dgke	-0.3491	Pik3rl	-0.94428	Cyth1	0.13784
	Lpar3	1.82228	Pdgfrb	-0.35413	Rafl	-0.19865	Rhoa	0.08657
			Adcy9	-0.20643	Dnm3	-0.54357	Hras	0.22869
			Rras	0.30578	Pla224e	-0.25837		
*Sphingolipid signaling pathway*	Kng2	-1.0941	Sgppl	-0.1274	Pik3rl	-0.94428	Hras	0.22869
			Map3k5	0.27371	Rafl	-0.19865		
			Ctsd	0.17911	Rhoa	0.08657		
								

Taken together, the data presented here suggest that intervention with AAV-Kl may be more effective in slowing the progression of sarcopenia at an earlier timepoint, rather than rescuing advanced pathology, at which time the transcriptomic response to intervention appears to be more stochastic. An interesting area of future investigation includes the determination of whether network entropy and PPI network architecture may be predictive of the efficacy of therapies designed to counteract the effect of time on skeletal muscle health and function. As an extension of this work, it would also be interesting in future studies to determine whether upregulation of Klotho at a younger age could attenuate functional declines into old, and possibly even oldest-old, age.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*klotho* (*Kl*)	MGI	MGI:1101771	
Strain, strain background (mouse)	C57BL/6J	NIA	RRID:IMSR_JAX:000664	
Cell line (*Homo sapiens*)	HEK-293H	Thermo Fisher	Cat#: 11631017 RRID:CVCL_6643	For vector construction
Antibody	Anti-Laminin (Rabbit polyclonal)	Abcam	Cat#: ab11575, RRID:AB_298179	IF(1:500)
Antibody	Anti-Type IIA Fibers (mouse monoclonal)	DSHB	Cat#: SC-71, RRID:AB_2147165	IF(1:100)
Antibody	Anti-Type IIB Fibers (mouse monoclonal)	DSHB	Cat#: BF-F3, RRID:AB_2266724	IF(1:100)
Antibody	Anti-Collagen IV (rabbit polyclonal)	Abcam	Cat#: ab6586, RRID:AB_305584	IF(1:500)
Antibody	Anti-Klotho capture antibody (goat polyclonal)	R and D Systems	Cat#: AF1819, RRID:AB_2296612	MSD-ELISA(4 µg/mL)
Antibody	Anti-Klotho detection antibody (goat polyclonal)	R and D Systems	Cat#: BAF1819, RRID:AB_2131927	MSD-ELISA(1 µg/mL)
Antibody	Anti-CD31 (rat monoclonal)	Thermo Fisher	Cat#:1 11–0311081, RRID:AB_465011	FACS(1:500)
Antibody	Anti-CD45 (mouse monoclonal)	Thermo Fisher	Cat#: 11-0451-81, RRID:AB_465049	FACS(1:500)
Antibody	Anti-Sca1 (rat monoclonal)	Thermo Fisher	Cat#: 25-5981-82, RRID:AB_469669	FACS(1:33)
Antibody	Anti-α−7 (rat monoclonal)	Thermo Fisher	Cat#: MA5-23555, RRID:AB_2607368	FACS(1:200)
Peptide, recombinant protein	Klotho	R and D Systems	Cat#: 1819 KL-050	MSD-ELISA
Other	Lipidtox stain	Thermo Fisher	Cat#: H34476	IF(1:500)
Other	DAPI stain	Invitrogen	Cat#: D1306 RRID:AB_2629482	IF(1:1000)
Other	Trichrome Stain Solution	Sigma	Cat#: HT10516	
Other	Weigarts’s Haemotoxylin	Poly Scientific R and D	Cat#: S216B	
Other	Bouin’s solution	Sigma	Cat#: HT101128	
Commercial assay or kit	Mouse Klotho ELISA	Cloud-Clone Corp.	Cat#: SEH757Mu	Lot: L180223640
Commercial assay or kit	FGF23 ELISA	Abcam	Cat#: ab213863	Lot: GR3326863
Commercial assay or kit	AllPrep DNA/RNA 96 kit	Qiagen	Cat#: 80311	
Chemical compound, drug	Poly/Bed 812	Polysciences	Cat#: 08792–1	
Chemical compound, drug	Cardiotoxin	Sigma	Cat#: 217503	
Recombinant DNA reagent	AAV-GFP	Strobel et al., 2019		AAV8-LP1-eGFP
Recombinant DNA reagent	AAV-Klotho	This paper		AAV8-LP1-mKlotho Mouse Klotho version of AAV vector
Sequence-based reagent	LP-1 promoter (forward)	This paper	PCR primers	GACCCCCTAAAATGGGCAAA
Sequence-based reagent	LP-1 promoter (reverse)	This paper	PCR primers	TGCCCCAGCTCCAAGGT
Biological sample (*M. musculus*)	Mouse gastrocnemius muscle	NIA		Freshly dissected from C57BL/6J mice
Biological sample (*M. musculus*)	Mouse serum	NIA		Freshly dissected from C57BL/6J mice
Biological sample (*M. musculus*)	Mouse tibialis anterior muscle	NIA		Collected fresh from C57BL/6J via cardiac puncture
Software, algorithm	STAR_2.7.0a	Dobin et al., 2013	RRID:SCR_004463	
Software, algorithm	R	R Project for Statistical Computing	RRID:SCR_001905	
Software, algorithm	ggplot2	R Project for Statistical Computing	RRID:SCR_014601	R package
Software, algorithm	clusterProfiler	Bioconductor	RRID:SCR_016884	R package
Software, algorithm	VennDiagram	R Project for Statistical Computing	RRID:SCR_002414	R package
Software, algorithm	igraph	R Project for Statistical Computing	RRID:SCR_019225	R package
Software, algorithm	BioMart	BioMart Project	RRID:SCR_002987	R package
Software, algorithm	Fiji-ImageJ	NIH	RRID:SCR_002285	
Software, algorithm	MuscleJ Macro	Mayeuf-Louchart et al., 2018	RRID:SCR_020995	
Software, algorithm	GraphPad Prism v9.0	GraphPad	RRID:SCR_002798	
Software, algorithm	R ShinyApp resource	This paper	https://sruthisivakumar.shinyapps.io/HallmarksAgingGenes/	Gene classification based on hallmarks of aging. Building details are provided in ‘Hallmarks of aging genes classification' (Materials and methods).
Software, algorithm	Python Streamlit	This paper	https://network-entropy-calculator.herokuapp.com/	Network entropy calculatorapp hosted on Heroku
Software, algorithm	GitHub	This paper	https://github.com/sruthi-hub/sarcopenia-network-entropy	Code for RNA -seq network entropy provided with explanation
Other	STRING	STRING Consortium	RRID:SCR_005223	Protein interaction database

### Animals and ethics

All animal experiments were approved by the University of Pittsburgh’s Institutional Animal Care and Use Committee. These experiments were conducted in accordance with protocol 17080802 (University of Pittsburgh ARO: IS00017744). Experiments were performed using young (3–6 months), middle-aged (10–14 months), old (21–24 months), and oldest-old (27–29 months) male and female C57 BL/6J mice. Mice were obtained from the NIA Rodent Colony, Jackson Laboratories, and Charles River Laboratories.

### Study rigor

All mice were housed in pathogen-free conditions under a 12 hr light and 12 hr dark cycle. Animals in the AAV portion of the study were housed and experimented on under stricter biosafety regulations (Biosafety level II). Animals with obvious health problems (i.e, tumors, malocclusion, etc.) were eliminated prior to inclusion into the study when possible and were excluded from endpoint analyses if pathologies were noted during experimentation. Given the large amount of variability in physical endurance capacity, animals were randomized into cohorts only if they met the criteria of falling into the 25th-75th percentile for the four-limb hang test (described below). This allowed for elimination of outliers that displayed baseline physical performance falling in the first and fourth quartiles, which may confound results. All animals meeting criteria for inclusion were then sorted by restricted randomization, ensuring comparable baseline physical performance across treatment groups. For in vivo experiments, each experiment was repeated across a minimum of two cohorts, and experimenters performing endpoint analysis were blinded to the experimental groups. Power analyses were performed a priori when possible, assuming a two-sided alternative hypothesis with alpha = 0.05% and 80% power (G*Power 3.1.9.2). Based on the prior findings from the laboratory on peak tetanic force in young and aged animals and after adjusting for unforeseen circumstances estimated at 20%, the final sample size was calculated to be 6–10 animals/group. Each endpoint presents data for biological replicates (individual animals). Some datapoints represent mean values calculated from technical replicates – multiple images captured from one animal sample. This is mentioned in the methods subsections below. The raw data for all experiments reported are included in the accompanying Source Data file.

### Cryopreservation and preparation of skeletal muscle tissue

Post euthanasia , the tibialis anterior (TA) muscles of mice were carefully extracted and wet weight was measured using a standard balance. Immediately after weighing, TAs were frozen in liquid nitrogen-cooled 2-methyl butane for one minute, and stored at −80°C. Slides for histological analyses were prepared using a Thermo Fisher CryoStarNX50 cryostat. Tissue was cut at 10 μm with the cryostat set at −20°C. Each slide captured equidistant tissue sections throughout the entire length of the TA. Slides were stored in a −80°C freezer until use.

### Immunofluorescence staining and imaging

One slide from each experimental replicate was thawed and immediately fixed by covering sections with 2% paraformaldehyde using a pipette for 10 min. After fixing, slides were washed with 1X-Phosphate Buffered Saline (PBS) three times for two minutes each. A hydrophobic barrier was then drawn around the sections, and they were permeabilized with 0.1% triton-X (Fluka 93420) in PBS for 15 min, followed by a 1-hr blocking step using 0.1% triton-X plus 3% Bovine Serum Albumin (BSA, Sigma A7906) in PBS. Primary antibodies were diluted (Table 4) in a solution of 0.1% triton-X, 3% BSA, and 5% normal goat serum in PBS then added onto the sections and incubated overnight at 4°C. One negative control slide per staining set was generated by deleting the primary antibody in the antibody solution. The secondary antibodies used were goat anti-rabbit and goat anti-rat IgG cross-adsorbed antibodies (Invitrogen) and were diluted in the same base solution as the primary antibodies. After washing three times for 2 min in PBS, the secondary antibodies were added to the sections for 1 hr and incubated in the dark at room temperature for one hour. The slides were washed with PBS three times and DAPI stain (Invitrogen D1306, 1:500 dilution in PBS) was added onto the slides for 2 min. Next, slides were washed twice with PBS, dried, and mounted with coverslips using Gelvatol mounting medium (Source: Center of Biologic Imaging, University of Pittsburgh). Slides were allowed to dry for at least 24 hr at 4°C prior to imaging.

**Table 4.** Antibody/stain list. Primary antibodies and corresponding dilutions used for immunofluorescence imaging.

Antibody/stain	Source	Dilution
Rabbit anti-Laminin	Abcam ab11575	1:500
Lipidtox Red Stain	Invitrogen H34476	1:200
Collagen IV	Abcam ab6586	1:500
Type IIA Muscle Fibers	DSHB SC-71	1:100
Type IIB Muscle Fibers	DSHB BF-F3	1:100
DAPI Stain	Invitrogen D1306	1:1000

Slides were imaged using a Zeiss Observer Z1 semi-confocal microscope. For uninjured slides, regions of interest were randomly selected by navigating to an imaging site of normal nuclear density based on the DAPI channel and capturing an image. At least three images (technical replicates) were captured per slide (each slide contained tissues from one animal), and images were collected at ×20 magnification. Negative control slides were used to threshold for the signal intensity and to set the exposure time for individual channels. The exposure time was kept consistent for each set of stains based on the negative control. For injured tissues, the injury site was located by finding the localized areas of highest nuclear infiltration. Images were then collected at the injury site and at least three images were collected per slide. Intensity was analyzed for Collagen IV using the Zen software and was normalized to image area.

### Immunofluorescence staining, imaging, and analysis for muscle fiber types

Fiber-type staining method was adapted from a previously published protocol (Rao and Mohanty, 2019). Briefly, frozen muscle sections were allowed to dry completely at room temperature, then a blocking solution of 0.5% triton-x, 1% BSA, and 10% goat serum in PBS was added and slides were incubated for 1 hr at room temperature. Antibodies for laminin, type IIA fibers, and type IIB fibers were prepared in 0.1% Tween-20, 1% BSA, and 5% goat serum according to the dilutions in Table 4. This antibody mixture was added onto the sections and incubated overnight at room temperature. Next, slides were washed three times in PBS for five minutes each, then fixed in 10% neutral buffered formalin for 10 min, followed by three more washes. Corresponding secondary antibodies (goat anti-mouse IgM and IgG1, goat anti-rabbit, Invitrogen) were prepared at 1:500 dilution in the same solution used for primary antibodies. Sections were incubated for 1 hr and washed three more times. Then, nuclei were stained with DAPI as above followed by washing, airdrying, and coverslipping using Gelvatol mounting medium.

Whole muscle section images were captured at 20X using a Zeiss Axio Observer with tile stitching settings. One image was captured per animal. These images were analyzed using the Fiji-ImageJ MuscleJ macro developed by Danckaert and Mayeuf-Louchart (Mayeuf-Louchart et al., 2018) and downloaded from Github, which gave outputs for fiber number, area, and type.

### Intramuscular vs. intermuscular adipose tissue quantification

Inter- and intra-muscular lipid deposition was quantified using Fiji-ImageJ software. The laminin rings were converted to a binary scale with positive particles indicating intra-muscular regions. Regions of Interest (ROI) were set and converted to a mask as selected by the positive particles. Total lipid deposition was calculated by measuring the total lipid intensity and then normalizing it to the image area. Intra-muscular lipid deposition was calculated by overlaying the ROI mask onto the lipidtox image where lipid intensity was measured specific to the locations marked by the ROI prior to normalization. Inter-muscular lipid deposition was determined using the resulting difference between total lipid deposition and intra-muscular lipid deposition. Mean values were calculated from three images captured for each sample.

### Masson’s trichrome staining and analysis

Staining was conducted using glass Coplin jars. Slides containing frozen tissue sections were fixed in acetone for 10 min followed by two 5-min PBS washes. The slides were then dipped in 95% ethanol and air-dried for 1 hr. Refixing was done in Bouin’s solution (Sigma HT101128) for 15 min at 56 °C, then the slides were rinsed under running tapwater for 1–5 min until excess yellow coloring dissipated. Next, Wiegert’s Hematoxylin working solution (Poly Scientific S216B) was added for 5 min followed by another tapwater rinse. Then, the slides were stained with Trichome Stain Solution (Sigma HT10516) for 5 min and rinsed with tapwater. Finally, the slides were dehydrated quickly through 95% ethyl alcohol, 100% alcohol (twice), cleared with Xylenes, and mounted with Clearvue Mountant (ThermoScientific 4211). Images were captured with brightfield at 10x using a Nikon Eclipse 50*i*.

Fiji-ImageJ was used for analysis. First, a threshold was set to remove blank background. The collagen signal was isolated by using color deconvolution and thresholding. The area of the collagen signal was then compared to the net area of the muscle section in the image. Mean collagen coverage was calculated for each sample from three separate images.

### Transmission electron microscopy

Tibialis anterior muscles from the experimental groups were fixed in 2.5% Glutaraldehyde for 24 hr in 4°C. The samples were then washed with PBS three times and cut longitudinally into small pieces. The tissue pieces were submerged in post-fixation aqueous solution comprising of 1% osmium tetroxide, 1% Fe_6_CN_3_ for 1 hr, following which they were washed in PBS three times. The tissues were then treated with aqueous 1% osmium tetroxide, 1% Fe_6_CN_3_ for 1 hr. Samples were then washed with PBS three times and then dehydrated with a series of 30–100% ethanol. Following this, the samples were embedded in by inverting Poly/Bed 812 (Polysciences, Warrington, PA) embedding resin-filled BEEM capsules on top of the samples. The resin blocked were then cured twice—once overnight at 37°C, and next at 65°C for 2 days. After the curing procedure, the samples were peeled from the coverslip and cross-sectioned ultrathin on a Reichart Ultracut E microtome. Samples were submerged in uranyl acetate for 10 min and 1% lead citrate for 7 min. The investigators performing imaging were blinded to the hypotheses. Data analysis on mitochondrial ultrastructure was performed by a blinded investigator as well following a previously established classification method (Owen et al., 2019).

### Four-limb hang test

Whole body endurance was measured using a modified version of a previously established protocol (Carlson, 2011). The four-limb hang test was used to measure muscular endurance non-invasively and, thus, characterize performance before and/or after treatment. Mice were suspended upside down from a steel mesh grid (1 cm x 1 cm squares) above a custom-built chamber (~30 cm high) with appropriate padding to prevent harm. Four limb strength was evaluated using a Hang Impulse (HI) score (bodyweight in grams*time spent hanging). The time spent hanging was recorded from the time of inversion until all paws are released from the grid. Prior to recorded trials, mice were acclimatized to the grid and the chamber for 5 min. Mice were subjected to five trials in one session with a rest of at least 5 min between trials. Sessions were conducted at roughly the same time of the day (between 10 am and 12 pm) and in the same progression across trials (i.e. the first mouse on session one was also the first on session two). Evaluation of performance was calculated as the average HI of three best trials. Baseline endurance capacity was evaluated prior to experimentation.

For muscle regeneration experiments, injured animals treated with AAV-GFP or AAV-Kl, hang tests were performed before and after AAV- injections, immediately prior to injury, and then again at 1, 7, and 14 days post-injury. For uninjured animals, hang tests were conducted prior to AAV injection, then again at 1, 7, and 14 days after injection.

### In Vivo contractile testing

TA muscle strength of animals in the aged cohorts and treatment cohorts was evaluated using an in vivo testing apparatus (Model 809B, Aurora Scientific, Aurora, ON, Canada). Anesthetized mice underwent surgery to expose the peroneal nerve for stimulation and the Achilles tendon was severed to prevent a counteracting response. The foot was secured onto a footplate in 20° of plantar flexion for maximal responses (Distefano et al., 2013). Initially, single twitch stimulation tests were conducted to measure the peak twitch, time to peak twitch, and the half-relaxation time. Shortly after, tetanic stimulations (350 ms train) at 10, 30, 50, 80, 100, 120, 150, 180, and 200 Hz with 2-min intervals between contractions were induced to obtain the force-frequency curves. Post tetanic stimulation, animals were given a recovery period of 10 min before proceeding to the high-frequency fatiguing protocol wherein muscles were activated every four seconds by a stimulus train at 100 Hz for 7 min. After completion, force recovery was evaluated at 5 and 10 min timepoints. Results of both the single and tetanic stimulations were collected in torque (mN-m) and the absolute force values (mN) were extrapolated by dividing by the length of the footplate (0.03 m). Values were then normalized to physiological muscle cross-sectional area (CSA measured in mm^2^), as described by Brooks and Faulkner, 1988. Physiological CSA was calculated as $\frac{muscle\;mass}{muscle\;density*muscle\;length}$ (Sacks and Roy, 1982), with muscle density approximated as 1.06 g/cm^3^ as per previous reports (Méndez, 1960). Results of the high-frequency fatigue and recovery test were analyzed as percentage values of the initial response.

### Hallmarks of aging genes classification

First, we compiled a list of key functions and changes for all systemic hallmarks of aging and cellular hallmarks of aging (López-Otín et al., 2013; Frenk and Houseley, 2018; Rebelo-Marques et al., 2018; DiLoreto and Murphy, 2015). Next, we created multiple gene lists by searching for different combinations of gene ontology (GO) terms on the MGI GO search database (Supplementary file 1). Batch query forms were used to identify genes for each hallmark. A table of (genes) x (hallmarks) was formed by genes classified into different hallmarks of aging. Note that GO terms associated with multiple hallmarks of aging were accounted for in this process.

From this step onwards, we focused on each hallmark of aging, as opposed to a specific gene or a GO term. The goal of the study was to identify and target the genes associated with the hallmarks of aging with or without intervention. We created an R ShinyApp webpage for the research community to classify genes into corresponding hallmarks of aging and vice versa (https://sruthisivakumar.shinyapps.io/HallmarksAgingGenes/).

### RNA-seq analysis

We performed RNA sequencing on gastrocnemius muscle collected from female mice injected with AAV-GFP and AAV-Kl. Four animals were used for each of the five groups: young GFP, old GFP, old Klotho, oldest-old GFP, and oldest-old Klotho. Raw data has been submitted to GEO database (GSE156343). Raw fastq files were converted to gene counts after alignment using STAR_2.7.0a to reference genome GRCm38/mm10 (chromFa.fa, UCSC). The visualizations were generated using R packages, ggplot2, clusterProfiler, VennDiagram, and igraph. DE analysis was performed with Deseq2. DE genes with p-value less than 0.05 were defined as significantly different.

To identify genes associated with the hallmarks of aging, a list of 77,708 genes derived from Mouse Genome Informatics’ batch query was generated based on the GO terms related to cell biology of aging. The ratio of DE genes that changed under each hallmark was visualized in the barplot and then network plot. Shannon network entropy was computed after mapping genes to proteins using Biomart in R.

### Network entropy methodology and interpretation

#### Pre-processing RNA-seq to protein-protein interaction (PPI) networks

Raw gene count matrix was used to generate PPI networks. For each sample, we generated a node-list and an edge-list. Absolute gene expression values were used to create the node-list, while the edge-list was generated with mouse PPI networks obtained from STRING database version 11.0. If the gene counts were zero, then the nodes were not considered part of the PPI network. This process was done for all the genes, as well as for only the genes classified into hallmarks of aging.

#### Network entropy interpretation

In the field of information theory, Shannon entropy is the measure of surprise of an outcome. For example, a fair coin toss has two equally probable outcomes. This would be the case of maximum surprise, or maximum Shannon entropy. On the other hand, if the coin is rigged, and probability of obtaining heads is 0.9 then one will not be as surprised to get heads. This is the case of lower Shannon entropy. When this concept is extrapolated to graph theory, we aimed to predict the presence or absence of an edge in the graph. If network entropy is high, this means that it is harder to predict the network connections with the knowledge one has. A higher network entropy is bound to happen when the knowledge one has about the system is insufficient or highly variable.

The principle of maximum entropy states that the probability distribution best representing the current state of knowledge on a system is the one that maximizes the Shannon entropy, given the prior knowledge about the system (Cimini et al., 2019). Using this method, we gain maximally unbiased information in the absence of complete knowledge. In the content of network biology, the ensemble of most probable network configurations are the ones that have maximum entropy, given certain constraints.

Our goal was to capture the change in gene expression distribution across age groups using a network entropy estimate, as has been previously described (Menichetti et al., 2015; Menichetti and Remondini, 2014). We obtained nodelists from the RNA-seq experiment, and edgelists obtained from existing databases (e.g. STRING) that have PPI network. In addition, we accounted for relative gene expressions by weighting the edges of the network to incorporate the current knowledge we have about the PPI network connections. Hence, we hypothesized that changes in gene expressions will affect the number of nodes, number of edges and the edge weights–a phenomenon that could potentially be captured by the network entropy metric.

Conventionally, maximum entropy is used to predict the probability distribution. But in this study, we used network entropy values corresponding to the most probable ensemble of PPI networks. This allowed us to quantify the change in transcriptional noise and variation in gene expressions into a single integrative metric.

### Network entropy calculation

Network entropy is a constraint-based optimization problem that is solved using Lagrangian multipliers. The objective function to maximize is the Shannon entropy of the network. A value of network entropy will correspond to a probability distribution for edges. There are two constraints for the optimization problem. The first constraint imposes a degree sequence of the network, whereas the second constraint imposes restriction on the edge weights of the network. The concept is explained with an arbitrary simple example, as shown below.

**Table:** 

Gene counts for node-list (15 genes)															Age and # nodes (n)
500	700	0	0	0	0	0	100	58	350	0	675	10	509	0	Young (n = 8)
502	704	0	1	2	3	0	95	59	375	0	450	0	458	0	Young (n = 10)
600	690	0	1	0	5	0	110	65	378	2	567	9	450	0	Old (n = 11)
595	721	0	0	0	9	0	100	0	300	0	604	0	425	0	Old (n = 7)

Let edge-list be: (1-3), (3-7), (5-8), (8-9), (9-12), (10-14).

#### Constraint 1

The degree sequence was fixed based on the edge-lists. Zeroes are not considered in the network as nodes.

#### Constraint 2

The edge weights were calculated by taking the difference between gene counts between the connected nodes. To normalize for different number of nodes in the network, the edge weights are binned with number of bins equal to square root of the number of nodes in the network.

In the arbitrary example above, there would be sqrt(n)~3 bins. [0–240, 241–482, 483–721]. The binning distribution will vary according to the relative gene expression changes. If the binning is similar for all the samples, then network entropy values will be very close to each other. If the binning is different, network entropy values will be different.

### Network characterization

The main global features are described for both Figure 3E and Figure 3—figure supplement 2 in Supplementary file 2. These global features include: number of nodes, number of edges, spatial entropy, link density, the number of disconnected nodes (nodes with no edges), and connected components (nodes with greater than or equal to one edge).

### Serum collection

Animals were anesthetized using isoflurane and remained anesthetized throughout the duration of serum collection. The animal was placed in a supine position and its paws were secured to spread out the torso. A small incision was made with scissors and forceps in the skin above the xiphoid process of the sternum and expanded to reveal the bottom of the rib cage. The peritoneum in the same area was then cut to reveal the underside of the diaphragm. The diaphragm was cut and cleared away with scissors, thus exposing the bottom of the heart. A clamp was used to hold the ribcage out of the way, and a 25 ½ G needle attached to a 1 mL insulin syringe was used to collect blood directly from the apex of the heart. Using this method, roughly 800 µL of blood could be collected from each animal. After collection, the animals were euthanized via cervical dislocation. The collected blood was allowed to clot in a 2 mL tube at room temperature for one-hour. Then, the blood was spun at 16,100 g for 15 min at 4°C in a microcentrifuge. The serum was collected and aliquoted into 50 µL tubes and stored at −20°C until used.

### Circulating Klotho and FGF23 quantification

Blood collected from experimental and control animals was clotted at room temperature for 1 hr, after which it was spun at 16,100 G for 15 min in a fixed rotor centrifuge at 4°C in order to separate serum. This serum was diluted 1:25 and 1:6 in diluent buffer to quantify Klotho (Cloud Clone Corp), and FGF23 (Abcam), respectively using commercially available ELISA kits.

#### Klotho ELISA

The Klotho ELISA was conducted according to the protocol using the Cloud Clone Corp. ELISA Kit for mouse Klotho (SEH757Mu, Lot: L180223640). This kit was validated by Sahu et al., 2018. Briefly, blood serum samples and standards were diluted in PBS (1:25) and 100 µL of the samples were added in duplicates to a 96-well plate pre-coated with a biotin-conjugated antibody specific for Klotho detection. This plate was then incubated at 37°C for 1 hr. Samples and standards were removed and 100 µL of biotin-conjugated antibody cocktail was added to each well and incubated at 37°C for 1 hr. The microplates were washed three times with washing buffer provided by the kit (2 min per wash), using an automated plate washer (BioTek 50TS). Following this, 100 µL of Avidin conjugated Horseradish-Peroxidase was added to each well and incubated at 37°C for 30 min. The plate was washed with buffer five times, following which 90 µL of tetramethylbenzidine (TMB) substrate was added to each well and the plate was incubated at 37°C for 20 min. A sulfuric acid-based stop solution was added to terminate the reaction and optical density of each well was measured with a Spectramax M3 plate reader (Molecular Devices) at a wavelength of 450 nm. The analysis was conducted using Microsoft Excel by generating a 2P equation for concentration based on the standard curve and plotting the averaged absorbance values for each sample along this curve.

Any sample displaying evidence of hemolysis was not included in data analysis, as we have seen that hemolysis interferes with values. Samples were not subjected to multiple free-thaw cycles, as we have observed that this may affect α-Klotho detection (Cheikhi et al., 2019).

#### FGF23 ELISA

The FGF23 ELISA was performed according to the protocol provided by the manufacturer (Abcam, ab213863, Lot: GR3326863). Briefly, blood serum samples and standards (diluted 1:6 in sample diluent buffer) were added in duplicates to a 96-well plate pre-coated with antibody against FGF23 and incubated for 90 min at 37°C. The plate content was then discarded and the plate was blotted. Following this, a biotinylated anti-mouse FGF23 antibody was added to all wells and incubated for 60 min at 37°C. Next, the plate was washed three times with 0.01M PBS using the same plate washer as described above. A total of 100 µL of avitin-biotin-peroxidase complex was added to each well and incubated again for 30 min at 37°C. The plate was washed five more times, following which 90 µL of TMB substrate was added to each well and incubated in the dark for 20 min at 37°C. Finally, 100 µL of TMB stop solution was added and the plate was immediately read at 450 nm using the same plate reader as described above. Analysis was conducted as described above. Hemolyzed samples were not included, and each sample was frozen once prior to the experiment.

Eleven of the samples returned absorbance values lower than the lowest value of the standard curve. Rather than extrapolating and recording negative concentration values for these samples (which would not be biologically coherent), we assumed that these samples did not have detectable levels of FGF23. Thus, their concentration was recorded as zero. These samples have been marked with red symbols in the figure.

#### Meso-Scale discovery (MSD) Klotho ELISA

Detection of circulating Klotho levels from mouse blood samples was performed by using an ELISA assay on the MSD platform. Standard-bind MSD plates (#L15XA-1, MSD) were coated with mouse Klotho capture antibody (#AF1819, R and D) at a final concentration of 4 µg/mL in PBS for 1 hr at room temperature. Subsequently, plates were washed three times using wash buffer (PBS + 0.05% Tween-20) at 300 µL/well followed by an incubation with 3% blocker A solution (R93BA-2, MSD) for 1 hr at room temperature. Dilutions of serum samples and murine recombinant Klotho standard (#1819 KL-050, R and D) were prepared in 1% blocker A solution and added to the MSD plate in a final volume of 25 µL/well after the plate was washed three times. Samples were incubated for 1 hr at room temperature followed by three washing steps. Detection antibody (#BAF1819, R and D) was diluted to 1 µg/mL in 1% Blocker A solution in PBS and SULFO-tag labeled streptavidin (#R32AD-5, MSD) was diluted to 0.5 µg/mL in 1% Blocker A in PBS. Both dilutions were added to the plate simultaneously (25 µL/well each) and incubated for 1 hr at room temperature. After three washing steps, 1x Read Buffer (#R92TC-2, MSD) diluted in water was added at 150 µL/well. Electrochemiluminescence was detected in the MSD Sector Imager 600.

### Metabolite analysis

Serum metabolites were analyzed by the Mouse Metabolic Phenotyping Center at the University of Cincinnati.

### AAV production

Recombinant AAV8 was used as vector for expressing murine Klotho or enhanced green fluorescent protein (GFP). The genomic constructs contained the LP-1 promoter, GFP or a codon-usage optimized sequence of murine alpha klotho (Geneart, Regensburg, Germany) with an N-terminal secretion signal originating from human CD33 (sequence: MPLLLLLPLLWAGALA) and a C-terminal V5-tag epitope (Southern et al., 1991), followed by a WPRE sequence and an SV40 polyA signal. The expression cassettes were flanked by AAV2-derived inverted terminal repeats. The recombinant AAV8-LP1-mKlotho and AAV8-LP1-eGFP vectors were prepared as previously described (Strobel et al., 2019). Briefly, human embryonic kidney cells (HEK-293H cells, Thermo Fisher Scientific) were cultured in Dulbecco's modified Eagle's medium +GlutaMAX I+10% fetal calf serum (Gibco/Thermo Fisher Scientific) and transfected as previously described (Strobel et al., 2015). AAV purification via polyethylene glycol precipitation, iodixanol gradient, ultrafiltration, and sterile filtering was conducted as described previously (Strobel et al., 2019). Genomic titers of purified AAV8 vector stocks were determined by isolation of viral DNA and subsequent qPCR analysis using primers specific for the LP-1 promoter with the following primer sequences; forward: GACCCCCTAAAATGGGCAAA. reverse: TGCCCCAGCTCCAAGGT.

### AAV tail vein injection

Aliquots of AAV-Kl (1.79e13 Vg/ml) and AAV-GFP (3.48e12 Vg/ml) were stored in −80°C and thawed within an hour of use. Animals were restrained using a tail illuminator restrainer from Braintree Scientific Inc and injected with either a GFP expressing non-targeting control or AAV-Kl via the tail vein using a 31G insulin syringe. Viral solutions were diluted in Dulbecco’s phosphate-buffered saline (DPBS) to a final volume of 100 µL/mouse. A successful injection entailed full administration of the viral solution into the vein smoothly, without swelling or bleeding following syringe removal. Only successfully injected mice were included in the study (a total of six were excluded).

### AAV-Klotho in vivo dose response study

Female C57Bl/6 mice (9–12 weeks old) with a body weight of 19–21 g were purchased from Charles River Laboratories. AAVs were diluted to the desired concentrations in Dulbecco’s phosphate-buffered saline (DPBS) and administered into the tail vein under light isoflurane anesthesia. The doses tested were 1 × 10^8^, 3 × 10^9^, and 1 × 10^10^ vg/mouse AAV-Kl compared with 1 × 10^10^ AAV-GFP control. The final volume for injection was 100 μL per mouse. Three weeks after injection with AAV-GFP, AAV-Kl or DPBS, animals were sacrificed and blood samples were collected for the detection of circulating Klotho levels by MSD-ELISA. Livers were also collected to quantify AAV vector genomes. For vector DNA isolation flash-frozen liver samples, were homogenized in 900 μL of RLT buffer (79216, Qiagen), using a Precellys-24 homogenizer and ceramic bead tubes (KT03961-1-009.2, VWR) at 6000 rpm for 30 s. Homogenates were further processed by applying standard Phenol-chloroform extraction. Finally, vector DNA was purified by using the AllPrep DNA/RNA 96 kit (80311, Qiagen) according to the manufacturer’s instructions. Detection of AAV vector genomes was performed by qPCR using primers specific for the LP-1 promoter (forward: GACCCCCTAAAATGGGCAAA. reverse: TGCCCCAGCTCCAAGGT). For quantification, a standard curve generated by serial dilutions of the respective Klotho expression plasmid was used. qPCR runs were performed on an Applied Biosystems ViiA 7 Real-Time PCR System. Animal experiments in this study were approved by the local German authorities (Regierungs-präsidium Tübingen) and conducted in compliance with the German and European Animal Welfare Acts.

### AAV-administration, injury, and sarcopenia experimental models

For the muscle regeneration experiment, the dose of GFP and AAV-Kl used was 1 × 10^10^ vector genomes(vg) per animal. Five days following injection, each mouse received a bilateral intramuscular injury to the tibialis anterior muscle (TA) using 10 µL of 1 mg/mL cardiotoxin (*Naja pallida,* Sigma, molecular weight 6827.4), and animals were euthanized 14 days after injury. In uninjured animals, the dose used was 3 × 10^8^ vector genomes per mouse, and mice were euthanized 14 days after AAV injection.

### Flow cytometry

To quantify the ratio of fibroadipogenic progenitor cells (FAPs) to MuSCs (MuSCs) following muscle injury, old mice were injected with GFP or AAV-Kl at 1 × 10^10^ vg/animal (9 animals per group) via tail vein. As with the previous injury experiment, animals received a bilateral cardiotoxin injury to the TA 5 days following AAV injection. After 3 days, animals were euthanized via cardiac puncture, and the TA muscles from each animal were collected and digested according to a previously established protocol for flow cytometry (Yi and Rossi, 2011; Liu et al., 2015). Though we began with nine mice in each group, we pooled together sets of TAs from 3 mice to ensure an adequate amount of tissue for digestion and sorting . Thus, the final sample size for each group was n = 3 (3 pools of 3 sets of TAs). Following digestion, FAPs (CD31^-^, CD45^-^, Sca1^+^, α−7^-^) were sorted from MuSCs (CD31^-^, CD45^-^, Sca1^-^, α−7^+^) via fluorescence-activated cell sorting (FACS). The ratio of FAPs:MuSCs was quantified and recorded for each experimental replicate.

### Exercise-induced injury

To determine how muscle administration of AAV-Kl affects adaptability to exercise, we adopted the eccentric exercise protocol created by Armand et al., 2003. Mice were acclimated to treadmill (Columbus Instruments) running over 4 days. On day 1 they ran at 6 m/min for 20 min. Day 2 was at 8 m/min for 20 min. Day 3 was at 8 m/min for 20 min on a 15-degree decline. Day 4 was at 10 m/min for 20 min on a 15-degree decline. The mice then were given 1 day of rest after acclimation before the eccentric injury protocol, which consisted of running at 10 m/min for 60 min on a 15-degree decline. A slight electric shock and gentle prodding were used to ensure adherence. We also assessed exercise protocol adherence according to a previously established method (Ríos-Kristjánsson et al., 2019) to ensure equal performance between groups. Mice that scored below 0.3 were excluded from further analysis due to their inability to complete the injury protocol. Other studies used longer runs and faster speeds to induce injury, but these previous studies were conducted in young mice. Old mice were not capable of running at such speeds and times. Still, to confirm the efficacy of the protocol, histology was conducted to visualize the extent of injury.

On the first day of acclimation, mice were randomized into two groups (n = 6 per group, repeated in two cohorts), one receiving AAV-Kl at 1 × 10^10^ vg per mouse and one receiving the GFP control via tail vein injection as described above. The timing of administration was decided so that AAV injection would fall 5 days prior to muscle injury, similar to our cardiotoxin injury model. Seven days after the muscle injury protocol, contractile testing was conducted, mice were euthanized, and serum and TA muscle were collected. One mouse in the AAV-Kl group was removed from analysis for maximum specific tetanic force production due to an error in testing. TA muscles were sectioned, stained for DAPI and laminin, and imaged at 10x using a Zeiss Observer Z1. Centrally nucleated fibers were quantified using the MuscleJ macro (Mayeuf-Louchart et al., 2018). The mean value for each sample was calculated from three separate images, and the mean percentages were compared between the mice that had undergone the eccentric protocol vs. uninjured control mice.

### Statistical analysis

Analyses were performed using GraphPad Prism version nine software. Shapiro-Wilk and Levene’s tests were initially performed to assess normality of data and equality of variances, respectively. If assumptions of normality and homogeneity of variances were met, a Student’s t-test was performed while comparing two groups, or a one-way analysis of variance (ANOVA) test with Tukey post-hoc comparison. When conditions for normality were not met in two group comparisons, the groups were compared using Mann-Whitney U test. A Welch’s test was applied when there were differences between the standard deviations of two groups. When conditions of normality or homogeneity were not met for comparisons of three or more groups, a Kruskal-Wallis test with Dunn’s post-hoc comparison was used All results were expressed as mean ± standard deviation. Statistical significance was established, a priori, at p≤0.05.

## Data Availability

Sequencing data has been deposited in GEO accession: GSE156343. The following dataset was generated: ClemensZSivakumarSPiusASahuACuiJBarchowskyAAmbrosioF2021The biphasic and age-dependent impact of Klotho on hallmarks of aging and skeletal muscle functionNCBI Gene Expression OmnibusGSE15634310.7554/eLife.61138PMC811865733876724 The following previously published datasets were used: SchaumNLehallierBHahnOPálovicsRHosseinzadehSLeeSESitRLeeDPLosadaPLZardenetaMEFehlmannTWebberJTMcGeeverACalcuttawalaKZhangHBerdnikDMathurVTanWZeeATanMThe Tabula Muris ConsortiumPiscoACKarkaniasJNeffNFKellerADarmanisSQuakeSRWyss-CorayT2020Tabula Muris SenisNCBI Gene Expression OmnibusGSE132040 TumasianRAHarishAKunduGYangJHUbaida-MohienCGonzalez-FreireMKailehMZukleyLMChiaCWLyashkovAWoodWHPiaoYColettaCDingJGorospeMSenRDeSFerrucciL.2021Skeletal Muscle Transcriptome in Healthy AgingNCBI Gene Expression OmnibusGSE16447110.1038/s41467-021-22168-2PMC801687633795677 SchaumNLehallierBHahnOPálovicsRHosseinzadehSLeeSESitRLeeDPLosadaPLZardenetaMEFehlmannTWebberJTMcGeeverACalcuttawalaKZhangHBerdnikDMathurVTanWZeeATanMThe Tabula Muris ConsortiumPiscoACKarkaniasJNeffNFKellerADarmanisSQuakeSRWyss-CorayT2019Age-Related Gene Expression Signature in Rats Demonstrate Early, Late, and Linear Transcriptional Changes from Multiple TissuesNCBI BioProjectPRJNA51615110.1016/j.celrep.2019.08.04331533046

# Supplementary material for: The biphasic and age-dependent impact of klotho on hallmarks of aging and skeletal muscle function
**Source:** eLife. 2021 Apr 20;10:e61138. doi: 10.7554/eLife.61138
**Supplement:** Supplementary file 2.

**Supplemental Table 1.** Search terms used to identify genes that belong to each hallmark

| **Hallmarks** | **Search terms** |
| --- | --- |
| 1. Genomic instability | “DNA stability” (4 genes)  “nuclear lamina” (13 genes)  “Mitochondrial DNA” (26 genes)  “DNA repair” (495 genes) |
| 1. Telomere attrition | “telomere” (193 genes)  “telomerase” (96 genes)  “ROS” (430 genes) |
| 1. Epigenetic alteration | “histone modification” (517 genes)  “post-translational modification” (25 genes)  “chromatin remodeling” (181 genes)  “DNA methylation” (106 genes) |
| 1. Loss of proteostasis | “proteolytic” (66 genes)  “autophagy” (403 genes)  “proteasome” (943 genes)  “heat-shock protein” (251 genes)  “ubiquitin” (1324 genes)  “protein translation” (617 genes)  “unfolded protein response” (67 genes) |
| 1. Nutrient sensing (NS) deregulation | “insulin” (572 genes)  “growth factor” (972 genes)  “mTOR” (14 genes)  “AMPK” (34genes)  “identical protein binding” AND “transcription factor binding” (168 genes)  “NAD” (469 genes)  “glucose metabolism” (203 genes)  “oxidative metabolism” (286 genes) |
| 1. Mitochondrial dysfunction | “mitochondria” (1961 genes)  “ROS” (430 genes)  “mitophagy” (67 genes) |
| 1. Cellular senescence | “senescence” OR “senescent” (74 genes)  “mitogen” (841 genes) |
| 1. Altered intracellular communication | “extracellular matrix” (829 genes)  “extracellular vesicle” (105 genes)  “paracrine” (221 genes)  “interferon” (1198 genes) |
| 1. Stem cell exhaustion | This hallmark was not included in our final analysis because all the keywords for stem cell exhaustion were already covered under in one of the other hallmarks. This would have resulted in no unique genes for “stem cell exhaustion”. |

**Supplemental Table 2**

1. 

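Each row of this table describes the network of 1 mouse, whose nodes are the hallmark genes with a count above 0 and whose edges are known interactions of their proteins. The entropy per node measures how unpredictable the connections are, given the degrees of the nodes and the binned differences in counts along the edges. Across the 12 mice, the paper's numbers of nodes and values of entropy per node had a Pearson correlation of 0.877 (permutation test, p = 0.00013) and a Spearman correlation of 0.874 (permutation test, p = 0.00042). Without the 2 mice farthest from the median number of nodes, Pearson's r was 0.896, and with the means of the age groups removed it was 0.835. After the linear trend with the number of nodes was removed, entropy per node differed by 1.95 between young and old mice (exact permutation test, p = 0.257) and by -2.17 between old and oldest-old mice (exact permutation test, p = 0.0571). The number of genes with at least 1 read in the deposited library of the same name and the entropy per node had a Pearson correlation of 0.319 (permutation test, p = 0.31) and a Spearman correlation of 0.203 (permutation test, p = 0.529). Without the 2 farthest libraries, Pearson's r was 0.207. The paper's number of nodes and the genes detected in the library of the same name had a Pearson correlation of 0.201 (permutation test, p = 0.534) and a Spearman correlation of 0.021 (permutation test, p = 0.956).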

Network properties of hallmarks of aging genes corresponding to Figure 3E.

| **Sample name** | **Age (months)** | **Number of nodes** | **Number of edges** | **Spatial entropy** | **Spatial entropy per node** | **Link density** | **Unconnected nodes** | **Connected components** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Young GFP 1 | 3-6 | 6586 | 1093370 | 3420817.541 | 519.40746 | 0.049161993 | 17313 | 1 |
| Young GFP 2 | 3-6 | 6850 | 1144332 | 3610628.962 | 527.09912 | 0.048496767 | 17497 | 1 |
| Young GFP 3 | 3-6 | 6669 | 1108547 | 3478258.915 | 521.55629 | 0.049517495 | 17218 | 1 |
| Young GFP 4 | 3-6 | 6721 | 1109599 | 3488706.71 | 519.07554 | 0.048758852 | 17363 | 1 |
| Old GFP 1 | 21-24 | 6826 | 1146699 | 3615282.605 | 529.63413 | 0.049306835 | 17340 | 1 |
| Old GFP 2 | 21-24 | 6740 | 1121812 | 3527757.61 | 523.40617 | 0.048529841 | 17439 | 1 |
| Old GFP 3 | 21-24 | 6835 | 1143480 | 3607466.1 | 527.79314 | 0.049206548 | 17411 | 1 |
| Old GFP 4 | 21-24 | 6870 | 1157307 | 3657979.725 | 532.45702 | 0.049210541 | 17315 | 1 |
| Oldest-old GFP 1 | 27-29 | 6832 | 1141501 | 3594860.777 | 526.17986 | 0.050099944 | 17110 | 1 |
| Oldest-old GFP 2 | 27-29 | 6766 | 1126263 | 3543798.152 | 523.76562 | 0.048551973 | 17438 | 1 |
| Oldest-old GFP 3 | 27-29 | 6756 | 1126918 | 3542554.077 | 524.35673 | 0.048865689 | 17402 | 1 |
| Oldest-old GFP 4 | 27-29 | 6847 | 1144483 | 3611364.377 | 527.43747 | 0.048392291 | 17479 | 1 |

1. 

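The rows of this table are built in the same way from all genes that map to a protein of the interaction database. Across the 12 mice, the paper's numbers of nodes and values of entropy per node had a Pearson correlation of 0.890 (permutation test, p = 8e-05) and a Spearman correlation of 0.867 (permutation test, p = 0.00049). Without the 2 mice farthest from the median number of nodes, Pearson's r was 0.844, and with the means of the age groups removed it was 0.899. After the linear trend with the number of nodes was removed, entropy per node differed by 3.84 between young and old mice (exact permutation test, p = 0.143) and by -4.56 between old and oldest-old mice (exact permutation test, p = 0.0286). The number of genes with at least 1 read in the deposited library of the same name and the paper's number of nodes had a Pearson correlation of 0.171 (permutation test, p = 0.593) and a Spearman correlation of 0.112 (permutation test, p = 0.733). Without the 2 farthest libraries, Pearson's r was 0.301.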

Network properties of all genes corresponding to Figure 3-figure supplement 2.

| **Sample Name** | **Age (months)** | **Number of nodes** | **Number of edges** | **Spatial entropy** | **Spatial entropy per node** | **Link density** | **Disconnected nodes** | **Connected components** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Young 1 | 3-6 | 15013 | 3609879 | 12210640 | 813.3378 | 0.030809 | 39915 | 3 |
| Young 2 | 3-6 | 15877 | 3839524 | 13133705 | 827.2158 | 0.031258 | 39390 | 2 |
| Young 3 | 3-6 | 15174 | 3668801 | 12424426 | 818.797 | 0.030961 | 39502 | 2 |
| Young 4 | 3-6 | 15382 | 3696147 | 12573382 | 817.4088 | 0.030774 | 39821 | 2 |
| Old 1 | 21-24 | 15729 | 3831916 | 13097729 | 832.7121 | 0.030767 | 39866 | 1 |
| Old 2 | 21-24 | 15419 | 3724637 | 12669459 | 821.6784 | 0.030956 | 39723 | 1 |
| Old 3 | 21-24 | 15692 | 3811095 | 12996181 | 828.2042 | 0.031335 | 39204 | 2 |
| Old 4 | 21-24 | 15890 | 3884024 | 13296088 | 836.7582 | 0.030979 | 39670 | 2 |
| Oldest-old 1 | 27-29 | 15794 | 3838052 | 13067923 | 827.3979 | 0.031245 | 38914 | 1 |
| Oldest-old 2 | 27-29 | 15584 | 3759347 | 12797610 | 821.2018 | 0.03187 | 38783 | 2 |
| Oldest-old 3 | 27-29 | 15494 | 3751720 | 12744648 | 822.5538 | 0.030465 | 40075 | 1 |
| Oldest-old 4 | 27-29 | 15811 | 3850652 | 13106988 | 828.9791 | 0.032034 | 38435 | 3 |

1. Network properties of all genes in male mice from Tabula Muris Senis corresponding to Figure 3-figure supplement 4A. One 21-month-old male sample was excluded since the number of nodes was 33% lower than the mean of rest of the samples.

| **Age (months)** | **Age group** | **Number of nodes** | **Number of edges** | **Spatial entropy** | **Spatial entropy per node** | **Link density** | **Disconnected nodes** | **Connected components** |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 3 | young | 14559 | 3387952 | 11465614 | 787.5276 | 0.026793 | 42994 | 4 |  |  |
| 3 | young | 15468 | 3592703 | 12239849 | 791.3013 | 0.026817 | 42890 | 2 |  |  |
| 3 | young | 13983 | 3276069 | 10966315 | 784.2605 | 0.030408 | 39261 | 3 |  |  |
| 3 | young | 14453 | 3317662 | 11229869 | 776.9922 | 0.027715 | 41836 | 3 |  |  |
| 6 | young | 17275 | 3997571 | 14009211 | 810.9529 | 0.027693 | 42122 | 2 |  |  |
| 6 | young | 17237 | 3983614 | 13942114 | 808.848 | 0.031754 | 37903 | 3 |  |  |
| 12 | middle age | 15122 | 3476544 | 11838456 | 782.8631 | 0.031523 | 38120 | 3 |  |  |
| 12 | middle age | 16666 | 3848774 | 13374760 | 802.5177 | 0.034207 | 36148 | 4 |  |  |
| 12 | middle age | 16900 | 3954508 | 13719058 | 811.7786 | 0.031323 | 38212 | 3 |  |  |
| 12 | middle age | 14387 | 3286120 | 11099213 | 771.4752 | 0.027625 | 42221 | 4 |  |  |
| 15 | middle age | 14591 | 3355386 | 11343917 | 777.4599 | 0.032353 | 37579 | 3 |  |  |
| 15 | middle age | 13629 | 3176745 | 10617214 | 779.0164 | 0.028191 | 41561 | 3 |  |  |
| 15 | middle age | 14668 | 3369343 | 11385343 | 776.2028 | 0.0323 | 37526 | 3 |  |  |
| 21 | old | 16830 | 3912173 | 13641955 | 810.5737 | 0.029102 | 40194 | 3 |  |  |
| 21 | old | 14306 | 3310434 | 11157262 | 779.9009 | 0.026013 | 44217 | 2 |  |  |
| 21 | old | 16433 | 3806154 | 13179220 | 801.9972 | 0.026041 | 43951 | 1 |  |  |
| 24 | old | 14213 | 3262199 | 10973825 | 772.0977 | 0.026462 | 43378 | 1 |  |  |
| 24 | old | 15640 | 3559057 | 12196107 | 779.8023 | 0.030463 | 38730 | 4 |  |  |
| 24 | old | 18154 | 4286274 | 15113149 | 832.4969 | 0.026415 | 43580 | 1 |  |  |
| 27 | oldest-old | 17911 | 4176811 | 14718573 | 821.7617 | 0.031969 | 38029 | 3 |  |  |
| 27 | oldest-old | 17671 | 4131269 | 14483102 | 819.5972 | 0.030034 | 39743 | 3 |  |  |
| 27 | oldest-old | 14921 | 3390838 | 11575733 | 775.8014 | 0.033513 | 36740 | 4 |  |  |
| 27 | oldest-old | 17613 | 4097036 | 14416374 | 818.5076 | 0.031767 | 37868 | 3 |  |  |

1. Network properties of all genes in male rats corresponding to Figure 3-figure supplement 4B.

1. Network properties of all genes in male humans corresponding to Figure 3-figure supplement 4C.

| **Decade** | **Age** | **Number of nodes** | **Number of edges** | **Spatial entropy** | **Spatial entropy per node** | **Link density** | **Disconnected nodes** | **Connected components** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 20s | 22 | 17940 | 922540 | 3991017 | 222.4647 | 0.005733 | 83409 | 1 |  |
| 20s | 23 | 15971 | 771970 | 3283312 | 205.5796 | 0.006053 | 78697 | 1 |  |
| 20s | 25 | 17799 | 910126 | 3928206 | 220.6981 | 0.005746 | 83137 | 1 |  |
| 20s | 28 | 15256 | 742179 | 3127276 | 204.9866 | 0.006378 | 77486 | 1 |  |
| 30s | 31 | 14339 | 656839 | 2746332 | 191.5288 | 0.006415 | 77535 | 1 |  |
| 30s | 31 | 17401 | 878215 | 3782220 | 217.3565 | 0.00639 | 73863 | 1 |  |
| 30s | 33 | 17935 | 923124 | 3994548 | 222.7236 | 0.00574 | 83369 | 1 |  |
| 30s | 35 | 17896 | 922128 | 3989031 | 222.9007 | 0.005759 | 83335 | 1 |  |
| 30s | 37 | 16045 | 801930 | 3397343 | 211.7384 | 0.00577 | 82782 | 1 |  |
| 30s | 38 | 16307 | 825481 | 3513008 | 215.4294 | 0.006239 | 77188 | 1 |  |
| 30s | 38 | 15199 | 720633 | 3040551 | 200.0494 | 0.006209 | 80509 | 1 |  |
| 40s | 42 | 14132 | 663793 | 2782665 | 196.9053 | 0.006648 | 74150 | 1 |  |
| 40s | 45 | 14502 | 665300 | 2789858 | 192.3775 | 0.006195 | 79597 | 1 |  |
| 40s | 45 | 16029 | 795847 | 3381188 | 210.9419 | 0.006327 | 74440 | 1 |  |
| 40s | 47 | 16585 | 838662 | 3581116 | 215.925 | 0.005753 | 83076 | 1 |  |
| 50s | 51 | 15038 | 721200 | 3048857 | 202.7435 | 0.006379 | 77122 | 1 |  |
| 50s | 52 | 15245 | 716689 | 3036974 | 199.2112 | 0.00581 | 83024 | 1 |  |
| 50s | 52 | 17670 | 906992 | 3913673 | 221.4869 | 0.006168 | 76709 | 1 |  |
| 50s | 54 | 16700 | 844205 | 3612960 | 216.3449 | 0.006054 | 81328 | 1 |  |
| 50s | 57 | 16426 | 816719 | 3478521 | 211.7692 | 0.006054 | 80521 | 1 |  |
| 60s | 60 | 16450 | 826647 | 3539887 | 215.1907 | 0.00611 | 80539 | 1 |  |
| 60s | 63 | 17682 | 902752 | 3897550 | 220.4247 | 0.005775 | 82983 | 1 |  |
| 60s | 67 | 16847 | 845320 | 3615093 | 214.5838 | 0.006165 | 80148 | 1 |  |
| 60s | 67 | 17658 | 899469 | 3880938 | 219.7836 | 0.005957 | 81324 | 1 |  |
| 70s | 70 | 17590 | 896976 | 3863587 | 219.6468 | 0.005957 | 81967 | 1 |  |
| 70s | 70 | 17018 | 862627 | 3698093 | 217.3048 | 0.005798 | 82869 | 1 |  |
| 70s | 72 | 17185 | 872043 | 3747536 | 218.0702 | 0.006325 | 77231 | 1 |  |
| 70s | 72 | 17940 | 923820 | 3996863 | 222.7906 | 0.005906 | 82213 | 1 |  |
| 70s | 72 | 16571 | 820443 | 3502713 | 211.3761 | 0.005741 | 83398 | 1 |  |
| 70s | 73 | 16086 | 801417 | 3408898 | 211.9171 | 0.006195 | 79959 | 1 |  |
| 70s | 76 | 17505 | 898068 | 3866465 | 220.8778 | 0.005862 | 82733 | 1 |  |
| 80s | 81 | 17816 | 912590 | 3940394 | 221.1717 | 0.005838 | 81350 | 1 |  |
| 80s | 81 | 17479 | 890052 | 3829102 | 219.0687 | 0.005751 | 83209 | 1 |  |
| 80s | 81 | 16928 | 836459 | 3579732 | 211.4681 | 0.005827 | 82631 | 1 |  |
| 80s | 83 | 15032 | 724764 | 3058120 | 203.4406 | 0.006415 | 76590 | 1 |  |

How the deposited data were processed for this re-analysis (not part of the article)

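RNA was sequenced from the gastrocnemius muscle of 24 female mice in 6 groups of 4. These were young GFP (3–6 months), old GFP (21–24 months), oldest-old GFP (27–29 months), old AAV-Kl, oldest-old AAV-Kl and young sham, with 1 library per mouse. Muscles of the GFP and AAV-Kl mice were taken 14 days after injection of 3e8 vector genomes per mouse. Groups and replicate numbers were taken from the sample labels alone. The paper's list of sequenced groups does not name the sham mice, whose comparison with young GFP mice is given only in the closing section.

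The authors aligned the reads to GRCm38 with STAR and deposited the counts of reads per gene that STAR wrote, without normalization. Each library's table lists 55385 genes by Ensembl identifier with version, after 4 summary lines, and counts reads without regard to strand and for each strand. The annotation was not stated. Gene symbols and coordinates came from GENCODE M21, which holds 54487 of the identifiers with the same version and 55144 when the version is ignored. The count without regard to strand was used, and the first strand column was an alternative.

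Reads counted on genes ranged from 36415886 to 59733985 per library over all 24 libraries, with a median of 49486060.5, and were 74.7% to 77.0% of all reads. The 10 genes with the most reads held 24.3% to 30.0% of them. Precision for a gene follows its counts, and a transcript with few reads, such as that of Kl, is known with a standard error of 0.56 or more on the log2 scale. Genes below the filter were not tested across all genes, and the paper's single genes among them were compared by normalized counts.

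Genes were compared with edgeR 4.0.16 under R 4.3.3, with TMM normalization, dispersions estimated robustly and a robust quasi-likelihood fit. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15. This left 17465 genes for the 20 libraries of the paper's 5 groups, 17803 for all 24 libraries and 16593 for the 12 GFP libraries. The comparison with sham mice came from a fit of all 24 libraries. P-values were two-sided, counts of genes were taken at 0.05 both unadjusted and after Benjamini-Hochberg adjustment within each comparison, and large changes were those above 1 on the log2 scale. Normalized counts are counts divided by DESeq2's size factors. The functions were tested on simulated data with 200 genes changed by 1.5 on the log2 scale. There, edgeR found 175 of them with 7 false calls, and DESeq2 1.42.0 found 185 with 28 false calls. In a simulated comparison without change, 5.06% of genes had an unadjusted p-value under 0.05 in edgeR and 5.30% in DESeq2.

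Single genes, gene lists, numbers of detected genes and distances between libraries were compared with exact permutation tests over the 70 arrangements of 4 against 4 libraries, whose smallest two-sided p is 0.0286. Interactions of age and treatment in single genes and lists were tested by permutation within ages, and correlations by 100000 permutations. A list was scored in each library as the mean log2 CPM of its genes with a prior count of 2, and the p-values of lists were adjusted over 147 comparisons. Principal components used the 500 most variable genes, and the 100 largest weights of a component were searched for the listed genes. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Random reduction of reads used seed 5 and other resampling seed 7.

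The genes named were those that the paper names and, in each comparison of groups, the 3 largest increases and 3 largest decreases among genes with an adjusted p-value under 0.05 whose groups did not overlap. Of gene lists, the first 3 genes were examples. A gene named outside this rule is marked as chosen after its values were seen.

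The alternatives tried were DESeq2 on all groups of the paper, DESeq2 and edgeR on the compared groups alone, DESeq2's size factors within edgeR, no filter on low counts, the stranded counts, a replicate block, the liver list score as a covariate and leaving out each mouse in turn. For principal components they were the variance stabilizing transformation, all filtered genes and the removal of marker genes, for lists the median of the genes, and for detected genes a minimum of 10 reads and reduction to equal depth. A DESeq2 fit of all 24 libraries, and size factors over them, were chosen after seeing the data. A value without a test was taken as the same under an alternative when it moved by less than 1 SD of the leave-one-out values, and a number of genes when it lay within 1.5 times the first number.

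Network entropy, hallmark gene counts and pathway enrichments were not recomputed, and the protein interactions, hallmark lists and pathway annotation that the paper names were not used here. Values for entropy are from the paper's own tables. Measurements on human samples and data from other sources were left out.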

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

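The test of the response to injection, by the splits of the young libraries, was set before the data were examined, and the other tests here were chosen after the results were seen.

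In 183 groups of 4 libraries, the distance of the most extreme library from its nearest neighbor, as a share of the group's range, was compared with Dixon's critical value. It was passed in 15 groups, where chance gives about 9.15, so most of these libraries need no explanation, and no biological explanation was tested for them. The share was 0.868 for the adipocyte list in old AAV-Kl mice, where replicate 2 was high at 7.10 log2 CPM, and 0.908 in young sham mice, where replicate 1 was low at 3.76. It was 0.838 for the erythroid list in old GFP mice, with replicate 2 low at 2.58, and 0.84 for the immunoglobulin list in oldest-old GFP mice, with replicate 1 high at 4.24. The keratinocyte list gave 0.913 in old AAV-Kl mice, with replicate 2 high at 2.61, and 0.844 in oldest-old GFP mice, with replicate 3 high at -1.09. For lists of muscle genes the share was 0.88 for mitochondrial ribosomal proteins in oldest-old GFP mice, with replicate 4 low at 4.10, and 0.949 for nuclear respiratory chain genes in young sham mice, with replicate 1 high at 5.89. It was 0.895 for slow fiber genes in old GFP mice, with replicate 3 high at 8.55, and 0.832 for sodium export genes in young sham mice, with replicate 4 low at 5.23. Sphingolipid genes gave 0.969 in oldest-old GFP mice, with replicate 4 low at 3.32, and tendon genes 0.846 in the same group, with replicate 4 low at 1.33. Among single genes, the share was 1.0 for Fgf23 in oldest-old AAV-Kl mice, where replicate 2 had 7 reads and the others 0, and 0.876 for Dmp1 in the same group, where replicate 2 was low with 4 reads. The number of genes with at least 1 read gave 0.93 in oldest-old AAV-Kl mice, with 26413 genes in replicate 2.

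The response of a list of 12 chaperone genes to AAV-Kl differed between the ages by 0.68 log2 CPM (permutation test within ages, p = 0.0225), with -0.11 in old mice (exact permutation test, p = 0.343) and 0.57 in oldest-old mice (exact permutation test, p = 0.0857). Adjusted over 147 comparisons the p-value of the difference was 0.2333, so it does not pass the correction. A single library was weighed as an explanation, since replicate 3 of oldest-old AAV-Kl scored 7.48. Without this replicate the difference had p = 0.0433 in the permutation test, so that library alone does not account for it. Given the adjusted p-value, a difference in the chaperone response remains a hypothesis that may be a chance result.

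Young GFP and young sham mice, whose comparison the paper does not report, differed in 83 genes with an adjusted p-value under 0.05, of which 49 were higher and 34 lower in GFP mice, and in 2379 genes with an unadjusted p-value under 0.05, of which 856 were higher and 1523 lower. With the size factors of DESeq2 the unadjusted genes were 1153 higher and 1296 lower, so the balance of directions depends on the scaling. In 9.53% of the tested genes the groups did not overlap, against 2.857% by chance. Tesmin (ENSMUSG00000024905.15), on chromosome 19 from 3388857 to 3407823, had 79.2 ± 6.69 normalized counts (SD, n = 4) in GFP and 7.80 ± 3.62 in sham mice, a log2 fold change of 3.28 (edgeR, adjusted p = 0.0122). Nr4a3 had a log2 fold change of 2.69 (edgeR, adjusted p = 0.0122) and Mt2 of 2.73 (edgeR, adjusted p = 0.0470). Krt8 was lower in GFP mice, with 1.35 ± 1.02 normalized counts (SD, n = 4) against 309 ± 448 (edgeR, adjusted p = 0.0432), as were Lmx1a, with a log2 fold change of -1.63 (edgeR, adjusted p = 0.0451), and Piezo2, with -1.60 (edgeR, adjusted p = 0.0331). Each of these genes lay apart in all 4 libraries of each group.

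Several explanations of the difference from sham mice were weighed. Library size did not differ (exact permutation test, p = 0.286). The Spearman correlation across genes of the change with GC content was -0.04237, which 15 of the 35 splits of the 8 libraries reached, and that with transcript length was -0.1182, which 7 of the 35 splits reached. Of these splits, 2 gave as many genes with an adjusted and 3 as many with an unadjusted p-value under 0.05, the real one included. The highest numbers in another split were 707 adjusted and 3545 unadjusted genes, so a split that mixes GFP and sham mice gave more genes than the real one. Among the 8 splits that part as many same-numbered pairs as the real one, 1 gave as many genes with an adjusted p-value under 0.05 and 1 gave as many with an unadjusted p-value under 0.05, but 8 splits cannot give a share under 0.05. The other splits keep some same-numbered mice in one group. RNA from liver was weighed because a list of 20 liver genes differed by -2.22 log2 CPM between GFP and sham mice (exact permutation test, p = 0.114). With the liver score as a covariate, 2 of the 83 genes kept an adjusted p-value under 0.05, but all 83 kept their direction and an unadjusted p-value under 0.05, and the median ratio of their log2 fold changes with and without the covariate was 0.945. The adjusted calls thus depend on this covariate while the changes mostly do not, and a part played by liver RNA is not excluded. A response to the injected virus is a candidate explanation that cannot be told apart from another difference between these groups of mice.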

How the results depend on the processing

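Of the alternatives below, the DESeq2 fit of all 24 libraries was chosen after the values were seen, and the others were set before their results. Unless a sentence gives one, the cause was not tested.

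Over 41 summary results, the alternatives other than leaving out a mouse gave 299 values, of which 197 were the same as first reported, 92 moved, 2 passed a threshold that the first value did not and 8 reversed. Over 65 results for single genes and lists they gave 421 values, of which 357 kept direction and side of the threshold, 46 no longer passed it, 7 newly passed it and 11 reversed. The size factors of DESeq2 within edgeR left these 65 results the same.

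For old against young GFP mice, 606 genes had an adjusted p-value under 0.05. The number was 1095 with DESeq2 on all groups of the paper, 2020 with DESeq2 and 1250 with edgeR on the compared groups alone, 383 without a low-count filter, 174 with the hepatocyte score as a covariate and 1232 with DESeq2 on all 24 libraries. In the same order of settings, the median absolute log2 fold change, 0.504 at first, was 0.575, 0.417, 0.356, 0.786, 0.557 and 0.577. Changes above 1, seen in 716 genes, were seen in 1126 with DESeq2 on all groups, 442 with edgeR on the compared groups, 1680 without the filter and 1202 with DESeq2 on all 24 libraries.

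For oldest-old against young GFP mice, 2236 genes had an adjusted p-value under 0.05, and 1237 did with edgeR on the compared groups and 1457 without the filter. The median change of 0.432 was 0.494 with DESeq2 and 0.4447 with edgeR on the compared groups, 0.417 with the size factors of DESeq2, 0.549 without the filter and 0.446 with DESeq2 on all 24 libraries. Without the filter 1797 genes changed by more than 1.

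For oldest-old against old GFP mice, 803 genes had an unadjusted p-value under 0.05 with the hepatocyte score as a covariate, against 1852 at first and 873 by chance. The score averaged lower in oldest-old mice, so the covariate may remove differences of age as well. Where edgeR had 0 genes with an adjusted p-value under 0.05, DESeq2 had 97 on all groups, 74 on the compared groups and 128 on all 24 libraries. The median change of 0.335 was 0.481 with DESeq2 and 0.375 with edgeR on the compared groups, 0.539 without the filter and 0.458 with the hepatocyte score. Changes above 1 were seen in 509 genes with DESeq2 on all groups, 507 with DESeq2 and 151 with edgeR on the compared groups, 921 without the filter, 173 with the hepatocyte score and 555 with DESeq2 on all 24 libraries.

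With AAV-Kl in old mice, 728 genes had an unadjusted p-value under 0.05 without the filter. The median change of 0.698 was 1.16 with DESeq2 on all groups, 0.414 with edgeR on the compared groups, 2.69 without the filter, 0.449 with the stranded counts and 1.28 with DESeq2 on all 24 libraries. Changes above 1 were seen in 226 genes with DESeq2 on all groups, 178 with DESeq2 and 35 with edgeR on the compared groups, 563 without the filter, 51 with the replicate block, 49 with the hepatocyte score and 272 with DESeq2 on all 24 libraries.

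With AAV-Kl in oldest-old mice, 746 genes had an unadjusted p-value under 0.05 with DESeq2 and 606 with edgeR on the compared groups. For adjusted p-values the number was 14 with DESeq2 on all groups, 18 with DESeq2 and 0 with edgeR on the compared groups, 1 without the filter, 1 with the stranded counts and 26 with DESeq2 on all 24 libraries. The median change of 0.330 was 0.556 with DESeq2 and 0.474 with edgeR on the compared groups, 0.567 without the filter and 0.299978 with the replicate block. Changes above 1 were seen in 271 genes with DESeq2 on all groups, 89 with edgeR on the compared groups, 638 without the filter and 314 with DESeq2 on all 24 libraries.

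Between young GFP and sham mice, 287 genes had an adjusted p-value under 0.05 with DESeq2 on all groups or on all 24 libraries, 940 with DESeq2 and 170 with edgeR on the compared groups, 47 without the filter and 2 with the hepatocyte score. The interaction of age and AAV-Kl had 0 genes with an adjusted p-value under 0.05, beside 890 unadjusted, and 1 with DESeq2 on all groups, 1 with DESeq2 on the compared groups, 1 without the filter and 1 with DESeq2 on all 24 libraries. The ratio of genes changed with AAV-Kl, oldest-old over old, was 1.87 with DESeq2 and 1.94 with edgeR on the compared groups and 2.295 without the filter, and above 1 in every setting run. The correlation of the log2 fold changes of the ages across genes was 0.0712 with DESeq2 on all groups, 0.0613 on the compared groups, 0.0610 without the filter, 0.320 with the hepatocyte score and 0.0943 with DESeq2 on all 24 libraries. Of the paper's pathway genes, 7 passed with DESeq2 and 6 with edgeR on the compared groups.

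The first component held 37.1% of the variance on the variance stabilizing scale and 28.2% with all filtered genes, and the second 17.4% and 16.3%, and 18.6% with the stranded counts. On the variance stabilizing scale, the second component differed by 5.91 between young and old libraries and the distance between old and oldest-old libraries was 1.94, both now past the threshold of the exact test, and the first component separated old from oldest-old libraries, by -6.36 (exact permutation test, p = 0.0286). The absolute correlation of the second component's scores with those first reported was 0.0901 on that scale, 0.775 with all genes, 0.8635 with the stranded counts and 0.987 without marker genes, so on the variance stabilizing scale it is another axis, whose sign and score differences cannot be set against the first. The 8 reversed summary values are all differences on the second component, with exact permutation p-values of 0.143 or higher. The difference between old and oldest-old libraries there went from 0.81 to -6.65 on that scale, -13.9 with all genes, -6.73 with the stranded counts and -0.550 without marker genes. That between young and oldest-old libraries went from 4.76 to -0.747, -6.18, -5.42 and -0.432 in the same settings.

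Among lists and single genes, the difference with AAV-Kl reversed for the cGMP-PKG genes in old mice to -0.0421 with the stranded counts, and for the paper's sphingolipid genes in old mice to 0.0271 with the median of the genes and 0.0107 with the stranded counts. The wider sphingolipid list reversed to -0.0121 with the stranded counts in old mice and to -0.165 with the median in oldest-old mice, and genes of mitochondrial DNA to -0.0494 with the median. With the replicate block, Musk in old mice went to 0.0134, Fgfr4 in old mice to -0.0031 and Ncam1 in oldest-old mice to -0.0029. With the stranded counts, Ncam1 in oldest-old mice went to -0.0186 and Fgfr4 to -0.0581. All of these differences were within the spread between mice.

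Leaving out each mouse in turn gave, over 41 summary results, 432 values, of which 344 were the same, 82 moved, 1 no longer passed its threshold and 5 reversed. For old against young GFP mice, the number of genes with an adjusted p-value under 0.05 went from 261 to 512 and the median change from 0.5256 to 0.610. For oldest-old against young GFP mice these were 1358 to 2377 and 0.448 to 0.476. Between old and oldest-old GFP mice, genes with an unadjusted p-value under 0.05 went from 1125 to 2678, with an adjusted one from 0 to 2, the median change from 0.367 to 0.435 and changes above 1 from 237 to 442. With AAV-Kl in old mice, genes with an unadjusted p-value under 0.05 went from 231 to 550, the median change from 0.648 to 1.09 and changes above 1 from 73 to 243. In oldest-old mice, they went from 813 to 1642, with 1 gene with an adjusted p-value under 0.05 in each of the 8 fits and a median change from 0.331 to 0.397. Between young GFP and sham mice, the unadjusted number went from 1512 to 3458 and the adjusted from 1 to 110. The interaction had from 0 to 1 genes with an adjusted p-value under 0.05, and from 623 to 1200 unadjusted. The ratio of genes changed with AAV-Kl went from 2.27 to 5.39 and the correlation of the ages from -0.0360 to 0.303. The first component held from 30.3% to 39.5% of the variance and the second from 15.9% to 27.4%. The distance between young and old libraries went from 2.13 to 4.13. On the second component, old and oldest-old libraries differed by -16.98 to 7.07, and young and oldest-old libraries by -8.02 to 23.7, but without young GFP replicate 3 that component had an absolute correlation of 0.032 with the first reported one. Of the comparisons of lists, 10 to 23 had an unadjusted p-value under 0.05, against 18 at first, and of the paper's pathway genes 10 to 23 passed, against 21 at first.

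For single genes and lists, leaving out each mouse gave 560 values for 65 results, of which 449 kept direction and side of the threshold, 67 no longer passed it, 10 newly passed it and 34 reversed. In old mice with AAV-Kl, ranges that span 0 were -0.0888 to 0.0046 for calcineurin and NFAT genes, -0.0445 to 0.0670 for the wider sphingolipid list, -2.43 to 0.388 for liver genes, -0.220 to 0.111 for Musk, -0.0804 to 0.547 for Runx1, -0.1601 to 0.0231 for Ncam1, -0.0275 to 0.460 for Fgf6 and -0.119 to 0.152 for Fgfr4. In oldest-old mice they were -0.0222 to 0.0479 for actin genes, -0.0451 to 0.0553 for the wider sphingolipid list, -0.0547 to 0.125 for genes of mitochondrial DNA, -0.1599 to 0.208 for Musk and -0.244 to 0.202 for Ncam1. The interaction of the paper's sphingolipid genes went from -0.0674 to 0.0610.

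Depth limits Kl, Fgf23, Fgf22 and Dmp1, whose mean normalized counts were below 20 in every group. Reducing the libraries to equal depth left the differences in detected genes with exact permutation p-values of 0.114 or higher.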

Differences from the paper's values

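The number of genes that changed with AAV-Kl in old mice only was 284 here against the paper's value of about 430 in Fig. 7A, read by eye. Among the alternatives set before the data were examined, DESeq2 on all groups of the paper gave 380, DESeq2 on the compared groups alone 374, edgeR on the compared groups alone 297 and the stranded counts 332, none of which lies more than 1.5 times from the paper's value. The size factors of DESeq2 within edgeR gave 283, no low-count filter 691, the replicate block 218 and the hepatocyte score as a covariate 192, all of which do. DESeq2 on all 24 libraries, chosen after seeing the values, gave 426. The paper's text gives 473 genes changed with AAV-Kl in old and 1419 in oldest-old mice. Here 317 and 1246 had an unadjusted p-value under 0.05, each within 1.5 times of the paper's number, and 415 and 1415 did with DESeq2 on all groups of the paper. DESeq2 on all 24 libraries, chosen after seeing the values, gave 473 and 1595. In old mice 0 genes had an adjusted p-value under 0.05 in every setting run.

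The paper lists 10 genes of its opposed pathways that had no unadjusted p-value under 0.05 here. In old mice these were Diaph2, with a log2 fold change of 0.26, and Lpar3, which fell below the filter. In oldest-old mice they were Arpc2, Cdc42, Rhoa, Itga5, Pfn1, Dnm3, Cyth1 and Ctsd. With DESeq2 on all groups of the paper, Lpar3, Arpc2, Cdc42, Rhoa, Itga5, Dnm3 and Ctsd had an unadjusted p-value under 0.05. With DESeq2 on the compared groups alone, Itga5 and Cdc42 did, and with edgeR on the compared groups alone, Itga5 did. The size factors of DESeq2 within edgeR called Arpc2 and Ctsd, and the absence of a low-count filter called Diaph2, Lpar3, Arpc2, Itga5, Pfn1, Cyth1 and Ctsd. The stranded counts called Diaph2, Rhoa and Ctsd, the replicate block called Diaph2, and the hepatocyte score as a covariate called none of them. Leaving out a mouse called Diaph2 without old GFP replicate 2, old AAV-Kl replicate 3 or old AAV-Kl replicate 4. In oldest-old mice it called Itga5 and Dnm3 without GFP replicate 1, Arpc2, Pfn1, Dnm3 and Cyth1 without GFP replicate 2, Dnm3 and Cyth1 without GFP replicate 3, and Rhoa and Ctsd without GFP replicate 4. It called Itga5 and Ctsd without AAV-Kl replicate 1, Arpc2 and Cyth1 without AAV-Kl replicate 3, and Rhoa and Ctsd without AAV-Kl replicate 4. DESeq2 on all 24 libraries, chosen after seeing the values, called all 10. In that fit the log2 fold changes of the 31 listed genes differed from the paper's by 4.93e-06 at most, and in each other setting by 0.0043 or more in at least 1 gene.

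The paper states that more genes differed between old and oldest-old than between young and old muscle. Here 1852 genes had an unadjusted p-value under 0.05 between old and oldest-old GFP mice against 3103 between young and old GFP mice, and the comparison between old and oldest-old gave fewer genes under each of the alternatives run.

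The paper describes the second principal component as separating the ages. The component that is second here was not compared with the paper's axis. The differences on it were 3.95 between young and old (exact permutation test, p = 0.8286), 4.76 between young and oldest-old (exact permutation test, p = 0.743) and 0.81 between old and oldest-old GFP libraries (exact permutation test, p = 0.857). The first component here differed by -32.7 between young and old and by -37.4 between young and oldest-old GFP libraries (exact permutation test, p = 0.0286 each). On the variance stabilizing scale, where the second component is another axis (absolute correlation of the scores 0.090), the difference between young and old was 5.91 (exact permutation test, p = 0.0286).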

Other observations

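The tests of liver RNA, detected genes, a larger spread in old libraries, fiber type and library size between the oldest-old groups were set in advance, and the other tests here were chosen after the results were seen.

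Other splits of the same libraries were counted for each comparison. Among the 8 splits that part as many same-numbered pairs as the real one, 1, the real one, gave as many genes with an unadjusted p-value under 0.05 for old against young, oldest-old against young and oldest-old against old GFP mice. For adjusted p-values it was 1 of 8 splits for old against young and 1 of 8 for oldest-old against young GFP mice. A comparison with 8 splits cannot give a share under 0.05. Over all 35 splits, 1, the real one, gave as many genes in each of these counts, and the highest unadjusted number in another split was 1595, 2673 and 1767 genes in the same order, with 0 adjusted. Same-numbered libraries of these groups had correlations of 0.01299, -0.005223 and -0.01363, so their numbers do not mark mice that vary together. With AAV-Kl in old mice, 8 of the 8 splits gave as many genes with an unadjusted p-value under 0.05. In oldest-old mice, 7 of the 8 splits gave as many unadjusted and 3 of the 8 as many adjusted. Of 80 splits, 56 gave as many genes for the interaction and 16 as large a share of opposite directions, so both may arise from the grouping of the libraries by chance. The remaining splits of each comparison keep some same-numbered mice in one group, and over all 35 the highest number in another split was 1142 genes for old and 3537 for oldest-old AAV-Kl.

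F2 and Kng2 were lower with AAV-Kl in old mice, and RNA from liver in some old GFP libraries is a candidate explanation. With the score of 20 liver genes as a covariate, their unadjusted p-values in edgeR were 0.303 for F2 and 0.142 for Kng2. Over the 24 libraries the score had a Pearson correlation with F2 of 0.821 (permutation test, p = 5e-05) and a Spearman correlation of 0.444 (permutation test, p = 0.032), and Pearson's r was 0.569 without the 2 farthest libraries. With Kng2 the Pearson correlation was 0.438 (permutation test, p = 0.0354), the Spearman correlation 0.299 (permutation test, p = 0.157) and r 0.0754 without the 2 farthest libraries, so that this relation rests on those libraries. An effect of AAV-Kl on these genes cannot be told apart from liver RNA.

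More genes were called with AAV-Kl in oldest-old than in old mice. The old groups did not have the larger spread, since their median SD of log2 CPM was 0.816 of that of the oldest-old groups. The main fit shares its dispersions over all groups, so the larger spread of the oldest-old libraries may raise their number. When edgeR was fitted to the compared groups alone, the number went from 1246 to 606 in oldest-old mice, below the 831.7 that chance gives, and from 317 to 313 in old mice, and the ratio from 3.93 to 1.94, so spread remains an explanation of part of the difference. Between the oldest-old groups, slow fiber genes differed by -0.40 log2 CPM (exact permutation test, p = 0.371) and fast fiber genes by -0.05 (exact permutation test, p = 0.714). With the spread between these mice, the tests do not exclude a part played by fiber type. Library size gave an exact permutation p of 0.657. The correlation of the change with GC content was 0.06247, which 10 of 35 splits reached, and with transcript length -0.08706, which 7 of 35 splits reached. Since other splits of the libraries gave as many genes, a biological explanation remains a hypothesis that may not be needed.

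The paper's entropy per node was higher in old than in young mice. The Pearson correlation with the genes detected in the same-named library was 0.341 (permutation test, p = 0.276). The Spearman correlation was 0.322 (permutation test, p = 0.309), and Pearson's r was 0.304 without the 2 farthest libraries. This does not exclude the number of genes detected as an explanation. The paper's own numbers of nodes, which are genes with a count above 0 that map to the interaction database, had a Pearson correlation of 0.890 with entropy per node (permutation test, p = 8e-05) but of 0.171 with the genes detected in the same-named library (permutation test, p = 0.593), a comparison between different sets of genes, and the rows and the libraries of the same name may not be of the same mice.

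In 288 of 17803 genes the 8 young libraries, sham included, lay apart from the 16 aged libraries, and 37 of these changed at least 4-fold, with 34 higher and 3 lower in aged libraries. Gm10800, on chromosome 2 from 98666547 to 98667301 and chosen after its values were seen, had 10.9 ± 5.42 normalized counts (SD, n = 4) in young GFP, 395 ± 163 in old GFP and 369 ± 66.7 in oldest-old GFP mice. The log2 fold change of Gm10800 between young GFP and sham mice was -0.408, but since the genes were selected with the sham libraries among the young, this does not test an effect of the virus. Library size did not differ between young and aged libraries (permutation test, p = 0.378). Reads shared between near-identical copies may raise several of these genes together, since at least 99.6% of the length of Gm10800, Gm10801, Gm21738 and Gm10718 transcripts aligned to one another. Between old and oldest-old GFP mice, 3 of the 37 genes differed (exact permutation test, p = 0.0286 each). A difference in genetic background between the young and the aged mice cannot be told apart from an effect of age, because each library is either young or aged.

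Immediate-early genes scored 6.14, 6.42 and 6.46 log2 CPM in oldest-old GFP mice 1 to 3 and 3.70 in mouse 4. The list averaged 2.74 log2 CPM in young, 4.09 in old and 5.68 in oldest-old GFP mice. Oldest-old GFP mice differed from young GFP mice by 2.94 (exact permutation test, p = 0.0286). Time or handling between death and freezing might produce such differences, within a group or between the ages. The mean Spearman correlation between pairs of these 7 genes over the 24 libraries, with group means removed, was 0.694, which any shared regulation could also give, so this explanation stays open.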
